# Targeting pleckstrin-2/Akt signaling reduces proliferation in myeloproliferative neoplasm models

**DOI:** 10.1172/JCI159638

**Published:** 2023-03-15

**Authors:** Xu Han, Yang Mei, Rama K. Mishra, Honghao Bi, Atul D. Jain, Gary E. Schiltz, Baobing Zhao, Madina Sukhanova, Pan Wang, Arabela A. Grigorescu, Patricia C. Weber, John J. Piwinski, Miguel A. Prado, Joao A. Paulo, Len Stephens, Karen E. Anderson, Charles S. Abrams, Jing Yang, Peng Ji

**Keywords:** Hematology, Oncology, Bone marrow, Cancer, Drug screens

## Abstract

Myeloproliferative neoplasms (MPNs) are characterized by the activated JAK2/STAT pathway. Pleckstrin-2 (Plek2) is a downstream target of the JAK2/STAT5 pathway and is overexpressed in patients with MPNs. We previously revealed that Plek2 plays critical roles in the pathogenesis of JAK2-mutated MPNs. The nonessential roles of Plek2 under physiologic conditions make it an ideal target for MPN therapy. Here, we identified first-in-class Plek2 inhibitors through an in silico high-throughput screening approach and cell-based assays, followed by the synthesis of analogs. Plek2-specific small-molecule inhibitors showed potent inhibitory effects on cell proliferation. Mechanistically, Plek2 interacts with and enhances the activity of Akt through the recruitment of downstream effector proteins. The Plek2-signaling complex also includes Hsp72, which protects Akt from degradation. These functions were blocked by Plek2 inhibitors via their direct binding to the Plek2 dishevelled, Egl-10 and pleckstrin (DEP) domain. The role of Plek2 in activating Akt signaling was further confirmed in vivo using a hematopoietic-specific *Pten*-knockout mouse model. We next tested Plek2 inhibitors alone or in combination with an Akt inhibitor in various MPN mouse models, which showed significant therapeutic efficacies similar to that seen with the genetic depletion of Plek2. The Plek2 inhibitor was also effective in reducing proliferation of CD34-positive cells from MPN patients. Our studies reveal a Plek2/Akt complex that drives cell proliferation and can be targeted by a class of antiproliferative compounds for MPN therapy.

## Introduction

Philadelphia chromosome–negative (Ph-negative) myeloproliferative neoplasms (MPNs) are a group of BM diseases featuring excessive production of myeloid cells and increased risk of evolving to acute myeloid leukemia. JAK2^V617F^ mutation is the leading cause of Ph-negative MPNs that include polycythemia vera (PV), essential thrombocythemia (ET), and primary myelofibrosis (PMF) (1–5). Unlike with many effective therapies for Ph-induced MPNs, developing effective therapies for Ph-negative MPNs is in its nascence. The FDA-approved JAK inhibitor ruxolitinib reduces spleen size and blood cell counts in MPN patients (6–8). However, it is associated with marked long-term side effects, including anemia and thrombocytopenia, due to the essential role of JAK2 in hematopoiesis. Therefore, new therapeutic strategies are needed for treating Ph-negative MPNs, such as compounds that target JAK/STAT effectors that may cause fewer side effects.

Pleckstrin-2 (Plek2) is a membrane protein and paralog of Plek1. Plek2 is widely expressed and involved in actin rearrangement (9). Overexpression of Plek2 induces lamellipodia and peripheral ruffle formation (10). We previously showed that Plek2 is important in the regulation of actin cytoskeleton, cell differentiation, and apoptosis in terminal erythroid differentiation (11). Subsequent studies revealed that Plek2 is a downstream target of the JAK2/STAT5 pathway and overexpressed in JAK2^V617F^-positive patients with MPNs. In addition to the erythroid lineage, Plek2 is also upregulated in the myeloid and megakaryocytic lineages induced by JAK2^V617F^ mutation. The critical role of Plek2 in the pathogenesis of MPNs was manifested by a JAK2^V617F^-knockin mouse model in which loss of Plek2 largely rescued the lethality of the JAK2 mutant mice (12). Plek2 deficiency not only ameliorated myeloproliferative phenotypes in the JAK2^V617F^ mutant mice; it also markedly reduced thrombosis in many organ systems. Notably, Plek2-KO mice exhibited only minor age-related anemia without other severe phenotypes, which indicates that Plek2’s proproliferative function is tumor specific (12).

Plek2 is not only highly expressed in the hematopoietic cells; recent studies demonstrated that it is also overexpressed in many solid tumors and associated with worse prognosis (13–16). Specifically, Plek2 gene upregulation was predicted in 2 independent studies to result in a shorter progression-free survival and poor prognosis in lung adenocarcinoma (14, 15). Plek2’s high expression was associated with poor overall survival in gastric cancer (17). The mechanisms of Plek2 in tumorigenesis can be tissue specific, as Plek2 is reported to promote the invasion and metastasis of gallbladder cancer through binding and activation of EGFR (13). Plek2 could also be negatively regulated by miR-873. Reduced expression of miR-873 in pancreatic cancer stem cell led to upregulation of Plek2 and activation of the PI3K pathway (16). The possible role of Plek2 in the PI3K pathway was further indicated through bioinformatic analyses in osteosarcoma (18). However, the mechanisms of Plek2 in driving cell proliferation through PI3K signaling are unknown.

Plek2 contains 2 pleckstrin homology (PH) domains on the amino and carboxyl termini of the protein, which flank a dishevelled, Egl-10, and pleckstrin (DEP) domain. Previous loss-of-function studies showed that deletion of the DEP domain induced the most significant functional defects of Plek2 (10, 19). In this study, we aimed to reveal the mechanism of Plek2 in MPN pathogenesis and identify small-molecule compounds that target Plek2 and block its functions in MPNs. To this end, we first took an in silico approach to screening small molecules that bind to the DEP domain of Plek2 and inhibit its function in driving proliferation. These inhibitors were then used to explore the roles of Plek2 in MPNs. We found that Plek2 functioned as a regulatory protein to directly interact with Akt and recruit PI3K effector proteins as well as heat shock protein Hsp72, which led to the activation and stabilization of Akt. The functions of Plek2 in Akt activation were further demonstrated using a *Pten* hematopoietic-specific KO mouse model. We further revealed the therapeutic potentials of the Plek2 inhibitors in various MPN models. These studies establish Plek2’s critical role in driving cell proliferation when overexpressed. Thus, the small-molecule Plek2 inhibitors have important implications for treating MPNs and possibly other cancers with activated Akt signaling.

## Results

### Development of Plek2 small-molecule inhibitors that block cell proliferation.

To screen small molecules that bind to Plek2 and potentially inhibit its function, we chose to focus on the DEP domain instead of the PH domains that can be found in many proteins. The DEP domain of Plek2 is highly conserved among different species (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI159638DS1). As there are no reported crystal structures, we built a homology model of Plek2 using prime module (20) incorporated in the Schrödinger platform (https://www.schrodinger.com/products/prime), considering the primary amino acid sequence of the DEP domain as the query, and identified relevant template structures by homology search using BLAST and PSI-BLAST engines. The Plek2 model was then subjected to MolProbity validation, and the model scored 95% or more (21), indicating its suitability for carrying out further in silico screening. We then performed a virtual high-throughput screening (vHTS) using a 3-tier Glide platform implemented in Schrödinger suite (22). We screened approximately 100,000 drug-like small-molecule compounds for those that could bind to the Plek2 DEP domain. From this set, we identified 28 hit compounds that potentially bind to Plek2 (Supplemental Figure 1, B and C, and Supplemental Table 1).

The hit compounds were subsequently screened using a mouse BM erythroid progenitor culture system in erythropoietin-containing (EPO-containing) medium (Figure 1A) (11, 23, 24). These cells underwent rapid proliferation with supraphysiological levels of EPO and closely mimicking accelerated erythropoiesis in MPNs. In these cells, Plek2 was also highly expressed, especially in the late stages of the culture (Supplemental Figure 1D). We tested each of the 28 hits in this system and found compound 17 (NUP-17) to have the most significant inhibitory effects on erythroid proliferation and enucleation (Supplemental Figure 1, E and F). The IC_50_ in blocking cell proliferation was 56 μM. NUP-17 also had a significant inhibitory effect on enucleation, but minimal effects on cell differentiation (Supplemental Figure 2A).

Based on similarity searching from the in silico screening, we further identified a series of analogs of NUP-17 and found that compound NUP-17d had significantly improved potency (Supplemental Figure 2, B and C, and Figure 1B). The IC_50_ of NUP-17d was 7.8 μM in the erythroid in vitro proliferation assay (Figure 1C). NUP-17d also significantly inhibited enucleation and differentiation (at higher dosage) of the cultured erythroid cells (Figure 1D) and induced apoptosis (Figure 1E). NUP-17d bound to Plek2 and Plek2-DEP with high affinity (*K_D_* = 190 and 305 nM, respectively) in an isothermal titration calorimetry (ITC) assay (Figure 1F and Supplemental Figure 2D). NUP-17d reduced cell proliferation more significantly when the BM lineage–negative cells were cultured in EPO-containing medium compared with those cultured in medium containing stem cell factor to maintain their progenitor status (Figure 1G). We also tested erythroblasts from JAK2^V617F^-knockin mice with NUP-17d, which showed that JAK2^V617F^-positive erythroblasts were more sensitive to the compound treatment (Figure 1H). The effect of NUP-17d was Plek2 specific, since no inhibitory effect was observed when Plek2 was acutely depleted by shRNA (11) (Figure 1I).

In addition, we also overexpressed Plek2 in Cos-7 cells, which induced prominent lamellipodia formation, as previously reported (9). NUP-17, and to a greater extent NUP-17d, dramatically reverted lamellipodia in Plek2-overexpressed cells (Supplemental Figure 2, E and F). We next constructed a biotin-conjugated NUP-17d (Supplemental Figure 3A) and confirmed NUP-17d binding to Plek2 and Plek2-DEP in in vitro binding assays (Supplemental Figure 3, B and C). Addition of free NUP-17d reduced the binding of biotin–NUP-17d to Plek2 (Supplemental Figure 3D). Cellular thermal shift assay (CETSA) further revealed specific interaction of NUP-17d with Plek2 in vivo (Supplemental Figure 3E). These studies establish NUP-17d as an effective Plek2 inhibitor.

To further characterize the specificity of the binding between NUP-17d and Plek2 DEP, we applied NUP-17d to the docking model and revealed lysine 156, serine 162, and arginine 194 to be critical for binding (Supplemental Figure 4A). Sequence alignment of the DEP domain in various proteins showed that these residues are not conserved and are highly specific to Plek2 (Supplemental Figure 4B). We next mutated these residues to asparagine, alanine, and glycine, respectively and obtained a recombinant Plek2 DEP 3M protein. An in vitro ITC experiment showed that NUP-17d completely lost its binding to DEP 3M (Supplemental Figure 4C). We further generated a full-length Plek2 3M construct and transduced it into Cos-7 cells. Compared with the WT Plek2, the Plek2 3M mutant failed to increase lamellipodia formation (Supplemental Figure 4, D and E). The mutant also failed to promote proliferation of HEL cells, a hematopoietic cell line harboring a JAK2 mutation (Supplemental Figure 4F). These studies indicate that the inhibitor-binding residues of Plek2 are critical for its function.

### Plek2 inhibitors block Plek2-mediated Akt activation.

Plek2 is associated with membranes via its PH domains, and that association is dependent on D3 phosphoinositide upon the activation of PI3K (10). The mechanisms of Plek2 in driving cell proliferation remain unclear. We performed an RNA-Seq analysis in the cultured BM erythroblasts treated with NUP-17d. 

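Lineage-negative BM cells from WT mice, a fraction rich in hematopoietic stem and progenitor cells, were cultured in EPO-containing medium, in which they mature into erythroblasts, and were given NUP-17d or the vehicle DMSO for 48 hours. The dose of NUP-17d is given in Figure 2A as 10 μM. RNA from 3 DMSO cultures and 3 NUP-17d cultures was sequenced. The paper's methods name a stranded mRNA kit and an Illumina instrument for the libraries, whereas the record of the samples describes poly(A) selection, random priming and a DNBseq instrument. For each culture the authors deposited an expected count and an FPKM value for every gene with a count above 0. An expected count is an estimate of the reads from a gene and need not be whole, because a read that matches several genes is shared among them, and 27.8% to 28.5% of the values in each culture were not whole. FPKM is that count divided by the transcript length and by the total of the library. The paper's text does not name the aligner, the counting program, the genome build or the test for differential expression.

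The expected counts summed to 20419018, 20400357 and 20278433 in DMSO cultures 1, 2 and 3 and to 20076409, 20156653 and 20170197 in NUP-17d cultures 1, 2 and 3. The files listed 14913 to 14951 genes in the DMSO cultures and 15251 to 15332 genes in the NUP-17d cultures, and 17060 genes in all. Hemoglobin genes took 19.1% ± 1.04 of the counts with DMSO and 12.2% ± 0.723 with NUP-17d (SD, n = 3 cultures each), and the groups did not overlap (2-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). A smaller hemoglobin share leaves more reads for all other genes at the same library total. The composition of the libraries therefore enters every comparison. FPKM values carry no correction for it. The TMM method of edgeR corrects for it, with factors of 0.887, 0.930 and 0.918 for DMSO cultures 1, 2 and 3 and 1.10, 1.11 and 1.08 for NUP-17d cultures 1, 2 and 3.

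Counts were rounded to whole numbers and compared with edgeR's quasi-likelihood test in the 12306 genes that passed its filter on low counts. The variation between cultures of one condition was small, with a common biological coefficient of variation of 2.95%. It still exceeded sampling noise in each pair of cultures of one condition. The chi-square per degree of freedom was 1.84 to 4.59 within a condition and 44.7 to 85.0 between conditions. This sets the spread against counting noise only, so it cannot show whether the cultures were grown separately. The 6 cultures were counted as separate samples, as they are labeled. Averaged over all tested genes, each weighted alike, cultures with the same number did not deviate together from their group means. The mean correlation of their deviations across genes was -0.00662 in the 3 same-numbered pairs and 0.00335 in the 6 differently numbered pairs. Whether the same number stands for the same animal is not stated, so results with the culture number as a block are given beside those without it.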

Compared with what occurred in the mock-treated cells, genes in several pathways, including PI3K/AKT/mTOR signaling and mTORC1 signaling, were enriched (Figure 2A), which was confirmed by gene set enrichment analyses (GSEAs) (Supplemental Figure 5A). 

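GSEA ranks genes by their change between conditions and scores how strongly the members of a gene set gather at one end of the ranking. The 10543 genes with a mean FPKM of at least 1 were ranked by their signal-to-noise ratio between NUP-17d and DMSO, the difference of the mean FPKM values divided by the sum of the SDs, each SD being set to at least 0.2 times its mean. A positive normalized enrichment score lies toward genes that are higher with NUP-17d. On the FPKM scale 89.9% of the ranked genes had a positive ratio, and the p-value of each score came from 10000 permutations of genes among scores of the same sign, with Benjamini-Hochberg adjustment over 14 gene lists. The Hallmark gene sets were not used here. In their place, lists for PI3K/AKT/mTOR signaling and for mTORC1 signaling were written from recall before the data were examined, and their members can differ from the published sets.

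The PI3K/AKT/mTOR list, with 89 genes ranked, had a normalized enrichment score of 0.900 (adjusted permutation p = 0.740). The mTORC1 list, with 189 genes ranked, had a score of 0.550 (adjusted permutation p = 0.999). Neither list passed an adjusted p of 0.05. The sign of the scores depended on the ranking. With genes ranked by edgeR's signed statistic, which includes the TMM correction, the PI3K/AKT/mTOR list scored -0.744 (adjusted permutation p = 0.881) and the mTORC1 list scored -1.52 (adjusted permutation p = 0.00400). With the culture number as a block in that fit, the scores were -0.744 (adjusted permutation p = 0.876) and -1.47 (adjusted permutation p = 0.00892). On edgeR's log2 fold change the mTORC1 list also scored below 0, at -1.49 (adjusted permutation p = 0.0152), but the PI3K/AKT/mTOR list stayed above 0, at 0.590 (adjusted permutation p = 0.998). The alternative that moved the scores most was an unweighted running sum on the FPKM ranking, which gave -1.70 for the PI3K/AKT/mTOR list (adjusted permutation p = 0.0523) and -3.01 for the mTORC1 list (adjusted permutation p = 0.000708).

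Among the pathways of the Reactome collection, the set for PI3K/AKT activation, with 46 genes ranked, scored 1.11 on the FPKM ranking (adjusted permutation p = 0.507), and -0.918 and -0.955 on edgeR's statistic without and with the block. The set for mTOR signaling, with 25 genes ranked, scored -0.915 on the FPKM ranking (adjusted permutation p = 0.740). Across the 6 rankings that each left out one culture, that score ranged from -1.08 to 0.610.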

Consistently, treatment of the cultured erythroid cells with NUP-17d significantly reduced the level of phosphorylated Akt (p-Akt). Interestingly, the protein level of Akt was also downregulated with a higher dose of the compound (Figure 2B). These data indicate that Plek2 could be involved in the activation of the Akt pathway. 

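In the same libraries, the transcripts of the proteins in this pathway changed by amounts that were small but in part larger than the spread between cultures. Values are TMM-normalized CPM, the reads of a gene scaled to a common library total (SD, n = 3 cultures), and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. Plek2 (Entrez gene 27260), the target of the compound, had 52.6 ± 2.85 with DMSO and 39.9 ± 1.32 with NUP-17d, a log2 fold change of -0.40 (standard error 0.048, adjusted p = 1.78e-07). Its log2 fold change was -0.40 with the culture number as a block and -0.13 when the libraries were scaled by their totals only. Plek, its paralog, moved the opposite way, from 229.5 ± 10.2 to 295.8 ± 4.44 (log2 fold change 0.37, standard error 0.036, adjusted p = 6.69e-09).

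Akt1 had 142 ± 6.64 with DMSO and 151 ± 1.86 with NUP-17d, and the difference did not pass an adjusted p of 0.05 (log2 fold change 0.083, standard error 0.038, adjusted p = 0.0901). Akt2 fell from 168 ± 3.12 to 153 ± 3.53 (log2 fold change -0.14, standard error 0.035, adjusted p = 0.00344), but rose by 0.13 on the log2 scale when the libraries were scaled by their totals only. Mtor had a log2 fold change of 0.093 (standard error 0.048, adjusted p = 0.140) and was not distinguishable between the groups. With scaling by totals only, the log2 fold change was 0.35 for Akt1 and 0.36 for Mtor, and both passed the threshold. Pdk2 (Entrez gene 18604) rose by 0.43 (adjusted p = 2.27e-05) and Rps6 by 0.11 (adjusted p = 0.0176) on the log2 scale. Pdk2 was matched to the paper's PDK2 by symbol alone. The symbol is that of a pyruvate dehydrogenase kinase, so its rise cannot be read as a change in the Akt pathway. Neither Gsk3b (0.10, adjusted p = 0.0850) nor Jak2 (-0.061, adjusted p = 0.227) passed the threshold. Foxo3 fell from 358 ± 26.7 to 274 ± 18.8 (log2 fold change -0.39, standard error 0.047, adjusted p = 2.28e-07). With the block, these genes kept their side of the threshold. Rps6 lost its call in 3 of the 6 fits that each left out one culture. Gsk3b passed in 1 of these fits (log2 fold change 0.16, adjusted p = 0.00680 from edgeR), and with totals only (0.37).

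**Figure D1:**
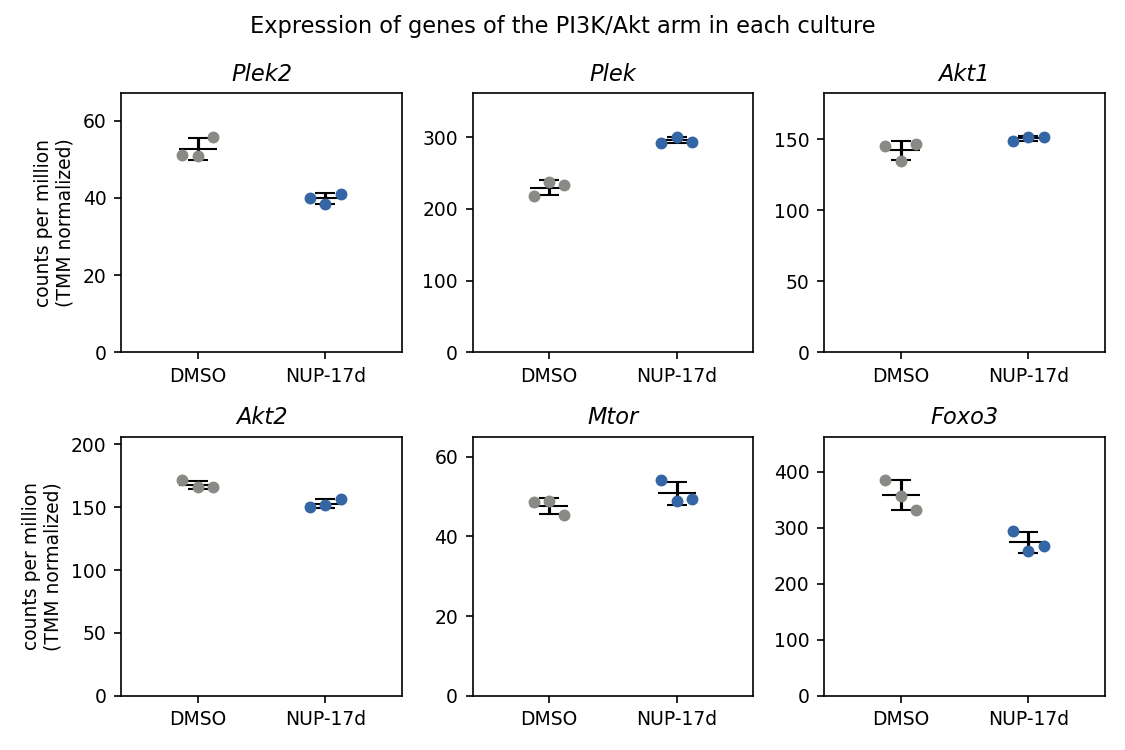
TMM-normalized CPM of 6 genes of the PI3K/Akt arm in each culture, with DMSO in gray and NUP-17d in blue. Each point is one culture, the long bar is the mean and the whiskers are 1 SD (n = 3). The 3 NUP-17d cultures lie between 38.5 and 41.2 for Plek2, below the DMSO cultures at 50.9 to 55.9, whereas the groups overlap for Mtor.

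These are transcript values and carry no measure of Akt protein or its phosphorylation. From the gene sets in the RNA-Seq data together with the lower p-Akt and Akt protein after NUP-17d in Figure 2B, the paper proposes that Plek2 takes part in activating the Akt pathway.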

To test this hypothesis, we first compared the levels of p-Akt in TER119-positive erythroblasts from Plek2 WT and KO mice stimulated by EPO after starvation. Total Akt protein levels were equalized among samples to test the direct role of Plek2 on Akt phosphorylation. Plek2-deficient erythroblasts indeed exhibited delayed and attenuated increases of p-Akt upon EPO stimulation (Figure 2C). We previously reported that loss of Plek2 reverted myeloproliferative phenotypes in a JAK2^V617F^-knockin mouse model (12). The JAK2^V617F^ mutation is known to activate Akt, but the mechanism is incompletely understood. To understand whether Plek2 is involved in the activation of Akt in JAK2^V617F^-knockin mice, we purified total BM cells from WT, Plek2-KO, JAK2^V617F^-knockin, and JAK2^V617F^-knockin/Plek2-KO mice. As expected, loss of Plek2 significantly diminished the upregulated p-Akt, p-S6, and total S6 induced by JAK2^V617F^ (Figure 2D). The protein level of Akt remained unchanged due to possible compensatory effects in vivo. We next compared the proteome of these cells using a tandem mass tagging (TMT) mass spectrometry assay and found the downregulated PI3K/Akt pathway among others in cells from JAK2^V617F^-knockin/Plek2-KO mice when compared with those from JAK2^V617F^-knockin mice (Figure 2E).

### Plek2 forms a membrane-signaling complex to activate and upregulate Akt.

PI3K phosphorylates the 3-hydroxyl group of membrane phospholipid phosphatidylinositol 4,5-biphosphate (PI[4,5]P_2_) to generate the lipid signaling messenger PI(3,4,5)P_3_, which serves as a docking site on the membrane for the PH domain of Akt and partially activates Akt. PI(3,4,5)P_3_ can be metabolized to produce PI(3,4)P_2_, and recent evidence points to additional signaling roles for this lipid. Akt binds most strongly to PI(3,4)P_2_ among PI and phosphatidylinositol phosphates (PIPs) that are important messengers for signaling transduction (25). Plek2 also binds more strongly to PI(3,4)P_2_ (Supplemental Figure 5B). In certain cell types, under specific contexts, PI(3,4)P_2_ can accumulate to levels higher than that of PI(3,4,5)P_3_ (26). Here, we found that PI(3,4)P_2_ was significantly more abundant than PI(3,4,5)P_3_ in the BM erythroblasts, which was further increased upon stimulation of the cells with EPO (Supplemental Figure 5C). Based on these results, we reasoned that Plek2 could influence Akt activation through their membrane association to PI(3,4)P_2_. To explore the relationship of Plek2 and Akt, we first performed a coimmunoprecipitation (co-IP) assay and found interaction of Plek2 with Akt (Figure 3A). Domain-mapping studies revealed that the C-terminal catalytic and regulatory domains of Akt are involved in the binding to Plek2 (Supplemental Figure 5D). The protein levels of total Akt and p-Akt, but not the mRNA level of Akt, were also elevated when Plek2 was overexpressed in both 293T cells and Cos-7 cells (Figure 3, A–C). Overexpression of Plek2 also led to increased Akt and p-Akt levels in HEL cells (Figure 3D). The Plek2/Akt interaction was confirmed in vitro in that GST-tagged Plek2 or Plek2 DEP domain directly interacted with recombinant Akt (Figure 3, E and F). A GST pull-down assay revealed that PI3K/Akt effector proteins, such as mTOR and PDK2, were also recruited in the Plek2/Akt complex (Figure 3G). Together, these results indicate that Plek2 functions as a regulatory protein to recruit proteins in the Akt-signaling pathway to increase Akt protein level and activity.

Akt is known to be regulated by ubiquitination for its stability and activity. Its polyubiquitination by TRAF6 (27), NEDD4 (28), and Skp2 (29) was reported to enhance the kinase activity whereas Mul1 (30) downregulates Akt. We found that Plek2 overexpression increased the level of polyubiquitinated Akt (Supplemental Figure 5E), indicating that Plek2 upregulates Akt through pathways other than inhibiting its ubiquitination and proteasome degradation. Indeed, the increase in Akt polyubiquitination was through K63, which is known to be critical for Akt activation (Supplemental Figure 5, F and G). To uncover the mechanism of how Plek2 overexpression leads to increased Akt protein levels, we performed an affinity purification using biotin conjugation and streptavidin pull-down of the cell lysate from 293T cells expressing BirA-fusion Plek2. Besides Plek2, the most abundant protein that precipitated with streptavidin beads was Hsp72 (Supplemental Figure 5H and Supplemental Table 2), which was previously reported to stabilize Akt (31). Western blotting assays confirmed the presence of Hsp72 in the complex and its effect on the upregulation of Akt protein levels (Figure 3, H and I). A co-IP assay further demonstrated an interaction between Plek2 and Hsp72 (Figure 3J). These results demonstrate that Plek2 upregulates Akt through the recruitment of Hsp72.

### Plek2 inhibitors lead to Akt dissociation from the lipid/Plek2 complex and instability.

With this knowledge, we next determined the mechanisms of function of Plek2 inhibitors. An ITC assay revealed no interaction between NUP-17d and Akt, further confirming the specificity of Plek2 inhibitors on Plek2 (Supplemental Figure 5I). Consistent with the targeting of the Plek2 DEP domain, NUP-17d reduced the interaction between Plek2 DEP and Akt (Figure 4A), but did not interfere with Plek2’s lipid affinity (Figure 4B). We then applied NUP-17d in the in vitro binding assay with the bead-conjugated PI(3,4)P_2_. NUP-17d significantly reduced lipid association of Akt in the presence of Plek2 (Figure 4, C and D). When NUP-17d was applied in cells, it reduced the interactions of both Akt and Hsp72 with Plek2. The increase in the level of Akt by Plek2 overexpression was also reduced (Figure 4E). Taken together, these data reveal that overexpression of Plek2 results in increased Akt ubiquitination, activation, and stability. Through binding of the DEP domain of Plek2, Plek2 inhibitors induce a confirmation change of Plek2 protein, which leads to Akt dissociation from the lipid/Plek2 complex and instability (Figure 4F).

### Plek2 is critical for activation of Akt signaling in vivo.

PTEN is a major negative regulator of PI3K through dephosphorylation of PI3K-generated PI(3,4,5)P_3_ and PI(3,4)P_2_ for inhibiting the PI3K/Akt pathway. PTEN loss of function is common in human cancers through mutations, posttranslational modification, or protein downregulation (32, 33). Loss of Pten in the hematopoietic tissue in mice induces activation of the PI3K/Akt pathway leading to myeloproliferation and lethality approximately 50 days after induced Pten deletion (34, 35). To study the role of Plek2 in the activation of Akt signaling in vivo, we crossed *Pten^fl/fl^Mx-Cre* mice, in which inducible *Pten* deletion primarily in the hematopoietic cells can be achieved through polyinosinic: polycytidylic acid (polyIC) injection, with Plek2-KO mice and obtained *Pten^fl/fl^Mx-Cre*; *Plek2*-KO (DKO Mx-Cre) mice. We then injected polyIC into these mice 7 times when they were 1 month old to induce *Pten* deletion (34). As previously reported, *Pten^fl/fl^Mx-Cre* mice showed myeloproliferative phenotypes, including significantly increased circulating granulocytes and monocytes 25 days after polyIC injection (Figure 5A). The WBC counts were not increased due to the significantly decreased lymphocytes in *Pten^fl/fl^Mx-Cre* mice. These mice also exhibited anemia (Supplemental Figure 6A). Most of the mice died 50 to 60 days after polyIC injection (Figure 5B). As expected, loss of Plek2 significantly reduced the peripheral blood cell count in myeloid lineages and extended the survival of *Pten^fl/fl^Mx-Cre* mice (Figure 5, A and B). Plek2 deficiency also significantly ameliorated BM myeloid proliferation (Supplemental Figure 6B) and myeloid infiltration in multiple organ systems in *Pten^fl/fl^Mx-Cre* mice (Figure 5C and Supplemental Figure 6C). Flow cytometric analyses of the Gr1^+^Mac1^+^ granulocytes and Gr1^–^Mac1^+^ monocytes in the BM and spleen showed marked increase of these cells in *Pten^fl/fl^Mx-Cre* mice that was significantly ameliorated with loss of Plek2 (Figure 5D). The myeloid hyperproliferation was associated with a suppression of BM erythropoiesis and compensatory stress erythropoiesis in the spleen in *Pten^fl/fl^Mx-Cre* mice, which was also significantly reverted with Plek2 deficiency (Figure 5, E and F, and Supplemental Figure 6D). Consistent with previous reports (34, 35), the myeloproliferative phenotype in *Pten^fl/fl^Mx-Cre* mice was initiated from the hematopoietic stem and progenitor cell (HSPC) level. This phenotype was also largely rescued by Plek2 deletion (Figure 5G). Importantly, phospho–flow cytometry analysis revealed that loss of Plek2 largely reverted the increased p-Akt (serine 473) in the BM and spleen granulocytic and erythroid cells induced by *Pten* deletion (Figure 5H). The upregulated downstream signaling of the Akt pathway was also suppressed (Figure 5I and Supplemental Figure 6E). This was further confirmed by a Western blot assay (Figure 5J). These data are consistent with Plek2’s function in all the myeloid lineages and reveal a critical role of Plek2 in the enhancement of the Akt-signaling pathway in vivo that is important for tumorigenesis.

### Plek2 inhibitors are effective in reducing myeloproliferation in vivo.

With the critical roles of Plek2 in the activation of Akt signaling and efficacies of Plek2 inhibitors in vitro, we tested Plek2 inhibitors in vivo in a series of mouse models. We first used an EPO injection model since EPO induces a significant upregulation of Plek2 (12) and it takes less time to show the effect of EPO and the compounds in vivo. Our recently published work using this model demonstrated that repeated injection of EPO rapidly induced erythrocytosis, splenomegaly, and moderate vascular occlusions in WT mice in 3 weeks (12). These phenotypes were significantly ameliorated when the same EPO injections were performed in Plek2-KO mice (12). Before testing NUP-17d in this model, we first determined a no-observed-adverse-effect-level (NOAEL) of the compound to be approximately 25 mg/kg with appropriate absorption, distribution, metabolism, and excretion (ADME) (Supplemental Figure 7A). We treated the mice with NUP-17d after the last EPO injection every day for 3 days. The mice were then sacrificed to determine their complete blood count (CBC), spleen size, and vascular occlusion. Indeed, the compound significantly reduced EPO-induced leukocytosis, reticulocytosis (Supplemental Figure 7, B and C), extramedullary erythropoiesis (Supplemental Figure 7D), and vascular occlusions in the lungs (Supplemental Figure 7E).

With the same dosage, we next applied NUP-17d to a JAK2^V617F^ model. In this model, we transplanted total BM cells from 2-month-old JAK2^V617F^-knockin mice into lethally irradiated recipient mice to ensure consistency in MPN development. All the transplanted mice developed MPN phenotypes 1 month after transplantation (Supplemental Figure 7F). The recipient mice were then treated with NUP-17d or vehicle control for 1 month. As expected, chronic treatment of NUP-17d largely normalized WBC count and significantly reduced erythrocytosis (Figure 6A). Spleen size, extramedullary erythropoiesis, and megakaryocytic hyperplasia were markedly reduced (Figure 6, B and C). Thrombosis in the lungs was also dramatically ameliorated (Figure 6D). Consistent with its role in reducing Plek2 overexpression–mediated activation of Akt signaling, NUP-17d dramatically reduced the levels of p-Akt and S6 in the BM cells from JAK2^V617F^ transplanted mice (Figure 6E). With the same strategy, we also treated recipient mice that were transplanted with equal amounts of BM cells from JAK2^V617F^-knockin and WT mice. NUP-17d not only reduced peripheral cell count and spleen weight as expected (Figure 6, F and G), but it also led to a significant decrease in the JAK2^V617F^ allele burden in the peripheral blood (Figure 6H). We also analyzed whether NUP-17d could also reduce JAK2^V617F^ allele burden in the BM HSPCs. To our surprise, NUP-17d did not reduce the percentage of CD45.2-positive cells (JAK2^V617F^) in different HSPC populations in the BM (Supplemental Figure 7G). However, when we analyzed the absolute count of the CD45.2-positive cells, we found that NUP-17d significantly reduced the cell numbers of most of the HSPCs (Figure 6, I–K). Furthermore, to determine the toxicity profile of the long-term exposure of NUP-17d, we treated 3-month-old JAK2^V617F^-knockin mice with 25 mg/kg NUP-17d once every week for 2 months. In addition to the amelioration of MPN phenotypes (not shown), the long-term treatment did not induce detectable weight loss, but significantly extended the survival of the mice when compared with littermates of the same sex (Figure 6, L and M). With the same strategies, we next treated *Pten^fl/fl^Mx-Cre* mice with NUP-17d and achieved significant reduction in peripheral leukocyte counts (Supplemental Figure 7H) and amelioration of myeloid infiltration in the lungs (Supplemental Figure 7I).

### Plek2 inhibitors synergize with Akt inhibitors and are effective in human MPN cells.

These in vivo efficacy studies indicate the therapeutic potentials of Plek2 inhibitors in MPNs. The JAK inhibitor ruxolitinib has been approved for clinical use in MPNs, while many Akt inhibitors are under clinical investigation. Patients with both types of therapies suffer considerable side effects (36, 37). In this respect, the negligible phenotypes of the Plek2-KO mice (12) and minimal toxicity profiles of Plek2 inhibitors suggest Plek2 targeted therapy as a promising alternative strategy. Plek2 inhibitors could also be used for combination therapies, with Akt inhibitors given the critical roles of Plek2 in Akt signaling. To test this, we first determined the IC_50_ levels of MK-2206, an allosteric Akt inhibitor, in our erythroid culture system. MK-2206 showed slightly enhanced inhibitory effects in proliferation and enucleation compared with NUP-17d. There was a significant inhibition of cell differentiation for MK-2206, indicating potential toxicity (Figure 7A). When we combined NUP-17d with MK-2206 in the same in vitro assay, the combination treatment was synergistic and more effective than the inhibitory effect of each individual compound (Figure 7B). We next treated the mice transplanted with JAK2^V617F^ BM cells with combination therapy and reduced doses of NUP-17d. Compared with the single compound treatment, combination treatment led to a significant reduction in blood cell count and spleen weight (Figure 7, C and D) and amelioration of thrombosis and pathology in the BM and spleen (Supplemental Figure 8A). Furthermore, the combination therapy also mildly, but statistically significantly, reduced the allele frequency of JAK2^V617F^ in an in vitro assay (Supplemental Figure 8B).

To determine the effect of Plek2 inhibitors in cells from MPN patients, we purified CD34-positive hematopoietic progenitor cells from 3 normal individuals and 3 patients with PV (a subtype of MPNs; patients’ clinical information is presented in Supplemental Table 3) and cultured them separately in medium promoting erythroid differentiation and proliferation. Indeed, cells from PV patients were more sensitive to the inhibitory effects of NUP-17d (Figure 7E).

### Generation of Plek2 inhibitors with enhanced specificity.

NUP-17d has 2 chiral centers and is determined to be a mixture of 4 stereoisomers (2 diastereoisomers, each consisting of 2 enantiomers) (data not shown). This could cause nonspecific binding to other proteins, especially in Plek2-deficient cells. We separated these stereoisomers by high-performance liquid chromatography (HPLC) and supercritical fluid chromatography (SFC). We used x-ray crystallographic analysis and determined the absolute configuration of each stereoisomer. We then performed a series of medicinal chemistry studies and obtained newer compounds NUP-17d-8A and NUP-17d-52A, which lack the chiral centers. Both compounds showed specific binding to Plek2 with high affinity (Supplemental Figure 9, A and B). CETSA and differential scanning fluorimetry melting assay further confirmed the binding (Supplemental Figure 9, C and D). Both compounds, especially NUP-17d-52A, also showed strong inhibition of erythroid proliferation in vitro (Supplemental Figure 9, E and F). To determine the specificity of the optimized inhibitors, we used lineage-negative BM cells from Plek2-KO mice and tested NUP-17d-52A in the erythroid proliferation system. Plek2-deficient erythroblasts showed significantly reduced proliferation capacity compared with the WT counterparts. When treated with NUP-17d-52A, the Plek2-deficient cells were also significantly less sensitive compared with the WT cells (Supplemental Figure 9G). These results demonstrate that the newer compounds are more specific to Plek2 and provide a platform for continued optimization and drug development.

## Discussion

Our study reveals that Plek2 functions to form a membrane-signaling complex to recruit the effector proteins in the PI3K/Akt pathway and enhance Akt signaling. This complex also recruits heat shock protein Hsp72 to stabilize Akt. Since Plek2-KO mice do not exhibit significant phenotypes, the role of Plek2 in proproliferation is best manifested in the context of Plek2 overexpression, which is observed in MPNs and many solid tumors. These findings suggest Plek2’s role as a proto-oncoprotein that warrants future studies. The binding of the Plek2 inhibitor to Plek2 disrupts this signaling complex and leads to the destabilization and inactivation of Akt. The negligible phenotypes in Plek2-KO mice also enable Plek2 inhibitors as a class of anticancer agents with possible fewer side effects.

Aberrant activation of Akt signaling in cancers makes Akt an important target in drug development. However, because of the critical roles of Akt in various cellular processes, small-molecule compounds directly targeting Akt often result in severe side effects (38). In this respect, targeting Plek2 could be an attractive alternative approach, since Plek2 is not essential for survival (12). In MPNs, Plek2 is upregulated by the hyperactivated JAK2/STAT5 pathway. The JAK2/STAT5 pathway is commonly activated in hematologic malignancies (39), suggesting a broader application of Plek2 inhibitors in cancers. The upregulation of Plek2 in solid cancers could also be mediated through the JAK2/STAT5 pathway, but other upstream regulators likely control the expression of Plek2 as well.

Like Plek1, Plek2 contains 2 PH domains, which is rare among PH domain–harboring proteins. The strong membrane association of Plek2 facilitates its recruitment of additional PI3K/Akt signaling components and heat shock protein to form a stable membrane signaling complex. Plek2 itself is likely stabilized in this complex, since disruption of the complex by Plek2 inhibitors reduces its protein levels. Previous studies also demonstrated that PI3K regulates Plek2 in T cell cytoskeletal reorganization (19). The role of Plek2 in regulating actin cytoskeleton is also evident in both fibroblast cell lines and primary erythroid cells (11). Since PI3K is well known as playing an important role in inducing actin filament remodeling through Akt and its downstream effectors (40), these functions of PI3K could also be mediated through Plek2 as a D3 phosphoinositide membrane-anchoring protein to coordinate these signaling events.

Since many proteins contain the PH domain, we chose to use the DEP domain on Plek2 to screen its binding small molecules. Through binding of the DEP domain, NUP-17d disrupts Plek2’s functions as a regulatory protein to recruit PI3K/Akt signaling effector proteins and Hsp72 to stabilize the complex. The critical residues on Plek2 DEP domain for the binding to Plek2 inhibitors are quite specific in DEP domain–containing proteins, indicating that Plek2 inhibitors may have fewer off-target effects. This is further supported by the fact that Plek2 inhibitors showed no effects on the basal levels of lamellipodia in Cos-7 cells or nonproliferative erythroid cells. However, the possibility that Plek2 inhibitors bind to other targets cannot be excluded, especially under a hyperproliferative condition in the absence of Plek2. This is especially concerning since the first-generation Plek2 inhibitor NUP-17d is a mixture of 4 stereoisomers. Indeed, the newer generation of more pure compounds (such as NUP-17d-52A) showed increased specificity. Future structure-activity relationship–guided (SAR-guided) medicinal chemistry studies will be required to develop more potent and specific Plek2 inhibitors.

In addition to the capability of reducing peripheral blood cell count, NUP-17d also reduced JAK2^V617F^ allele burden in the peripheral blood manifested by the decreased percentage of CD45.2-positive cells in a cotransplantation model (Figure 6, F–K). Surprisingly, we did not observe the same reduction of CD45.2 percentages in BM HSPCs of the treated mice. This could be related to the short period of treatment. Mature blood cells in the peripheral blood could also be more sensitive to Plek2 inhibitors, since Plek2 levels gradually increase during blood cell differentiation (12). In addition, it is notable that JAK2^V617F^ decreases the CD45.2 percentage, which has been shown before due to the impaired hematopoietic stem cell function (41). The same reduction in HSPC fitness was also previously observed in the JAK2^V617F^-knockin model used in our current study (42). Therefore, the increased total BM cellularity in the cotransplantation model is also contributed to markedly by the expanded CD45.1-positive WT cells. The fact that NUP-17d reduced CD45.2-positive JAK2^V617F^ cell numbers but failed to reduce its percentage demonstrates that NUP-17d also decreases the number of the expanded CD45.1 WT cells. It is well established that JAK2^V617F^ mutant cells influence the nonmalignant BM and stromal cells in MPNs (43). How mutant cells drive the proliferation of their WT counterparts remains an intriguing topic for further investigation. Our data indicate that Plek2 inhibitors are also effective in reverting these influences on the WT cells.

In the current study, we also found that the potency of the Plek2 inhibitor is comparable to that of a well-studied Akt inhibitor while the toxicity profile of Plek2 inhibitor is favorable. This is consistent with the dispensable roles when it is not overexpressed. One of the current major bottlenecks in the development of Akt inhibitors is the side effects. These could be caused by the inhibitors’ effects on different Akt isoforms and the complex mechanisms of Akt regulation and crosstalk to other pathways. Therefore, Plek2 inhibitors provide an alternative approach to targeting the Akt pathway as single agents or in combination with Akt inhibitors with reduced doses. Future clinical studies using Plek2 inhibitors in various Akt-activated cancers would be informative.

## Methods

### Mice.

WT mice (C57BL/6) for the drug screen and EPO injection assays were purchased from The Jackson Laboratory. CD45.1^+^ WT mice for BM transplantation were purchased from Charles River Laboratories. Jak2^V617F^ floxed (*Jak2^VF/+^*) hematopoietic-specific knockin mice (*Jak2^VF/+^Vav-Cre*) (originally reported in ref. 42), *Plek2*-KO, and *Jak2^VF/+^Vav-Cre*, *Plek2*-KO mice were previously reported (12). Pten floxed (*Pten^fl/fl^*) mice were purchased from The Jackson Laboratory. These mice were crossed with *Mx-Cre* mice (The Jackson Laboratory) to generate hematopoietic-specific Pten-KO mice. These mice were further crossed with Plek2-KO mice to generate *Pten^fl/fl^Mx-Cre, Plek2*-KO mice. To test the CBCs, peripheral blood (75 μL from each mouse) was collected from retroorbital veins in EDTA-treated minicollection tubes (Greiner Bio-One GmbH). The Hemavet 950 complete blood counter (Drew Scientific) was used to determine CBCs. For pathologic analyses, the leg bones, spleen, and lungs were collected from euthanized mice and treated with formalin solution (MilliporeSigma) before H&E staining.

### Homology model building of DEP domain of Plek2 and in silico screening.

Using the primary amino acid sequence of the DEP domain of Plek2 as the query, relevant template structures were first identified by performing a homology search in the Protein Data Bank (PDB) database with BLAST and PSI-BLAST. The search did not yield a single template with more than 30% sequence similarity to the DEP domain query sequence. Hence, a multiple-template technique utilizing various templates was used to build the model. The templates were assigned to different regions of the query sequence of the DEP domain of Plek2. Hence, each part of the DEP domain was built with the appropriate template structure. The Prime 3.1 module of the Schrödinger suite (44) was used for building the homology model. Prime 3.1 is a well-validated protein structure–prediction suite of programs that integrates comparative modeling and fold recognition into a single interface. The comparative modeling path incorporates complete protein structure prediction, including template identification, alignment, and model building. Furthermore, Prime allows for refinement of the side-chain prediction, loop prediction, and minimization. The alignment steps were then used to align the templates with the query. Unfortunately, the alignment was not optimal and had several gaps. Secondary structure prediction (SSP) tools were used to obtain better alignment. After building the model of Plek2, it was validated using MolProbity (45) software, version 4.2. The MolProbity analysis revealed that the Plek2 model built in Prime and minimized using the OPLS-2005 force had less than 2% clash score, less than 3 % poor rotamers, less than 0.80% Ramachandran outliers, and 96% favorable rotamers, and there were no residues with bad bonds and angles. The site identification (SITE-ID) module (46) implemented in Sybyl X1.3 was used to identify potential small-molecule, ligand-binding sites in Plek2.

### In silico filtering of a commercially available small-molecule database.

The ZINC database, which contains approximately 50 million compounds, was used for vHTS (47). All compounds were subjected to a panel of PAINs and SMARTS filters (48, 49) to eliminate molecules with non–drug-like characteristics that interfere with functionality, including reactive functional groups and known toxophores. This filtering generated a list of approximately 100,000 drug-like commercially available compounds that were subjected to further screening.

### In silico screening workflow.

The Glide docking engine (50) implemented in the Schrödinger suite was utilized to carry out the 100,000 compound screening. The Prime-generated and Desmond-simulated (50) Plek2 model was prepared in the Optimized Potentials for Liquid Simulations (OPLS 2005) force field. The Glide docking engine is built on a grid-based algorithm. After preparing the Plek2 model in OPLS-2005, the grid-generating submodule was used to create a 12 × 12 × 12 Å grid box centered on the small-molecule, ligand-binding site identified earlier using SITE-ID. The ligand preparation tool available in the Schrödinger suite was used to protonate/deprotonate the 100,000-compound set at pH =7.4 ±1 and to obtain the best initial geometry of the compounds. The ligand van der Waals radii were scaled to 0.80 Å with partial atomic charges of less than 0.15 esu. The Glide screening workflow has a 3-tier docking process consisting of vHTS, standard precision (SP), and finally, extra precision (XP) docking protocols. The 3-tier docking engine generated 59 hits with Glide docking scores less than –6.0. The docking score is a function of the binding energy of the compounds (44). All 59 structures were crossvalidated by docking using a different docking engine in order to obtain consensus scores for the hit molecules. The cross validation used the Surflex docking engine, which is a tool built on a fragment-based algorithm implemented in Tripos software and therefore orthogonal to the grid-based algorithm used by Glide (46). Based on the consensus scores from both the docking experiments, 32 in silico hits were selected. From this set, 28 compounds were purchased for screening in biological assays based on commercial availability, pricing, and synthetic tractability.

### BM transplantation.

BM transplantation was performed as previously reported (51, 52). For the Jak2^V617F^ transplantation model, total BM cells from 2-month-old *Jak2^VF/+^Vav-Cre* mice (CD45.2^+^) were harvested and transplanted into lethally irradiated (10 Gy) WT recipient mice (CD45.1^+^). For competitive BM transplantation, total BM cells from 2-month-old *Jak2^VF/+^Vav-Cre* mice or WT littermates (CD45.2^+^) were equally mixed (50:50 ratio) with WT BM cells (CD45.1^+^) and transplanted into lethally irradiated recipient mice (CD45.1^+^). One month after transplant, the recipient mice were as indicated in the text.

### Cell culture and in vitro erythroid differentiation.

Cell culture and in vitro erythroid differentiation were performed as described previously (23, 24, 53).

For the in vitro compound treatment assay, compounds or DMSO control was added with indicated concentrations at the beginning of culture and was used to treat the cells for 48 hours. After treatment, cell number was calculated on a Z1 Particle Counter (Beckman Coulter). Differentiation and enucleation were analyzed by flow cytometry. All the compound information is in Supplemental Table 1, except that MK-2206 was purchased from Selleck. The combination index (CI) was calculated as follows: CI = (D)1/(Dχ)1 + (D)2/(Dχ)2. (Dχ)1 and (Dχ)2 represent concentrations of each compound alone to exert χ% effect. (D)1 and (D)2 are concentrations of compounds in combination to elicit the same effect. CI < 1, = 1, and > 1 indicate synergism, additivity, and antagonism, respectively.

### Flow cytometric assays.

Single-cell suspensions of cultured cells were prepared by resuspending the cells in PBS with 0.5% BSA (Santa Cruz Biotechnology Inc.) and 2 mM EDTA (Gibco; Thermo Fisher Scientific). Cells were immunostained with the following antibodies purchased from eBioscience: CD71 (catalog 11-0711), Ter119 (catalog 17-5921), CD44 (catalog 12-0441), CD45.2 (catalog 48-0454), B220 (catalog 17-0452), Gr-1 (catalog 48-5931), CD41 (catalog 11-0411), CD11b (catalog 17-0112), CD117 (catalog 17-1171-82), and CD3e (catalog 48-032). Cells were also immunostained with the following antibodies from BioLegend: Sca1 (catalog 108108), CD135 (catalog 135310), CD117 (catalog 105814 and 105820), CD150 (catalog 115910), and CD16/CD32 (catalog 101323). Hochest33342 (Invitrogen) was used to stain nucleated cells. Propidium iodide was added to exclude dead cells from analysis. All staining was performed for 30 minutes at room temperature.

For the phospho–flow cytometric assay, single-cell suspensions from the BM or spleen were fixed in 4% paraformaldehyde dissolved in PBS at room temperature for 15 minutes followed by PBS washing. The cell pellets were recovered after centrifugation and resuspended in PBS. The prechilled True-Phos Perm Buffer (BioLegend) was added to permeabilize cells. Cells were then incubated at –20°C overnight to ensure proper permeabilization. Cells were then washed in PBS followed by centrifugation at 1,000*g* at room temperature for 5 minutes. Samples were blocked with HBSS/4% FBS at 4°C for 1 hours. Sufficient cells were aliquoted and stained at room temperature. Samples were then directly stained in the dark for 30 minutes with fluorescence-labeled antibody cocktails (1:200 dilution), including PE-Pten (BD Biosciences), PE–p-S6 (Ser235, Ser236) (eBioscience), PE–p-mTOR (Ser2448) (eBioscience), PE–p-AKT (Thr308) (Cell Signaling Technology), and APC–p-Akt (Ser473) (Cell Signaling Technology). For detection of phosphorylation of GSK3b and Foxo3a, samples were first stained with primary antibodies (1:200 dilution, Cell Signaling Technology). After washing, samples were incubated with APC-labeled secondary antibody (1:200 dilution, Thermo Fisher Scientific) for an additional 30 minutes in the dark. All samples were washed by PBS prior to data acquiring. All flow cytometric analysis was performed using a BD LSRFortessa X-20 flow analyzer, and results were further analyzed with FlowJo software, version 10.3.0 (TreeStar Inc.).

### Western blotting analysis.

Whole cell lysates were extracted with RIPA buffer (Pierce, Thermo Scientific) containing protease inhibitor and PhosphStop cocktail (Roche). The total protein concentration was measured with a BCA kit according to the manufacturer’s instructions (Thermo Scientific). For Western blotting, the following antibodies were used: anti-HSC70 (catalog sc-7298) (Santa Cruz Biotechnology Inc.); anti-Pten (catalog 9559), anti-total AKT (catalog 4691), anti-phospho AKT (catalog 4060), anti-total S6 (catalog 2217), anti-phospho S6 (catalog 4858), anti-phospho GSK3b(catalog 5558), anti-mTOR (catalog 2972), anti-GFP (catalog 2956), anti-GST (catalog 2622), anti-Flag (catalog 8146), and anti-HA (catalog 3724) (Cell Signaling Technology); anti-Plek2 (catalog 11685-1-AP) and anti-PDK2 (catalog 15647-1-AP) (Proteintech); anti-Hsp72 (catalog PA5-34772) (Invitrogen); and HRP linked anti-GST antibody (catalog MA4-004-HRP) (Thermo Fisher Scientific). The Western blot results were further analyzed using Image Lab software (Bio-Rad). 

### Expression and purification of GST-tagged proteins and GST pull-down assay.

pGEX-6p3-Plek2 (GST-Plek2), pGEX-6p1-Plek2 DEP domain (GST-DEP; amino acids 128 to 224), pGEX-6p1-Plek2 DEP triple mutations (GST-DEP 3M, amino acids 128 to 224, K156N/S162A/R194G), and pGEX-6p1-Akt (GST-Akt) were constructed according to the manufacturer’s instructions (Invitrogen). The constructs were transfected into BL21-competent cells (New England Biolabs) to express the fusion proteins induced by 0.2 mg/mL IPTG (MilliporeSigma). The GST-tagged proteins were purified with magnetic glutathione particles according to the manufacturer’s instructions (Promega). Purified His-AKT protein was purchased from Abcam. GST pull-down assays between GST-Plek2 or GST-DEP and His-AKT were performed according to the manufacturer’s instructions (Promega). For pull-down assays with biotin-tagged compound, streptavidin magnetic beads were coincubated with biotin-NUP-17d and GST-Plek2 or GST-Plek2 DEP truncation mutant according to the manufacturer’s instructions (Pierce; Thermo Scientific).

### Transfection plasmids and co-IP assays.

PCMV-tag2B-Flag-Plek2 (Flag-Plek2), PCMV-tag2B-Flag-Plek2 triple mutations (Plek2 3M, Plek2 full length, K156N/S162A/R194G), and MICD4-HA-Plek2 (HA-Plek2) were constructed according to the manufacturer’s instructions (Invitrogen). GFP-Hsp72 (catalog 19483), HA-Akt (catalog 78778), HA-Akt (aa 1–149) (catalog 73410), HA-Akt (aa 120-433) (catalog 73411), HA-GST-Akt (catalog 48805), HA-Ubi-K48 (catalog 17605), HA-Ubi-K63 (catalog 17606), and HA-Ubi (WT) (catalog 17608) were purchased from Addgene. BirA-Plek2 was constructed by GenScript Biotech Corp. For transfection, 2 μg total plasmids were transfected into HEK293T cells in 6-well plates using TransIT-LT1 transfection reagent (Mirus) according to the manufacturer’s protocol. After 24 hours or 48 hours, co-IP assays were performed using anti-FLAG, anti-HA magnetic beads, or streptavidin magnetic beads according to the manufacturer’s instructions (Pierce; Thermo Scientific) or anti-GST according to the manufacturer’s instructions (Promega). The precipitated samples were further analyzed by Western blotting as described above. For the BirA-Plek2 assay (streptavidin-biotin IP/pulldown), the specific band (around 70 kDa) was cut off after Western blot and further analyzed using mass spectrometry. The mass spectrometry results are in Supplemental Table 2.

### Generation of retrovirus and infection of lineage-negative cells.

Generation of retrovirus and infection of lineage-negative cells were performed as previously reported (12). In brief, 6 μg MICD4-Plek2 shRNA or control vector and 3 μg packaging construct pCL-Eco were cotransfected into HEK293T cells using TransIT-LT1 transfection reagent (Mirus). Viral supernatants were collected 48 hours after transfection. For the infection, lineage-negative cells were incubated with viral supernatants in the presence of 8 μg/ml polybrene (MilliporeSigma) and centrifuged at 400*g* for 90 minutes at 37°C. The viral supernatants were gently removed after spin infection, and the cells were incubated with fresh EPO medium and further cultured for 24 to 48 hours in vitro.

### Lipid-binding assays.

The binding assay between GST-Plek2 and the lipid array strip was performed according to the manufacturer’s instruction (Echelon Biosciences). The binding assays using lipid-coated beads with or without compound treatment were performed according to the manufacturer’s instruction (Echelon Biosciences).

### Mass spectrometry assays.

Mass spectrometry was used to measure PI(3,4,5)P_3_ in TER119-positive erythroblasts (1 × 10^6^) as previously described (54) using a QTRAP 4000 (AB Sciex) mass spectrometer and employing the lipid extraction and derivatization method described for cultured cells. PIP_2_ regio-isomers (PI[3,4]P_2_ and PI[4,5]P_2_) of the primary lipid species in TER119-positive cells, stearoyl/arachidonoyl (C18:0 C20:4), were quantitated in parallel samples (1 × 10^6^) employing previously described methods (26). Data are presented as mean ± SD from 3 separate experiments. Data are shown as pmol/10^6^ cells, calculated by normalizing the targeted lipid integrated response area to that of a known amount of relevant internal standard (pg lipid). Data were then converted to pmol based on the molecular weight of the relevant lipid species (pg/pmole). The quantitative proteomics of TMT mass spectrometry assay was performed as previously reported (52).

### CETSA.

CETSA was performed as previously reported (55). In brief, Flag-Plek2 was transfected into HEK293T cells using TransIT-LT1 transfection reagent according to the manufacturer’s instructions (Mirus). Cells were collected 48 hours after transfection, and cell numbers were counted; 5 × 10^5^ cells were resuspended in 100 μL PBS after PBS wash and then treated with 10 M indicated compound or DMSO control (2%) for 1 hour on ice. Cells were then washed 3 times with cold PBS and resuspended in 50 μL PBS. After incubation at indicated temperatures for 3 minutes, cells were treated with 3 cycles of liquid nitrogen, freezing and thawing on ice. The whole cell lysate was harvested after centrifugation at 1,600*g* and 4°C for 15 minutes and further analyzed by Western blot as described above.

### ITC assay.

Samples for ITC experiments were prepared in PBS with 1% DMSO. All experiments were performed on a MicroCal ITC200 instrument (Malvern Panalytical) in the Keck Biophysics Facility at Northwestern University. Before each experiment, the reference cell and syringe were filled with deionized filtered water, then washed extensively with the reaction buffer. The sample solutions were degassed for 10 minutes; then 40 μL of the drug solution was loaded into the titrating syringe and 280 L of the protein solution was placed in the ITC cell. After the instrument was equilibrated at 25°C and 300*g* syringe rotational speed, a first injection of 0.1 μL was performed followed by a series of 1.5 μL injections. The first injection was discarded from the analysis of the integrated data to avoid artifacts related to diffusion through the injection port during the equilibration period. To measure residual heats, a separate control experiment was performed for each of the compounds tested. This consisted of 10 injections of the compound solution into buffer with the experimental settings described above. ITC data were processed with MicroCal Origin 7.0 software package as described (56). Individual injection heats (qi) — obtained by integrating the corresponding injection peaks — were normalized for ligand concentration and corrected for dilution heats. Nonlinear regression fit to a single set of sites model (57) provided the stoichiometry of binding N, equilibrium association constant Ka, and enthalpy change ΔH for each experiment.

### RNA-Seq and GSEA.

HSPCs purified from the BM of WT mice were cultured in EPO-containing medium and treated with Plek2 inhibitor as described above. After treatment, total RNAs were extracted using TRIzol reagent following the manufacturer’s recommendations (Invitrogen). RNA quality and quantity were determined using an Agilent Bioanalyzer. RNA-Seq libraries were generated using an Illumina TruSeq Stranded mRNA Kit per the manufacturer’s instructions. Libraries were quantified using an Agilent Bioanalyzer. Sequencing was performed using an Illumina HiSEQ4000 with Illumina-provided reagents and protocols. RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE176397). GSEA was performed using RNA-Seq gene expression profiling data and GSEA software (Broad Institute).

### MPN patient sample.

CD34-positive cells from the BM aspirate were obtained using antibody-mediated positive selection followed by purification. CD34^+^ cells were then cultured in StemSpan SFEM Medium (Stem Cell Technology) supplemented with 10% FBS (Stem Cell Technology), 10 ng/mL IL-3 (Stem Cell Technology), 50 ng/mL SCF (Stem Cell Technology), and 2 U/mL recombinant human EPO (Amgen Inc.) from day 0 to day 6. After day 6, cells were cultured in StemSpan SFEM Medium supplemented with 30% FBS and 2 U/mL EPO.

### In vivo drug treatment assays.

The EPO induction mouse model used in a short-term drug treatment assay was previously reported (12). Briefly, 5,000 IU/kg EPO or PBS was intraperitoneally injected once every 2 days into WT mice for 2 weeks. Plek2 inhibitors were then injected intraperitoneally into these mice once every day for 3 days. For long-term drug treatment assays, Jak2^V617F^ transplantation mice were used. For Plek2 inhibitor treatment of *Pten^fl/fl^Mx-Cre* mice, polyIC was intraperitoneally injected once every 2 days for 25 days to induce hematopoietic-specific Pten KO, which was followed by Plek2 inhibitor treatment of 25 mg/kg detailed in the text. The formula for Plek2 inhibitor solution is 10% DMSO, 2% ethanol, 2% Tween 80 (MilliporeSigma), and 86% of 0.5% Captisol solution (CyDex Pharmaceuticals).

For the survival assay after drug treatment, *Jak2^VF/+^Vav-Cre* mice were injected with indicated compound or compounds, followed by the treatment strategies detailed in the text. Mice were monitored daily and sacrificed when moribund. For the survival assay of *Pten^fl/fl^Mx-Cre* mice and *Pten^fl/fl^Mx-Cre*, *Plek2*-KO mice, animals were monitored daily and sacrificed when moribund. Statistical analysis was performed with Prism (GraphPad Software) via the Mantel-Cox or Gehan-Breslow-Wilcoxon test.

See supplemental material for full, uncut gels.

### Statistics.

All statistics analyses were performed with Prism 8 (GraphPad Software), and all data are represented as mean ± SD. Comparisons between 2 groups were evaluated with 2-tailed *t* test, and comparisons among multiple groups were evaluated with 1-way ANOVA. Significance was defined as a *P* value of less than 0.05.

### Study approval.

MPN patient samples were obtained from leftover diagnostic specimens at the Department of Pathology, Northwestern University. The study protocol was approved by the institutional review board at Northwestern University. All animal experiments were conducted in accordance with the Guide for the Care and Use of Laboratory Animals (National Academies Press, 2011) and approved by the Institutional Animal Care and Use Committee at Northwestern University.

## Author contributions

XH, YM, RKM, HB, ADJ, BZ, MAP, PW, AAG, JAP, MS, KEA, LS, JY, and PJ performed experiments and interpreted data. ADJ, GES, PW, JIP, and PJ performed medicinal chemistry, characterized the compounds, and analyzed data. XH, YM, CSA, JY, and PJ analyzed data. XH and PJ designed experiments, interpreted data, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

## Figures and Tables

**Figure 1:**
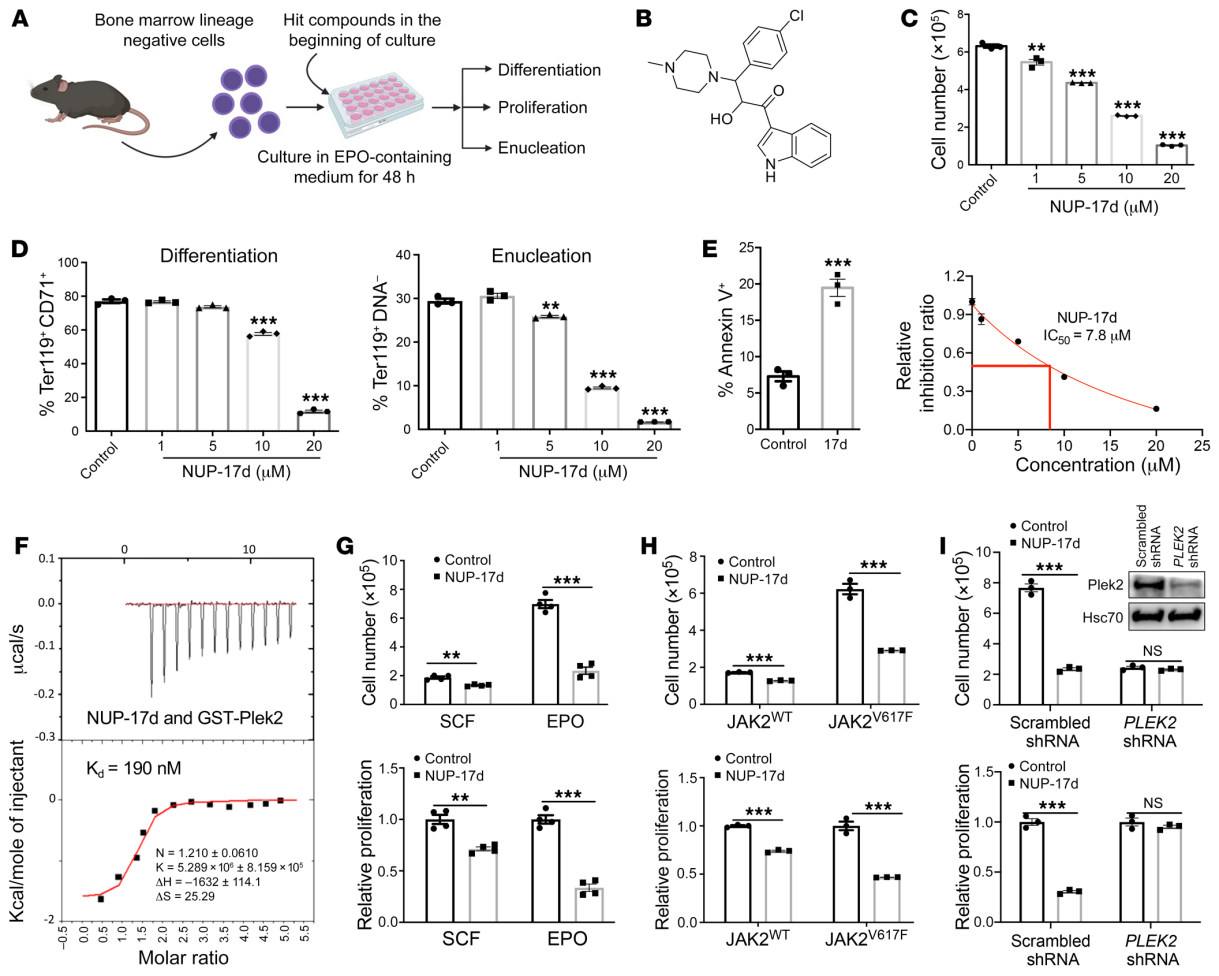
Development of Plek2 small-molecule inhibitors that block cell proliferation. (**A**) Schematics of HSPC in vitro culture system for the secondary screen of the hit compounds. Graph is generated using BioRender. (**B**) The chemical structure of NUP-17d. (**C**) BM lineage–negative cells were cultured in EPO-containing medium with different amounts of NUP-17d added at the beginning of culture. Cell proliferation was analyzed at 48 hours in culture. IC_50_ was calculated. (**D** and **E**) Same as **C** except cell differentiation, enucleation in **D**, and apoptosis in **E** were analyzed using flow cytometry. (**F**) ITC analyses demonstrate a direct interaction of NUP-17d with full-length Plek2. (**G**) 1 × 10^5^ BM lineage–negative cells were cultured with EPO medium as in **C** or medium containing stem cell factor (SCF). NUP-17d (10 μM) was added at the beginning of cell culture. Cell proliferation was analyzed at 48 hours in culture. (**H**) BM lineage–negative cells purified from the indicated mice were cultured in SCF medium as in **G**. NUP-17d (10 μM) was added at the beginning of cell culture. Cell proliferation was analyzed at 48 hours in culture. (**I**) BM lineage–negative cells transduced with Plek2 shRNA or control scrambled shRNA were cultured in EPO medium and treated with NUP-17d as in **G**. Cell proliferation was analyzed at 48 hours in culture. Western blotting assay demonstrates the downregulated Plek2 levels. Error bars represent SEM of the mean. Comparisons between 2 groups were evaluated with 2-tailed *t* test, and comparisons among multiple groups were evaluated with 1-way ANOVA. **P < 0.01; ***P < 0.001.

**Figure 2:**
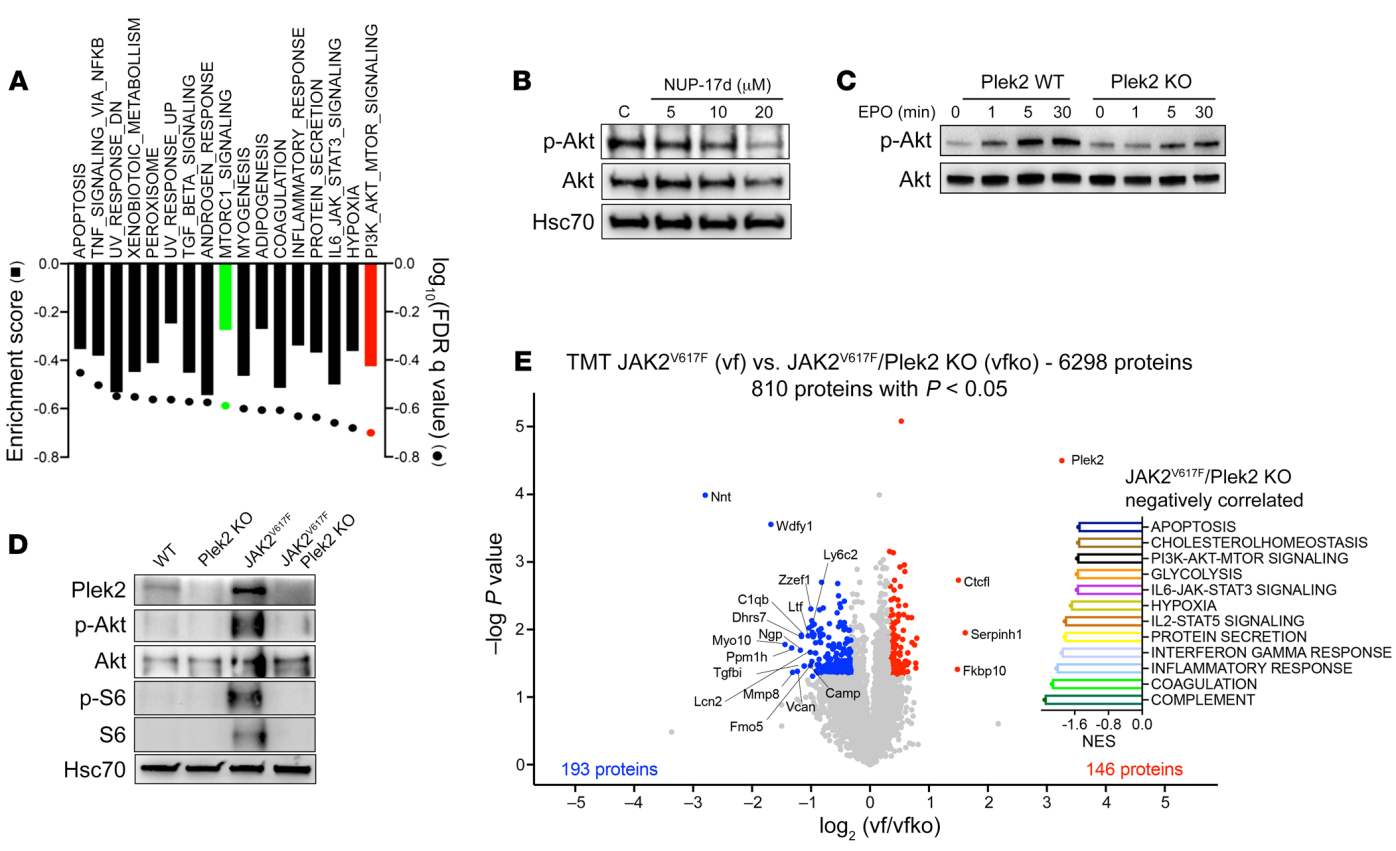
Plek2 is involved in the regulation of Akt signaling. (**A**) RNA-Seq analysis of BM lineage–negative cells cultured in EPO-containing medium with or without NUP-17d (10 μM) for 48 hours. Pathways enriched in NUP-17d–treated cells are shown. (**B**) BM lineage–negative cells were cultured in EPO medium for 24 hours. Cells were then treated with increasing concentrations of NUP-17d for 2 hours. Western blot assays of the indicated proteins were performed. (**C**) Western blot assays of p-Akt and total Akt in the starved BM TER119^+^ cells from Plek2 WT and KO mice followed by treatment with 2 units of EPO for the indicated durations. Total Akt was used for equal loading among the samples. (**D**) Western blot assays of the indicated proteins from total BM cells of the indicated mice at 3 months old. (**E**) Volcano plot of quantitative proteomic study. Proteins significantly up- (blue) or downregulated (red) in JAK2^V617F^-knockin/Plek2-KO TER119^+^ cells are presented. JAK2^V617F^/Plek2-KO negatively correlated pathways in GSEA analyses are shown on the right. Experiments were repeated 4 times, and data were obtained with combined individual analysis.

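In the comparison of NUP-17d with DMSO behind Figure 2A, 4346 of the 12306 tested genes were differentially expressed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment), of which 2019 (46.5%) were higher and 2327 were lower with NUP-17d. Most changes were small. The median absolute log2 fold change of these genes was 0.25, 87.3% of them changed by less than 1.5-fold, and 121 had an absolute log2 fold change of at least 1 (46 higher and 75 lower). The DMSO and NUP-17d cultures did not overlap in 5660 tested genes (46.0%), against 10% by chance for 3 cultures against 3. With the culture number as a block, 4543 genes were differentially expressed, and 4329 were shared with the fit without the block.

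The scaling of the libraries moved these numbers most. When the libraries were scaled by their totals only, 9115 genes passed, 8458 higher and 657 lower, and the median log2 fold change over all tested genes moved from 0.014 to 0.28. limma on log2(FPKM + 1) called 8494 genes, 7895 higher and 599 lower. DESeq2 called 3153 genes, 1276 higher and 1877 lower.

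**Figure D2:**
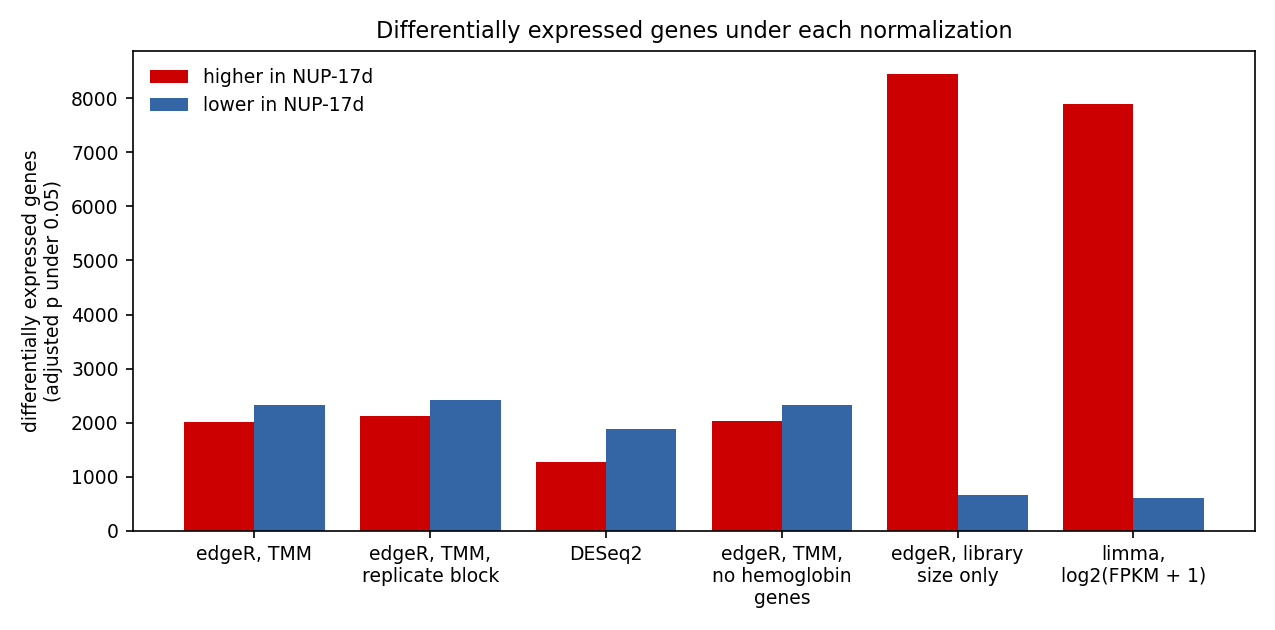
Number of differentially expressed genes (adjusted p under 0.05) that were higher (red) or lower (blue) with NUP-17d, under 6 ways of normalizing and testing the same 6 cultures. The 2 ways without a correction for library composition, on the right, call 8458 and 7895 genes higher, and the others call more genes lower than higher.

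Among the genes with a mean count of at least 100 whose groups did not overlap, the 5 with the largest rise were Sts (log2 fold change 1.22, standard error 0.053, adjusted p = 6.74e-16), Mmp12 (1.16), Nkain3 (1.12), Nck2 (1.09) and Hmox1 (1.08). Hmox1, which encodes heme oxygenase, rose from 155 ± 2.58 to 328 ± 5.67 CPM (SD, n = 3 cultures). The 5 with the largest fall were Prokr1 (log2 fold change -1.68, standard error 0.045, adjusted p = 7.82e-20), Hist3h2a (-1.67), Cachd1 (-1.64), Hist1h4i (-1.60) and Rab30 (-1.52). Prokr1 fell from 151 ± 9.23 to 47.0 ± 1.55 CPM (SD, n = 3 cultures). Reads of the histone genes Hist3h2a and Hist1h4i can be shared with near-identical copies, so their values are uncertain. The 10 genes kept their direction and passed the threshold under DESeq2, with the block, with totals only and with each culture left out.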

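Over all Reactome pathways with 15 to 500 ranked genes, 36 of 603 passed an adjusted permutation p of 0.05 on the FPKM ranking, 20 toward genes higher with NUP-17d and 16 toward genes lower with it. No random set had the same sign as 2 pathways, which therefore had no p-value. With genes ranked by edgeR's signed statistic, 146 pathways passed, 35 higher and 111 lower, and 141 passed with the culture number as a block. Of the 36 pathways, 23 were also among the 146. With each culture left out in turn, 9 to 40 pathways passed. On the FPKM ranking, on edgeR's statistic and on FPKM values rescaled by the TMM factors, a ranking chosen after the data were seen, 22 pathways passed with one direction, 13 higher and 9 lower. Cholesterol biosynthesis was among those higher, with 22 genes ranked and a normalized enrichment score of 2.10 on the FPKM ranking (adjusted permutation p = 0.00812), as was transferrin endocytosis and recycling, with 22 genes ranked and a score of 2.35 (adjusted permutation p = 0.00812). Activation of the pre-replicative complex was among those lower, with 29 genes ranked and a score of -2.45 (adjusted permutation p = 0.0459). These 3 pathways were chosen after their values were seen. Tfrc, which encodes the transferrin receptor, fell by 0.53 on the log2 scale with TMM normalization (edgeR, adjusted p = 6.16e-12). This gene was also chosen after its value was seen. The score of the transferrin set therefore does not show that transferrin uptake rose.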

**Figure 3:**
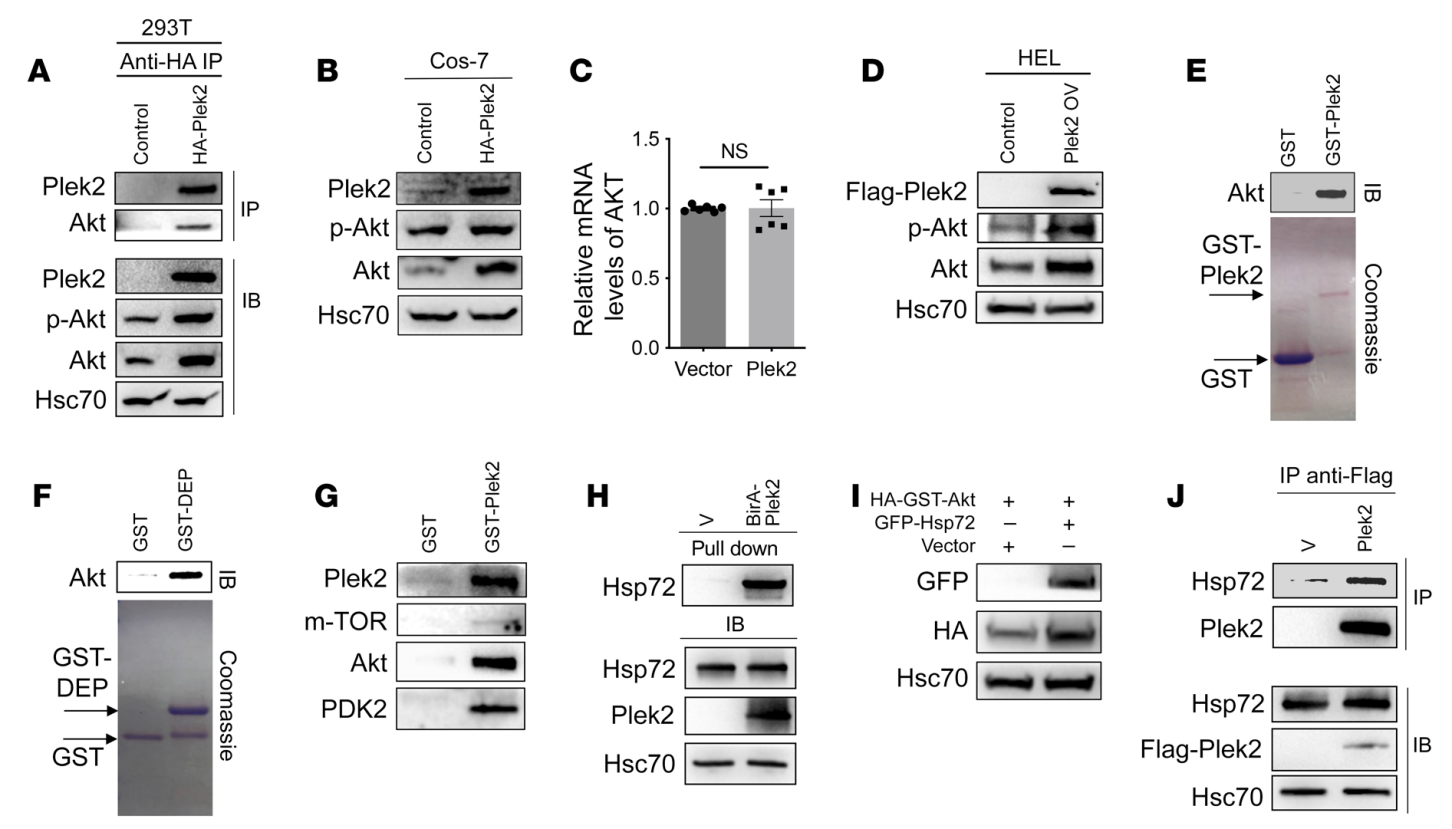
Plek2 activates Akt and protects Akt through Hsp72. (**A**) IP of anti-HA with cell lysate from 293T cells transfected with HA-Plek2, followed by Western blot assays of indicated proteins. (**B**) Western blotting assays of indicated proteins from Cos-7 cells transfected with HA-Plek2. (**C**) Quantitative PCR analysis of *AKT* from Cos-7 cells transfected with HA-Plek2. (**D**) Western blotting assays of indicated proteins from HEL cells transfected with Flag-Plek2. (**E**) GST pull-down assay using GST or GST-Plek2 with a recombinant Akt. Akt was detected by a Western blotting assay. GST and GST-Plek2 were revealed using Coomassie stain. (**F**) Same as **E**, except GST-Plek2 DEP was used. (**G**) GST pull-down assay of GST or GST-Plek2 incubated with cell lysis from 293T cells. Indicated proteins were detected by Western blotting. (**H**) Bead-conjugated streptavidin pull-down of 293T cells transfected with BirA-Plek2 and incubated with biotin (50 μM). A Western blotting assay of the indicated proteins was performed after SDS-PAGE. (**I**) Western blotting analyses of the indicated proteins in 293T cells transfected with GFP fusion Hsp72 and HA-GST-Akt. (**J**) IP of Flag tag with cell lysate from 293T cells transfected with Flag-Plek2 followed by a Western blotting assay of indicated proteins.

**Figure 4:**
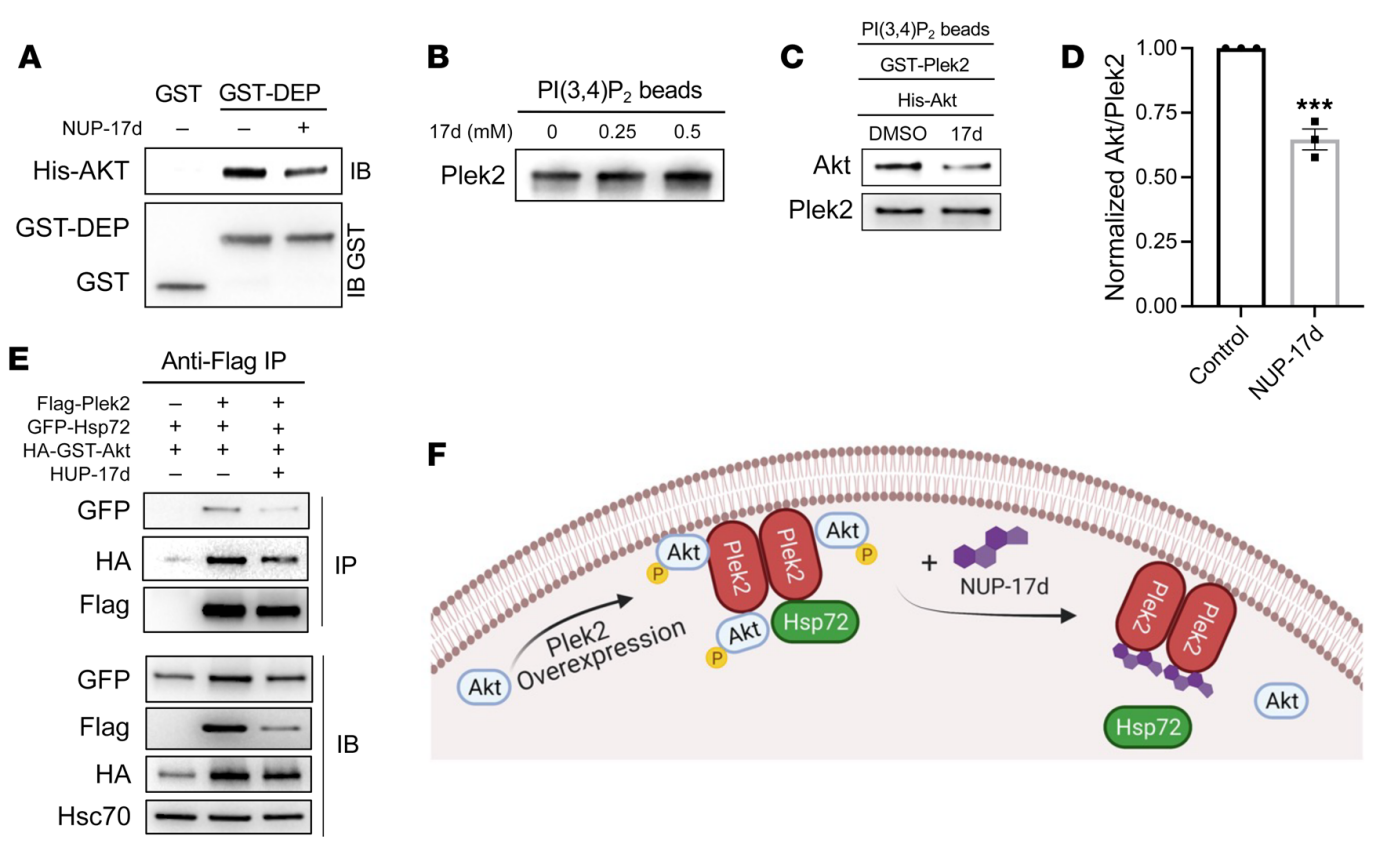
Plek2 inhibitors block Plek2-mediated Akt activation. (**A**) GST pull-down assay of GST-DEP and His-Akt in the presence or absence of 500 μM NUP-17d, followed by a Western blotting assay of Akt and GST. (**B**) Bead-conjugated PI(3,4)P_2_ incubated with recombinant Plek2 and treated with increasing concentrations of NUP-17d, followed by a Western blot of Plek2. (**C**) Bead-conjugated PI(3,4)P_2_ incubated with recombinant Akt and Plek2 was treated with or without 500 μM NUP-17d for 2 hours, followed by a Western blotting assay of the indicated proteins. (**D**) Quantification of the normalized Akt/Plek2 protein ratio in 3 independent experiments in **C**. ***P < 0.001. (**E**) IP of anti-Flag with cell lysate from 293T cells transfected with indicated constructs, followed by the treatment of 20 μM NUP-17d for 2 hours. Western blotting assays were then performed. (**F**) Schematic illustration of the mechanisms of Plek2 and Plek2 inhibitors. Graph was generated using BioRender.

**Figure 5:**
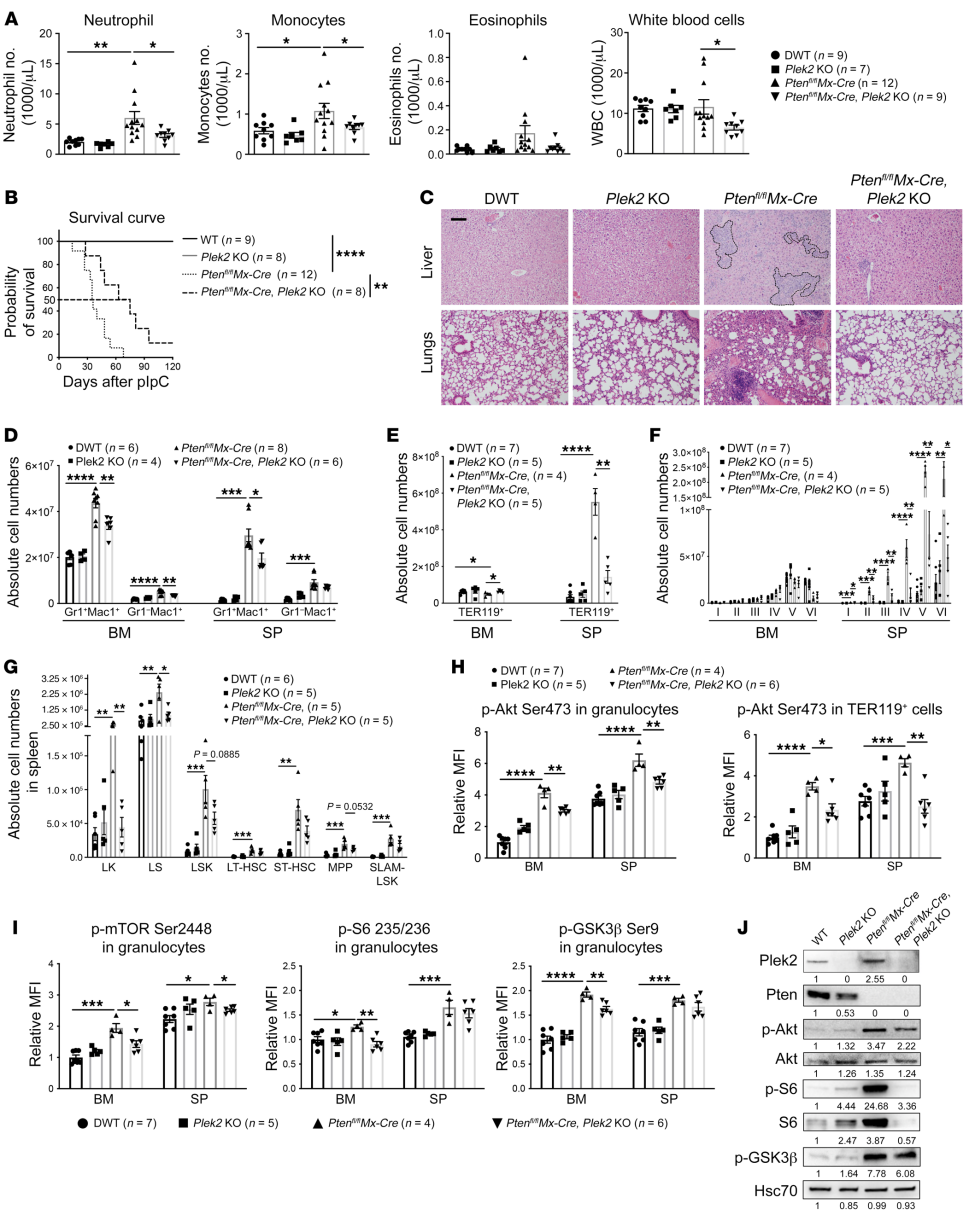
Plek2 is critical for the activation of Akt signaling in vivo. (**A**) Absolute cell counts from indicated mice 25 days after pIpC treatment. DWT, Pten, Plek2 double WT. (**B**) Kaplan-Meier survival assay of indicated mice after pIpC injection. (**C**) Representative H&E staining of liver and lung from indicated mice from **A**. Dashed lines highlight myeloid infiltrates in the liver. Scale bar: 150 μm. (**D**) Absolute cell numbers of the indicated myeloid cells in the BM and spleen (SP) from indicated mice from **A**. (**E** and **F**) Absolute numbers of TER119^+^ erythroid cells in the BM and spleen from indicated mice from **A** are shown in **E**. Further quantitative gating of different maturation stages of erythropoiesis are shown in **F**. Stage I, proerythroblast; stage II, basophilic erythroblast; stage III, polychromatic erythroblast; stage IV, orthochromatic erythroblast; stage V, reticulocytes; stage VI, RBCs. (**G**) Absolute cell numbers of indicated HSPCs from spleens of the indicated mice from **A**. LK, lineage^–^, c-Kit^+^; LS, lineage^–^, Sca1^+^; LSK, lineage^–^, c-Kit^+^, and Sca1^+^; LT-HSC, long-term hematopoietic stem cells; ST-HSC, short-term hematopoietic stem cells; MPP, multipotent progenitors; SLAM-LSK, SLAM^+^ LSK cells. (**H**) Phospho-flow cytometry analyses of p-Akt at serine 473 in the BM and spleen granulocytes and erythroid cells from indicated mice from **A**. (**I**) Phospho-flow cytometry analyses of indicated phosphoproteins in the BM and spleen granulocytes from indicated mice from **A**. (**J**) Western blot assays of indicated proteins from the total BM cells of indicated mice from **A**. Quantification of the proteins is presented below the bands. Error bars represent SEM of the mean. Comparisons between 2 groups were evaluated with 2-tailed *t* test, and comparisons among multiple groups were evaluated with 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 6:**
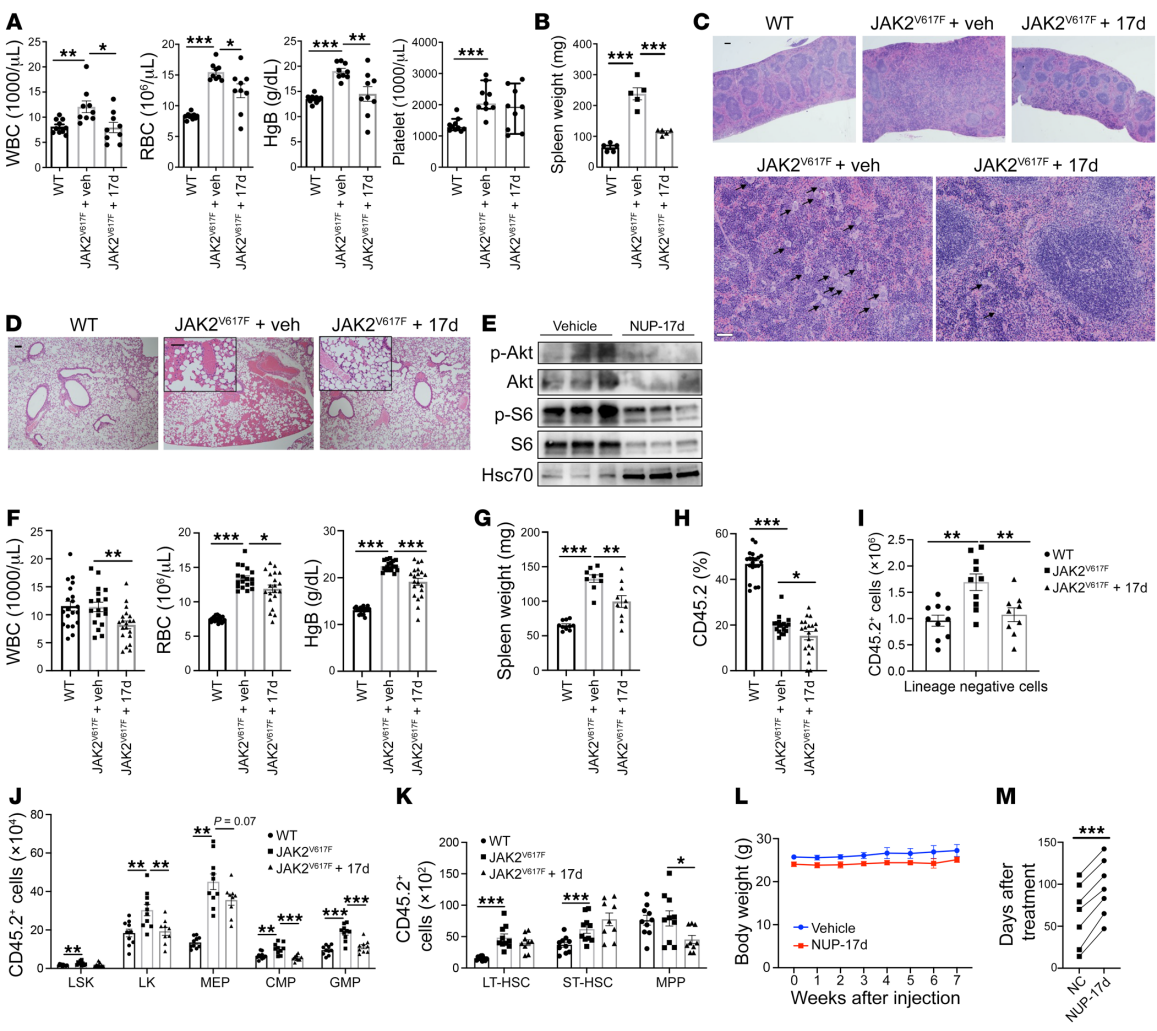
Plek2 inhibitors are effective in reducing myeloproliferation in vivo. (**A**) Total BM cells from 2-month-old JAK2^V617F^-knockin mice (CD45.2^+^) were transplanted into lethally irradiated recipient mice (CD45.1^+^). One month after transplant, recipient mice were treated with 25 mg/kg NUP-17d or vehicle control once every 2 days for 1 month. CBCs were performed after treatment. WT littermate control mice were used for comparison. WT, *n* = 10; *n* = 9 in the other 2 groups. (**B**) Spleen weight in mice from **A**. *n* = 5 in each group. (**C**) Representative H&E staining of spleens from indicated mice after treatment in **A**. Bottom figures are magnified parts of the figures above. Arrows point to megakaryocytes. Scale bars: 100 μm. (**D**) Representative H&E staining of lungs from indicated mice after treatment in **A**. Inserted figures are magnified parts. Scale bars: 100 μm. (**E**) Western blot analyses of indicated proteins from TER119^+^ BM cells purified from mice in **A**. (**F**) Same as **A** except 2-month-old JAK2^V617F^-knockin mice or WT littermates (CD45.2^+^) together with equal amounts (50:50) of WT BM cells (CD45.1^+^) were transplanted. CBCs were performed after treatment. WT (untreated control mice), *n* = 20; JAK2^V617F^+veh, *n* = 18; JAK2^V617F^+17d, *n* = 20. Data were combined from 2 independent experiments. (**G**) Spleen weight in mice from **F**. JAK2^V617F^+Veh, *n* = 9; *n* = 10 in the other 2 groups. (**H**) CD45.2^+^ ratio in peripheral blood from indicated mice from **F**. (**I**–**K**) Absolute CD45.2^+^ cell numbers of indicated HSPCs from BM from indicated mice in **F**. MEP, megakaryocyte-erythrocyte progenitor; CMP, common myeloid progenitor; GMP, granulocyte-monocyte progenitor; WT, *n* = 10; JAK2^V617F^+veh, *n* = 10; JAK2^V617F^+17d, *n* = 9. (**L**) Three-month-old JAK2^V617F^-knockin mice were treated with 25 mg/kg NUP-17d once every week. Same-sex JAK2^V617F^-knockin littermates were treated with vehicle as the control. Body weight was monitored. *n* = 7 in each group. (**M**) Survival data of indicated mice from **I**. Linked 2 points refer to same-sex JAK2^V617F^-knockin littermates. Error bars represent SEM of the mean. Comparisons between 2 groups were evaluated with 2-tailed *t* test, and comparisons among multiple groups were evaluated with 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
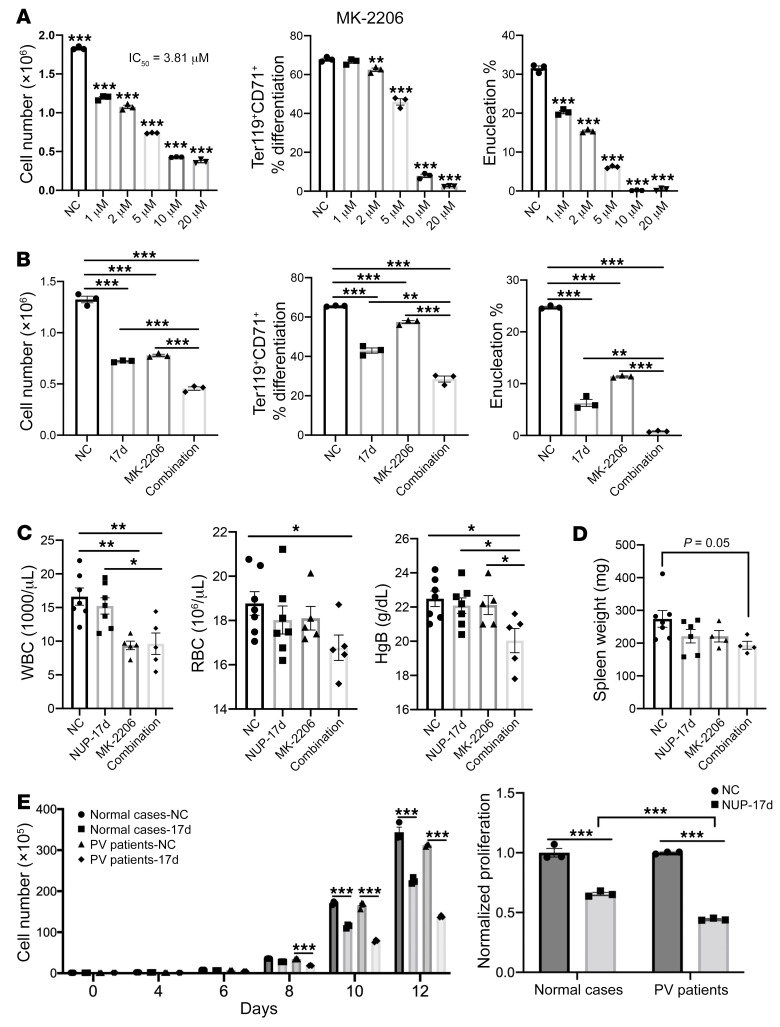
Synergistic effects of combining Plek2 and Akt inhibitors. (**A**) BM lineage–negative cells were cultured in EPO containing medium with different amounts of MK-2206 added at the beginning of culture. Cell proliferation was analyzed at 48 hours in culture. IC_50_ was calculated. Cell differentiation and enucleation were analyzed using flow cytometry. (**B**) BM lineage–negative cells were cultured with NUP-17d (5 M) and MK-2206 (2 μM) added at the beginning of culture. Cell proliferation, differentiation, and enucleation were analyzed at 48 hours in culture. Calculated CI was 0.73, 0.54, and 0.49 for cell proliferation, differentiation, and enucleation, respectively. (**C**) Total BM cells from 2-month-old JAK2^V617F^-knockin mice (CD45.2^+^) were transplanted into lethally irradiated recipient mice (CD45.1^+^). One month after transplant, recipient mice were treated with 25 mg/kg NUP-17d, 25 mg/kg MK-2206, or a combination of NUP-17d and MK-2206 with 25 mg/kg each for 2 weeks. Peripheral blood indices were analyzed. NC (vehicle control), *n* = 7; NUP-17d, *n* = 7; MK-2206, *n* = 5; combination, *n* = 5. (**D**) Spleen weight of mice in **C**. NC (vehicle control), *n* = 7; NUP-17d, *n* = 6; MK-2206, *n* = 4; combination, *n* = 4. (**E**) CD34-positive cells purified from healthy individuals or patients with PV were cultured in EPO medium and treated with DMSO (NC) or 10 μM NUP-17d every 2 days. Cells were counted at indicated time points. Data are representative of 3 independent experiments from 3 healthy individuals and 3 patients with PV. Data directly comparing the sensitivity to NUP-17d in these groups on day 12 are presented on the right. Error bars represent SEM of the mean. Comparison between 2 groups were evaluated with 2-tailed *t* test, and comparisons among multiple groups were evaluated with 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001.

# Supplementary material for: Targeting pleckstrin-2/Akt signaling reduces proliferation in myeloproliferative neoplasm models
**Source:** J Clin Invest. 2023 Mar 15;133(6):e159638. doi: 10.1172/JCI159638

**Supplemental Figure 1. Development of Plek2 small molecule inhibitors.** **A**, Phylogenetic sequence alignment (CLUSTAL omega) shows highly conserved Plek2 DEP domain (amino acids 128-236). An asterisk (\*) denote fully conserved residue; a colon (:) denotes conservation between groups of similar properties; and a period (.) denotes conservation between groups of weakly similar properties. **B**, Screening strategy of Plek2 small molecule inhibitors. **C**, Docking model of NUP-17 and Plek2 DEP domain. Critical amino acids for the interaction on the DEP domain are highlighted in yellow. **D**, Western blotting assay of indicated proteins from wild type bone marrow lineage negative cells cultured in EPO-containing medium for the indicated time. TER119+ erythroid cells freshly isolated from the bone marrow were also tested. **E**, Wild type bone marrow lineage negative cells were cultured with 10  $\mu$ M of the indicated hit compounds added at the beginning of culture. Cell proliferation, differentiation and enucleation were analyzed at 48 h in culture. **F**, Structure of NUP-17.

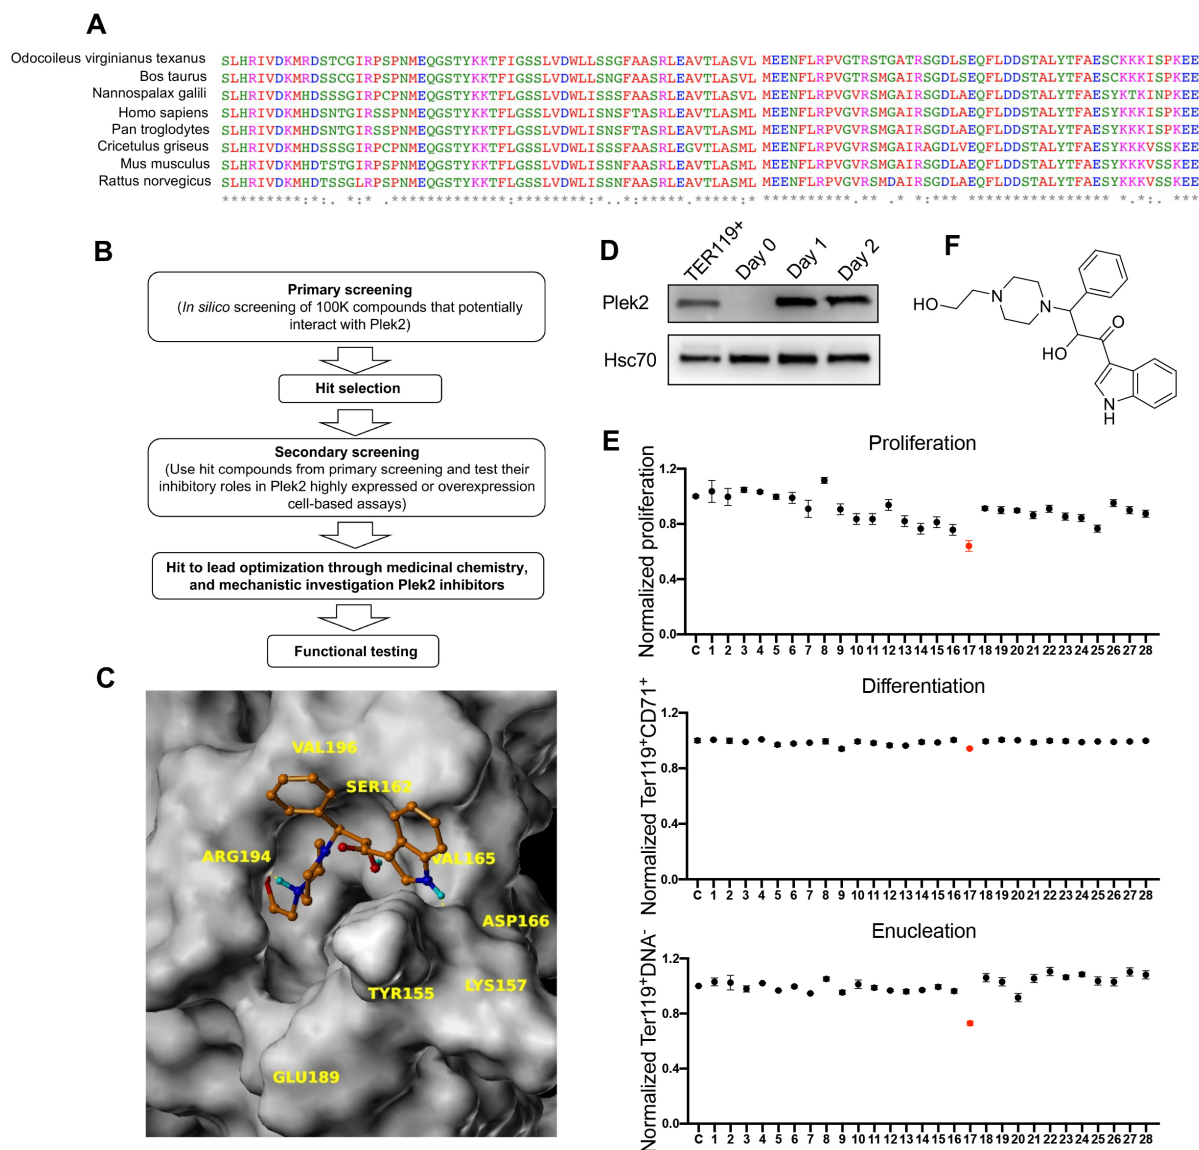

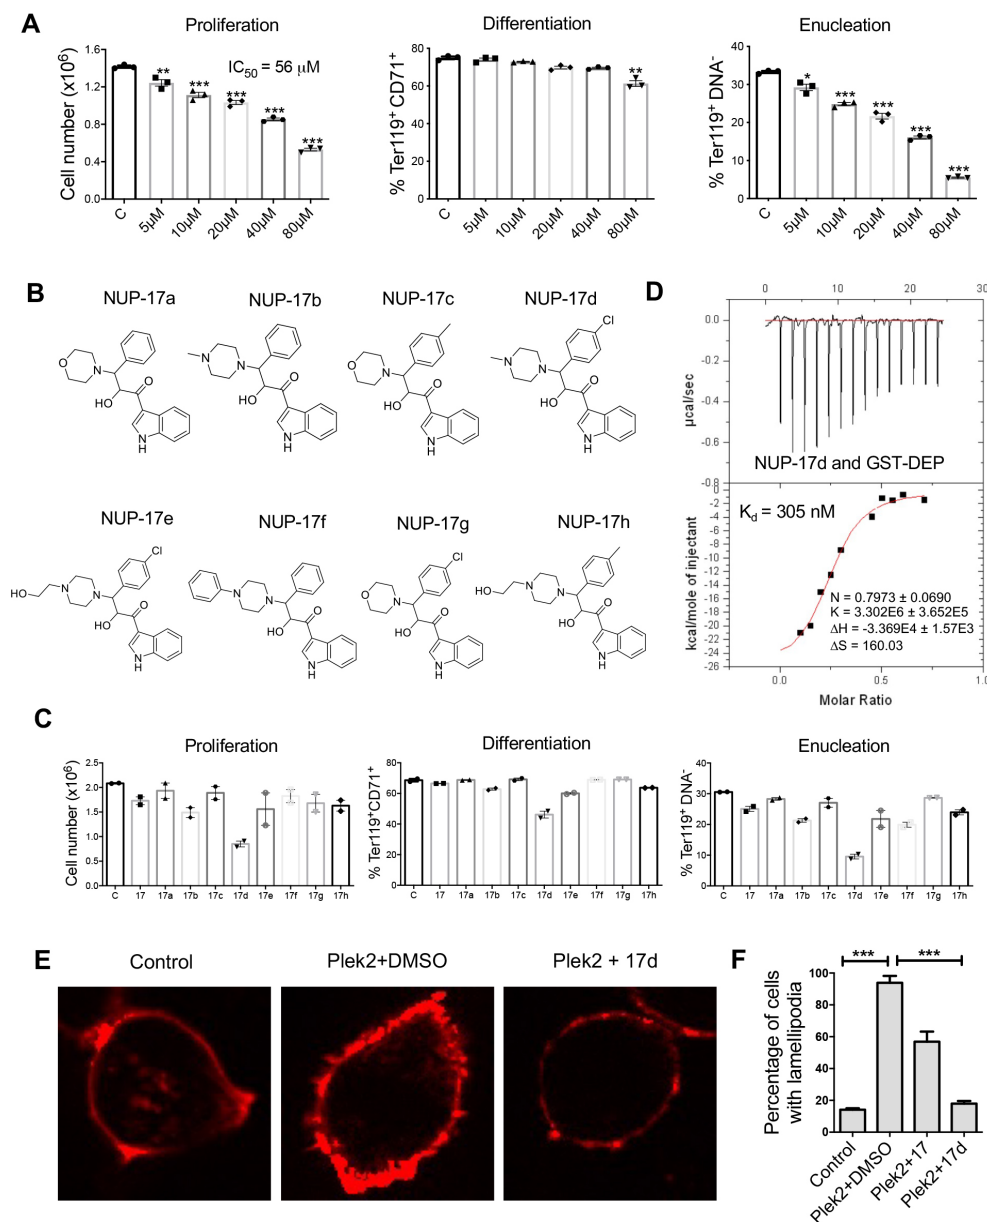

**Supplemental Figure 2. Identification of initial lead compounds of Plek2 inhibitors.** **A**, Wild type bone marrow lineage negative cells were cultured with different amount of NUP-17 added at the beginning of culture. Cell proliferation was analyzed at 48 h in culture. The half maximum inhibitory concentration ( $IC_{50}$ ) was calculated. Cell differentiation and enucleation were analyzed using flow cytometry. **B**, Structure of NUP-17 analogs. **C**, Wild type bone marrow lineage negative cells were cultured with the indicated NUP-17 analogs (10  $\mu$ M) added at the beginning of culture. Cell proliferation, differentiation and enucleation were analyzed at 48 h in culture as in **A**. **D**, Isothermal titration calorimetry (ITC) analyses demonstrate a direct interaction of NUP-17d with Plek2 DEP domain. **E**, Plek2 was overexpressed in Cos-7 cells followed by the treatment of 10  $\mu$ M NUP-17d for 24 h. Phalloidin 647 was used to stain actin. **F**, Statistic analyses of **E**. All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2 tailed t test and the comparison among multiple groups was evaluated with 1-way ANOVA test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , and \*\*\*  $p < 0.001$ .

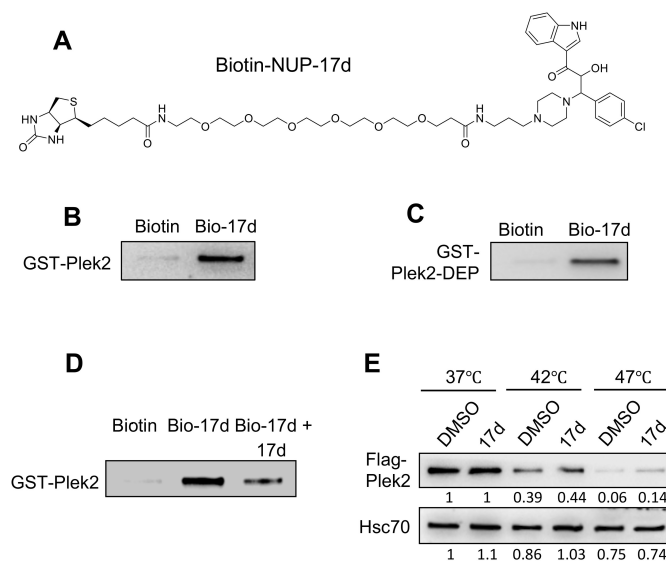

**Supplemental Figure 3. NUP-17d directly binds to Plek2.** **A**, Chemical structure of biotinylated NUP-17d. **B-C**, Biotin or biotinylated NUP-17d was incubated with GST-Plek2 (**B**) or GST-Plek2-DEP (**C**) followed by a pull-down experiment using streptavidin beads. Western blot assays were performed with anti-Plek2 or anti-GST. **D**, Same as **B** except with or without the presence of NUP-17d (500  $\mu$ M). **E**, Cellular thermal shift assay to test binding of NUP-17d with Plek2 in the cells. 293T cells transfected with Flag-Plek2 were treated with 10  $\mu$ M NUP-17d on ice for 1 h followed by incubation at indicated temperature for 3 min. Western blotting assay was then performed for Flag-Plek2. Quantification of the proteins is presented below the bands.

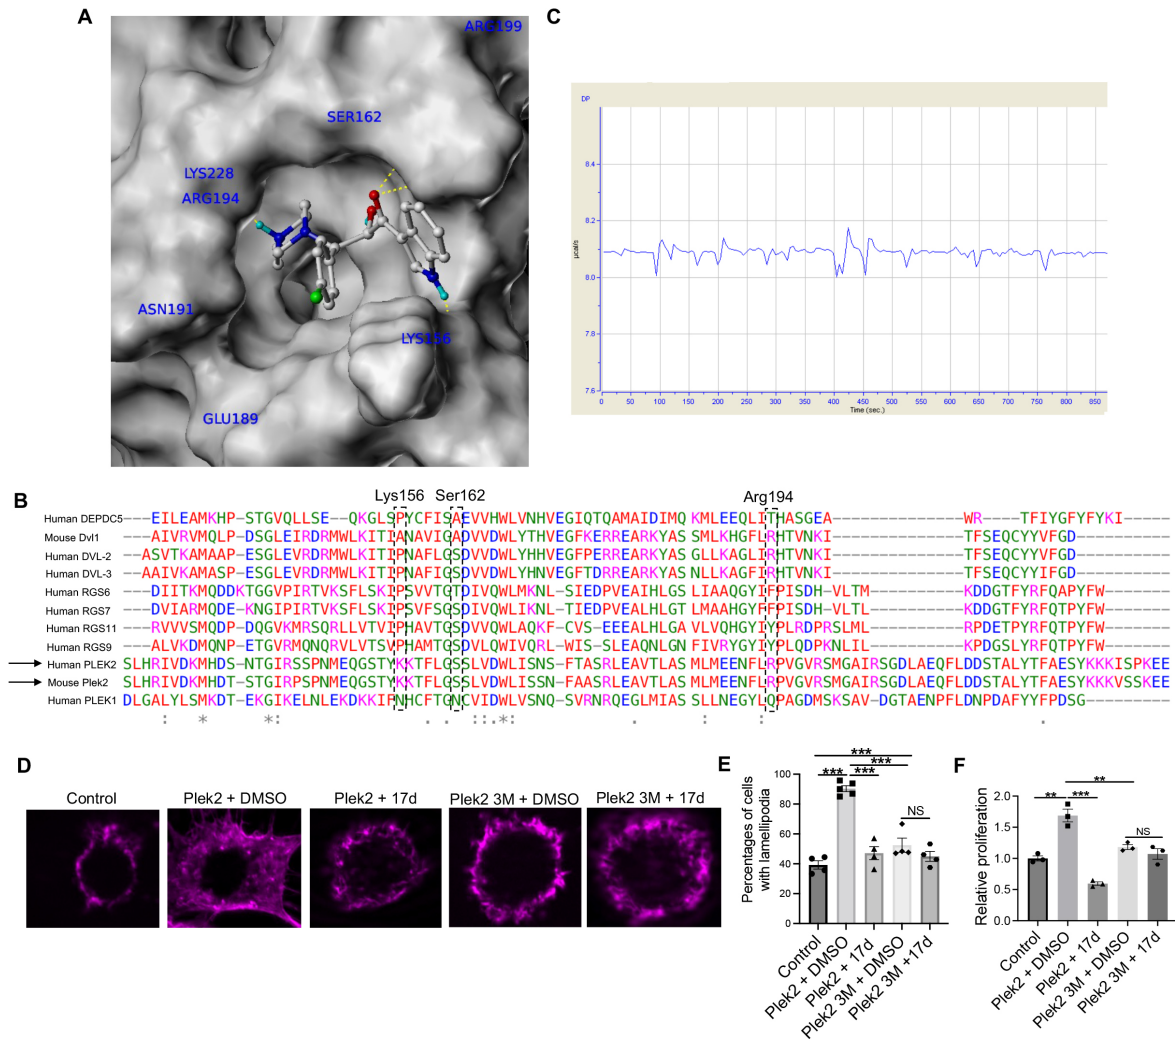

**Supplemental Figure 4. Specific residues on Plek2 DEP domain critical for the binding to NUP-17d.** **A**, Docking model of NUP-17d and Plek2 DEP domain. Critical amino acids for the interaction on the DEP domain are indicated with yellow dotted lines. **B**, Sequencing alignment of DEP domains from the indicated proteins. Lys156, ser162, and arg194 are highlighted. **C**, Isothermal titration calorimetry (ITC) analysis demonstrates no interaction of NUP-17d with mutant Plek2 DEP. **D**, Plek2 or Plek2 3M was overexpressed in Cos-7 cells followed by the treatment of 10  $\mu$ M NUP-17d or DMSO as indicated for 24 h. Deep red/Cy5 was used to track actin. **E**, Statistic analyses of **D**. The error bars represent the SEM of the mean. The comparison was evaluated using 1-way ANOVA test. \*\*\* $p$ <0.001. **F**, HEL cells were transduced with Plek2, Plek2 3M, or the control construct, and then treated with NUP-17d for 48 h at the concentration of 10  $\mu$ M. CCK-8 assays were performed to analyze relative proliferation.

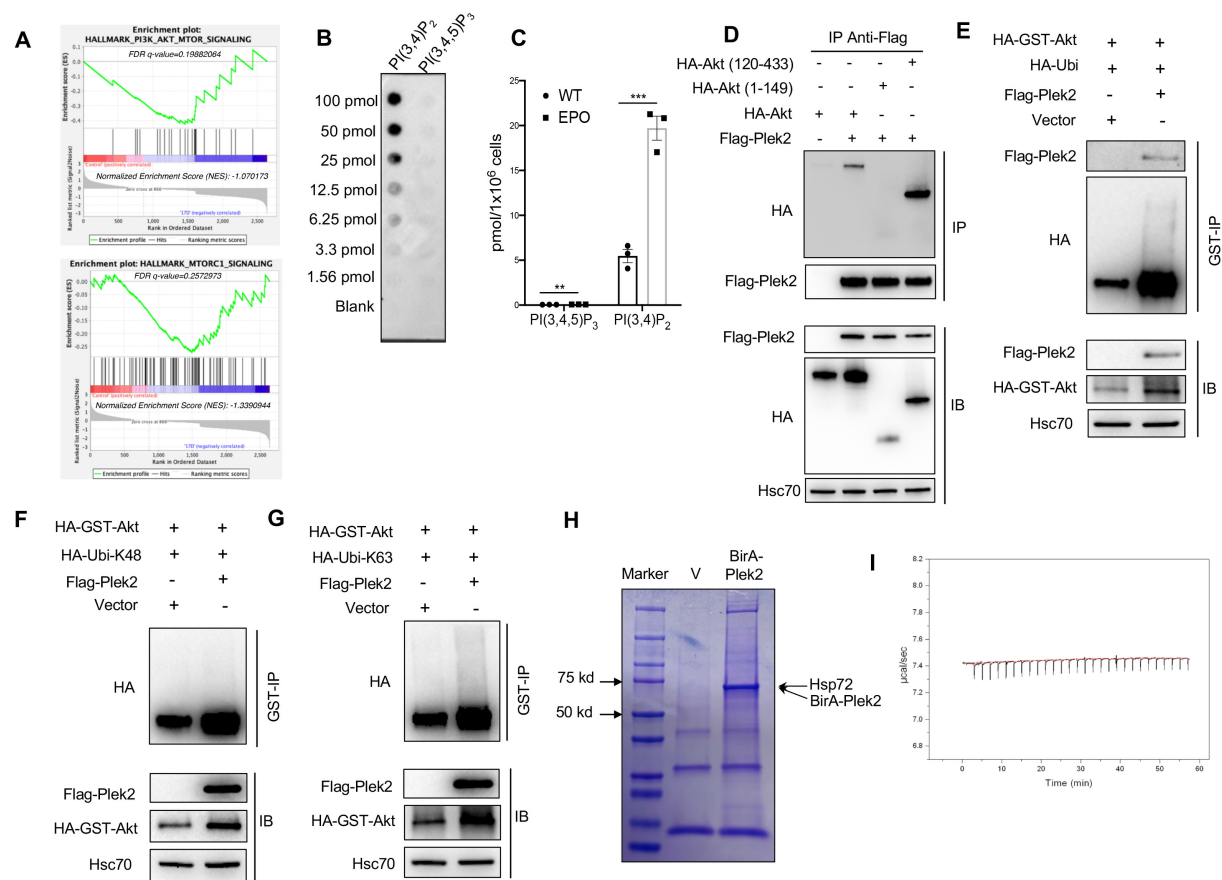

**Supplemental Figure 5. Plek2 stabilizes Akt through Hsp72.** **A**, Gene set enrichment analysis (GSEA) of the RNA sequencing analyses in Figure 2A shows PI3K-AKT-MTOR signaling and MTORC1 signaling were downregulated. **B**, GST-Plek2 (1 μg/mL) was incubated with different concentrations of PI(3,4)P<sub>2</sub> and PI(3,4,5)P<sub>3</sub> followed by a Western blotting assay of GST. **C**, Quantitative analysis of the cellular content of indicated phosphoinositide with or without EPO stimulation of bone marrow TER119+ erythroblasts. \*\*p<0.01; \*\*\*p<0.001. **D**, Immunoprecipitation of Flag tag with cell lysate from 293T cells transfected with Flag-Plek2, HA-Akt or HA tagged Akt truncation mutants followed by a Western blotting assay of indicated proteins. IP: immunoprecipitation; IB: immunoblotting. **E-G**, Anti-GST immunoprecipitation with cell lysate from 293T cells transfected with Flag-Plek2, HA-GST-Akt, HA-Ubiquitin (E), HA-Ubiquitin K48 (F), or HA-Ubiquitin K63 (G) followed by Western blotting assays of indicated proteins. All the lysine residues are mutated to arginine except K48 and K63 in F and G, respectively. **H**, Bead-conjugated streptavidin pull down of 293T cells transfected with BirA-Plek2 and incubated with biotin (50 μM), followed by an SDS-PAGE and Coomassie stain. Proteins enriched in BirA-Plek2 transfected cells were identified via mass spectrometry. **I**, Isothermal titration calorimetry (ITC) analysis demonstrates no interaction of NUP-17d with recombinant Akt.

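The members of the PI3K/AKT/mTOR and mTORC1 lists, written from recall in place of the Hallmark sets of Supplemental Figure 5A, were followed one by one. With TMM normalization, 42 of the 89 PI3K/AKT/mTOR genes were higher and 47 were lower with NUP-17d, and 14 of the former and 18 of the latter were differentially expressed (edgeR, adjusted over all tested genes). Adjusted over the list alone, 34 were differentially expressed. The median log2 fold change was -0.0035. In the mTORC1 list, 69 genes were higher and 120 were lower, and 32 and 78 of these were differentially expressed, with a median log2 fold change of -0.066. Adjusted over the list alone, 117 were. Of 10000 random lists matched on mean expression, 3.23% had a median as low as that of the mTORC1 list. When the libraries were scaled by their totals only, the medians of the PI3K/AKT/mTOR and mTORC1 lists were 0.25 and 0.20, against a median of 0.28 over all tested genes. The differentially expressed genes were then 76 higher and 1 lower in the PI3K/AKT/mTOR list, and 130 higher and 13 lower in the mTORC1 list. The change of scaling shifts all genes by about the same amount, from an all-gene median of 0.014 with TMM, and both lists kept their medians below that of all genes. Against random lists matched on expression, with TMM, the 2 lists differed. Those lists centered at -0.035 for the PI3K/AKT/mTOR list, which lay above them, and 8.25% had a median as high. They centered at -0.040 for the mTORC1 list, which lay below them.

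The members with the lowest p-values were, in the PI3K/AKT/mTOR list, Cdkn1b (log2 fold change -0.45, standard error 0.037, adjusted p = 1.26e-10), Map2k3 (-0.29) and Itpr2 (0.44). Map2k3 had a log2 fold change of -0.019 with totals only and did not pass the threshold there. In the mTORC1 list, Btg2 (log2 fold change -0.95, standard error 0.035, adjusted p = 3.68e-17) and Ppp1r15a (-0.70) were among those with the lowest p-values, and these kept their direction under each alternative. In the Reactome set for PI3K/AKT activation, Pik3r1, which encodes a regulatory subunit of PI3K, fell from 626 ± 12.3 to 398 ± 11.6 CPM (SD, n = 3 cultures, log2 fold change -0.65, standard error 0.035, adjusted p = 3.43e-14 from edgeR). In the Reactome set for mTOR signaling, Stradb (-0.41), Eef2k (-0.37) and Prkag1 (-0.21) had the lowest p-values, and Prkag1 changed to 0.059 with totals only.

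**Figure D3:**
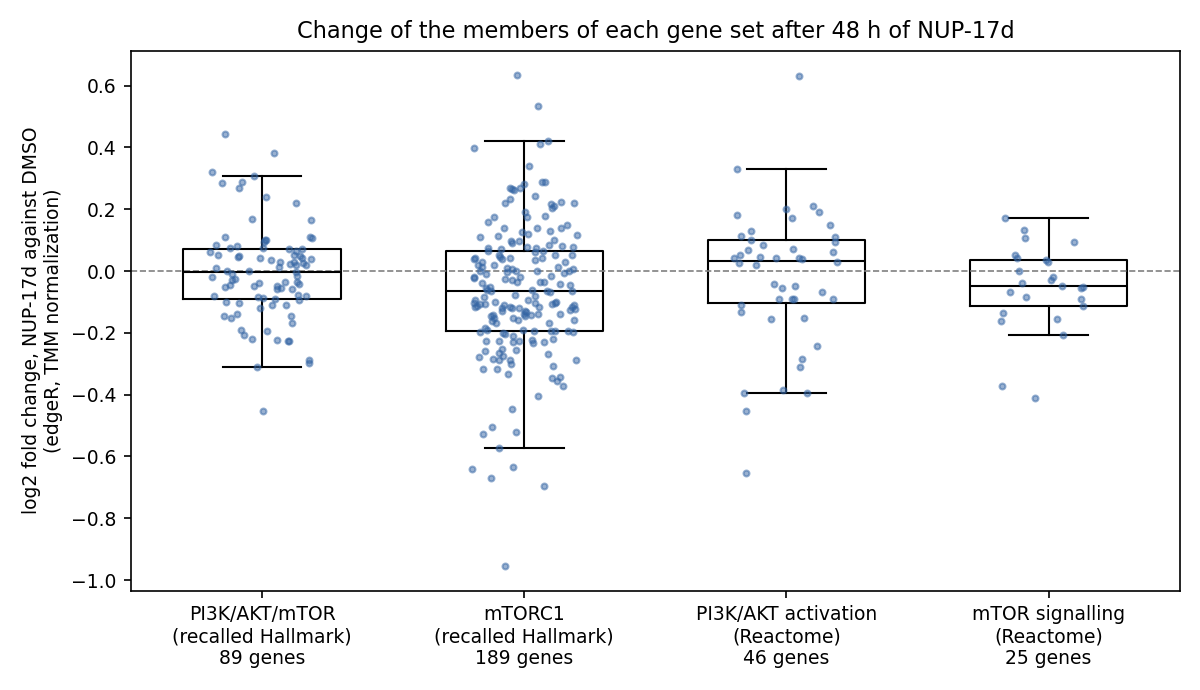
Log2 fold change of each member of 4 gene sets with NUP-17d against DMSO (edgeR with TMM normalization). Each point is one gene, the box spans the quartiles with the median as a line, and the whiskers reach the last point within 1.5 times the box. The 89 PI3K/AKT/mTOR genes center near 0 and 120 of the 189 mTORC1 genes lie below 0. With library totals only, the medians of both lists lie above 0, as does the median of all genes.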

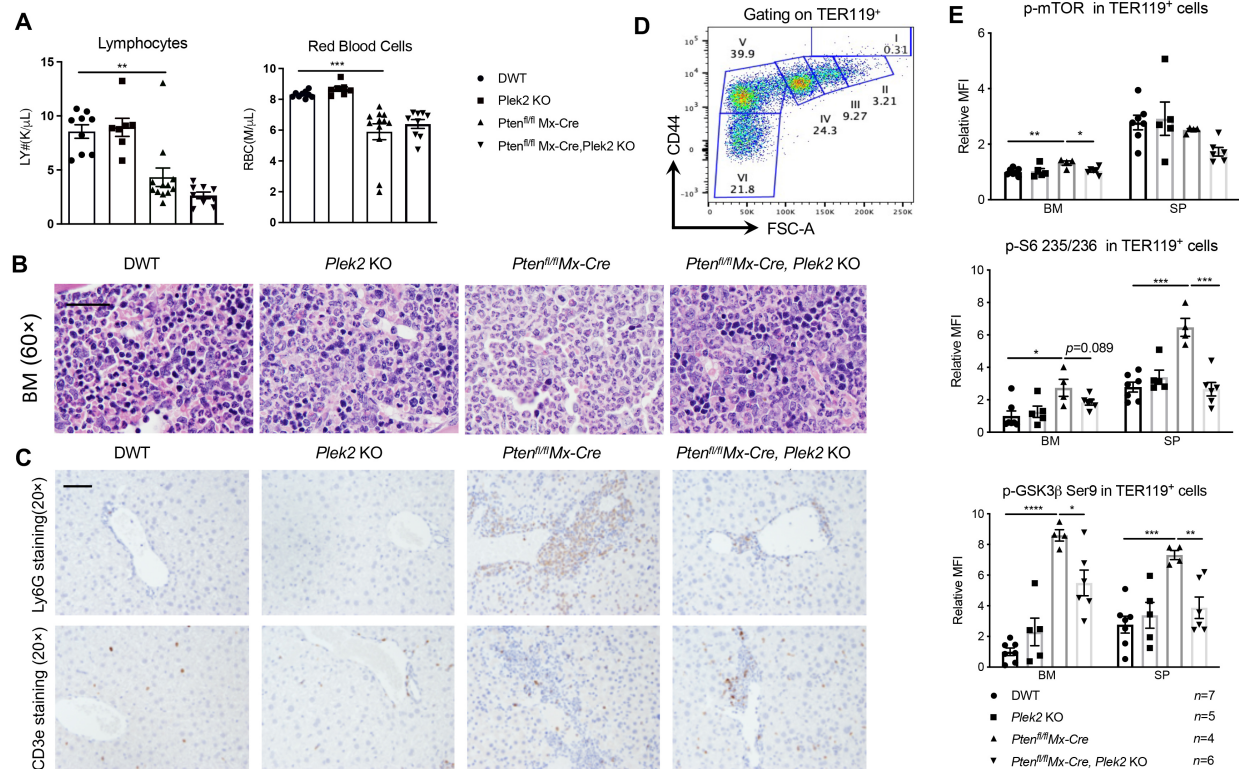

**Supplemental Figure 6. *Plek2* is critical for the activation of Akt signaling *in vivo*.** **A**, Lymphocyte and red blood cell counts from indicated mice 25 days after pIpC treatment. DWT: PTEN, *Plek2* double wild type. **B**, Representative hematoxylin and eosin stain of the bone marrow from indicated mice 25 days after pIpC injection. Cells with condensed dark blue nuclei are erythroblasts, which are markedly reduced and replaced by myeloid cells in the bone marrow of *Pten<sup>fl/fl</sup>Mx-Cre* mice. The Scale bar: 100  $\mu$ m. **C**, Representative immunohistochemistry stain of Ly6G and CD3e from indicated mice 25 days after pIpC injection. Scale bar: 100  $\mu$ m. **D**, Gating strategy of different maturation stages of erythropoiesis. **E**, Phospho-flow cytometry analyses of indicated phosphoproteins in the bone marrow and spleen TER119<sup>+</sup> cells from indicated mice 25 days after pIpC injection.

All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2 tailed t test and the comparison among multiple groups was evaluated with 1-way ANOVA test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  and \*\*\*\*  $p < 0.0001$ .

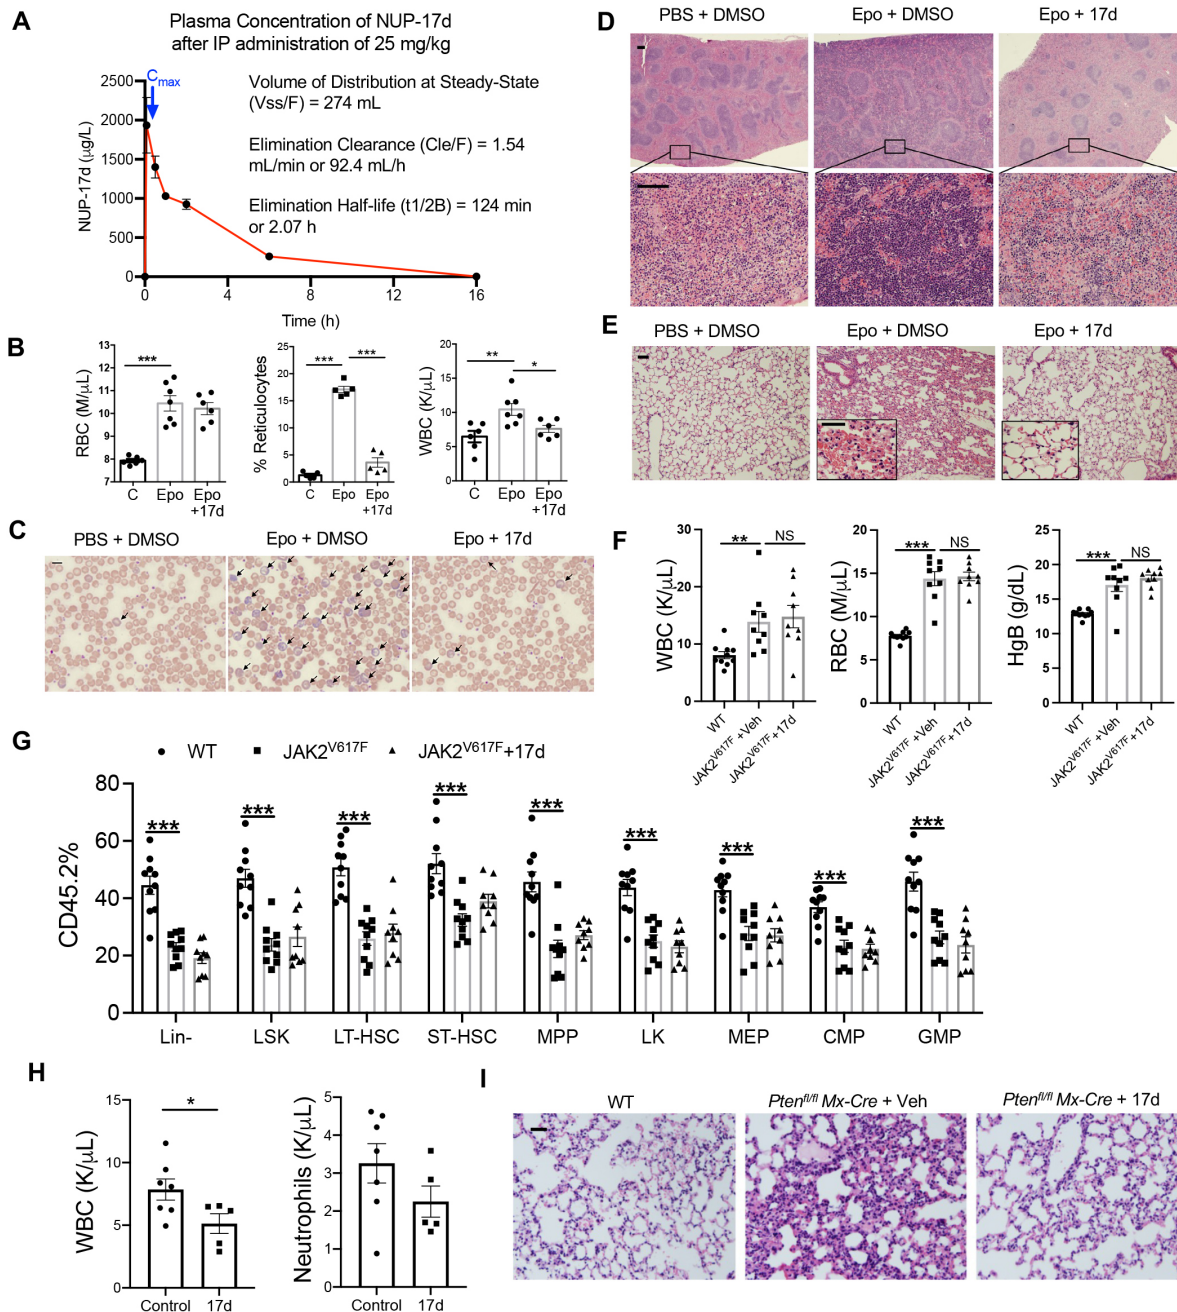

**Supplemental Figure 7. Plek2 inhibitors are effective *in vivo*.** **A**, Drug metabolism and pharmacokinetics of NUP-17d after intraperitoneal administration of 25 mg/kg into two-month-old wild type mice. **B**, Two-month-old wild type mice were intraperitoneally injected with 5000 IU/kg erythropoietin once every two days for two weeks. The mice were then injected with 25 mg/kg NUP-17d or vehicle control once every day for three days. Complete blood counts were performed after the treatment. For WBC and RBC counts, n=7 in control (C) and erythropoietin (Epo) injection groups; n=6 in Epo plus NUP-17d group. n=5 in each group for reticulocyte

percentages in peripheral blood. **C**, Representative Giemsa stain of peripheral blood smear from indicated mice in B. Scale bar: 10  $\mu\text{m}$ . **D**, Representative hematoxylin and eosin stain of the spleen from indicated mice in B. Scale bars: 100  $\mu\text{m}$ . **E**, Representative hematoxylin and eosin stain of the lungs from indicated mice in B. Inserted figures were magnified parts. Scale bars: 100  $\mu\text{m}$ . **F**, Total bone marrow cells from two-month-old JAK2<sup>V617F</sup> knockin mice (CD45.2+) were transplanted into lethally irradiated recipient mice (CD45.1+). Complete blood counts were performed one month after transplantation before the indicated groups to be treated. Wild type littermate control mice were used for comparison. WT: n=10; n=9 in the other two groups. **G**, CD45.2+ ratio in the bone marrow HSPCs from indicated mice in Figure 6F. **H**, Hematopoietic specific Pten deficient mice were treated with vehicle control or 25 mg/kg NUP-17d once every two days for two weeks. Peripheral blood white blood cell and neutrophil counts were analyzed after the treatment. **I**, Representative H&E stains of the lungs from the indicated mice. Scale bar: 100  $\mu\text{m}$ .

All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2 tailed t test and the comparison among multiple groups was evaluated with 1-way ANOVA test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , and \*\*\*  $p < 0.001$ .

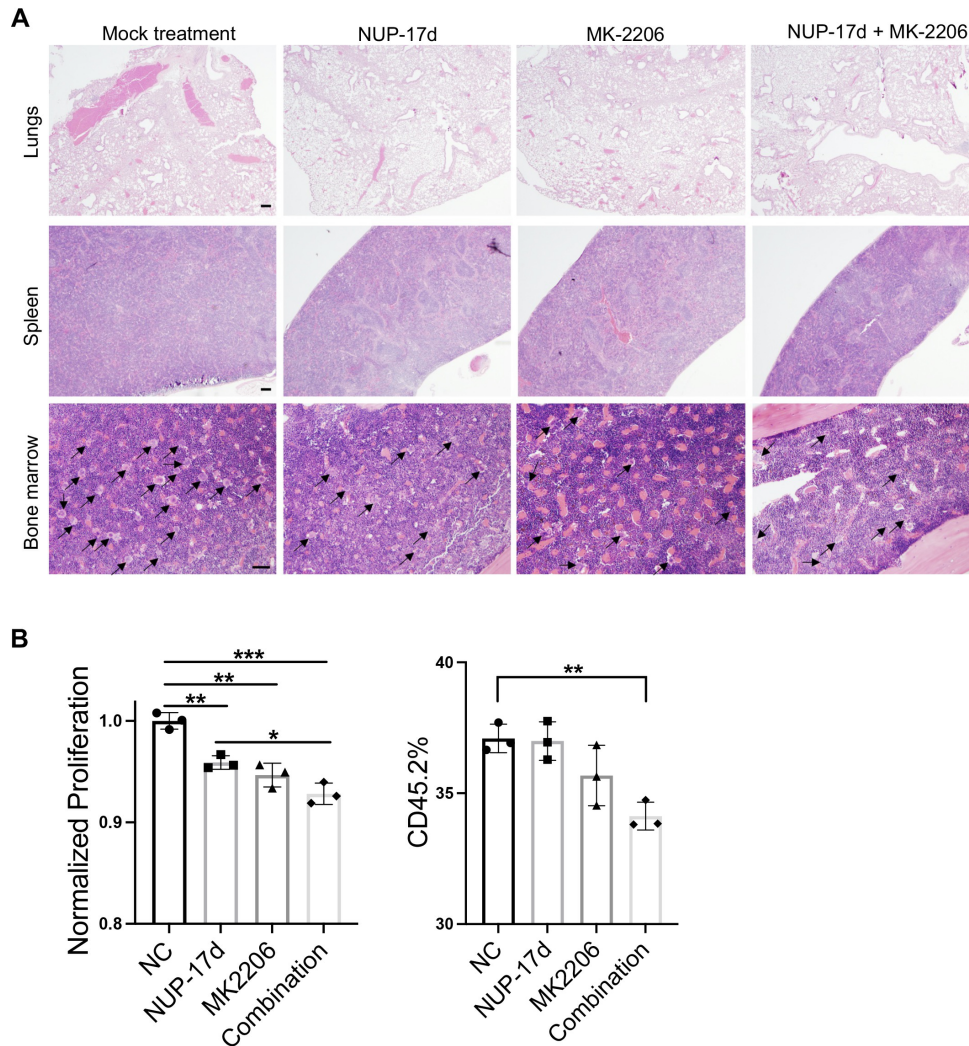

**Supplemental Figure 8. Synergistic effects of combining Plek2 and Akt inhibitors. A,** Representative hematoxylin and eosin stain of the lungs, spleens and bone marrow from indicated mice after treatment in C. Scale bars: 100  $\mu$ m. Arrows indicate megakaryocytes. **B,** Equal number of bone marrow c-Kit<sup>+</sup> cells from JAK2<sup>V617F</sup> knockin (CD45.2<sup>+</sup>) and wild type control (CD45.1<sup>+</sup>) mice were co-cultured for 24 h followed by the treatment of the indicated compounds for 48 h. Cell number and the percentage of CD45.2<sup>+</sup> cells were measured. NUP-17d: 5  $\mu$ M; MK-2206: 2  $\mu$ M.

All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2 tailed t test and the comparison among multiple groups was evaluated with 1-way ANOVA test. \*  $p < 0.05$ , \*\*  $p < 0.01$  and \*\*\*  $p < 0.001$ .

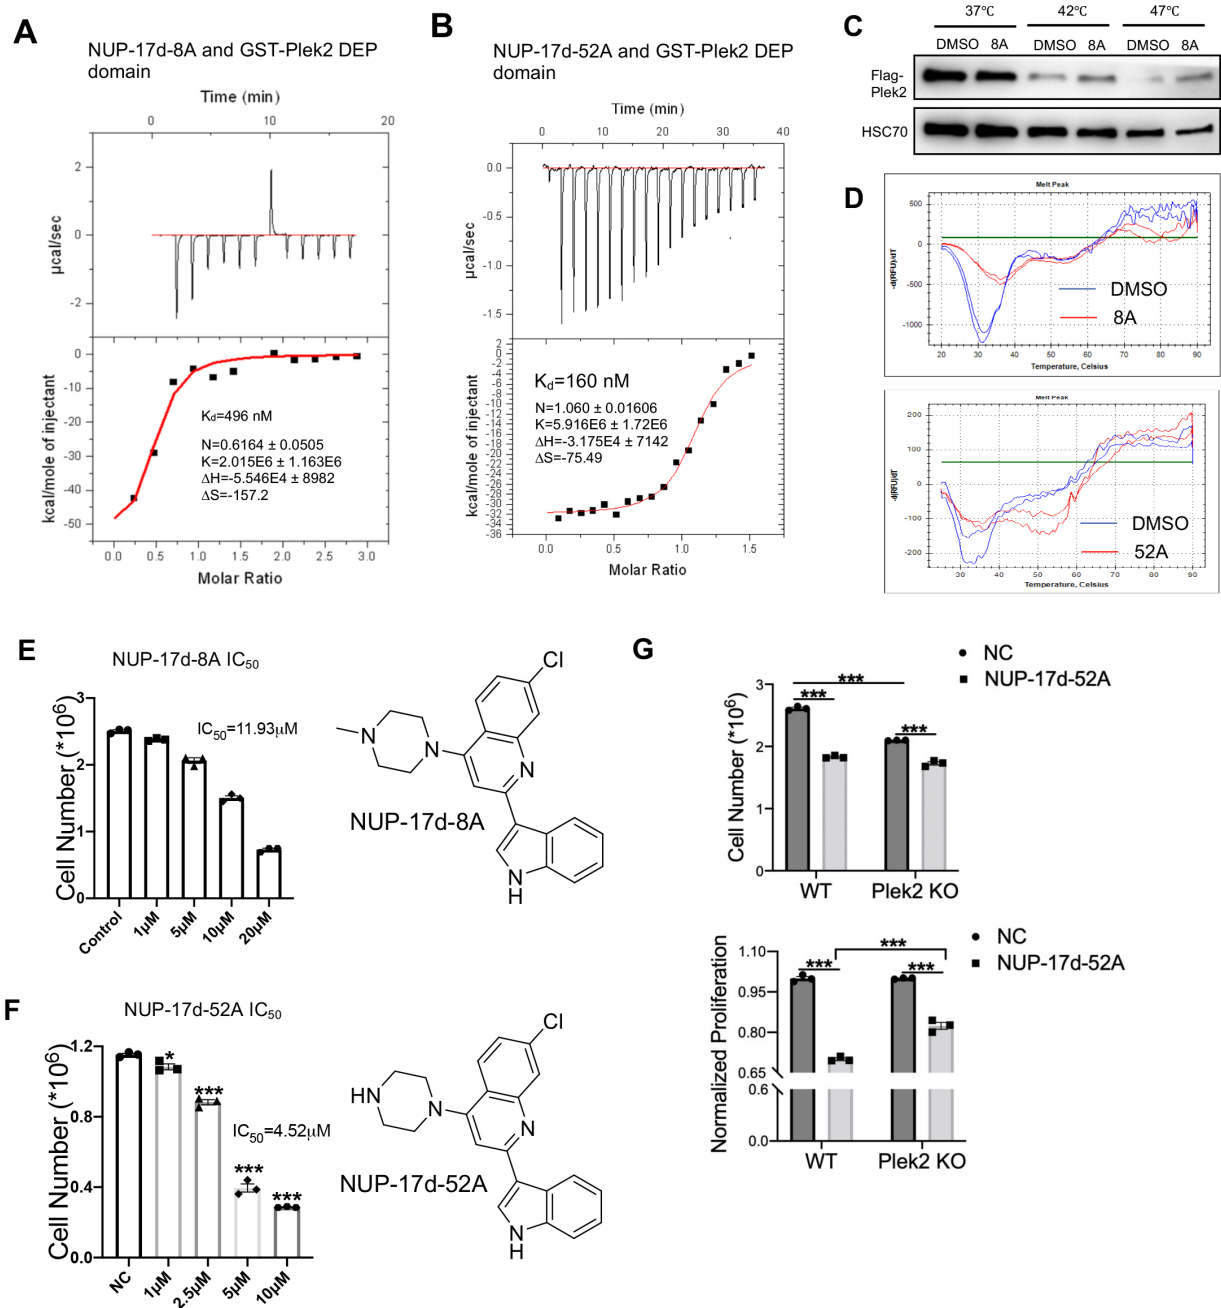

**Supplemental Figure 9. Improved Plek2 inhibitors with increased potency and specificity.** **A**, Isothermal titration calorimetry (ITC) analyses demonstrate direct interaction of NUP-17d-8A with DEP domain of Plek2. **B**, Isothermal titration calorimetry (ITC) analyses demonstrate direct interaction of NUP-17d-52A with DEP domain of Plek2. **C**, Cellular thermal shift assay to test binding of NUP-17d-8A with Plek2 in the cells. 293T cells transfected with Flag-Plek2 were treated with 10  $\mu$ M NUP-17d-8A on ice for 1 h and followed by incubation at indicated temperature for 3 min. Western blotting of Flag-Plek2 was then performed. **D**, Differential scanning fluorimetry melting data demonstrate interaction of NUP-17d-8A (upper) and NUP-17d-

52A (down) with recombinant human Plek2. **E**, Wild type bone marrow lineage negative cells were purified and cultured with different amount of NUP-17d-8A added at the beginning of culture. Cell proliferation was analyzed at 48 h in culture. The half maximum inhibitory concentration ( $IC_{50}$ ) was calculated. NUP-17d-8A structure is shown on the right. **F**, Same as E except NUP-17d-52A was tested. **G**, Bone marrow lineage negative cells from 2-month-old wild type (WT) or Plek2 knockout (KO) mice were purified and cultured with 3  $\mu$ M NUP-17d-52A added at the beginning of culture. Cell proliferation was analyzed at 48 h in culture. The upper panel shows the exact cell number. The bottom panel shows the proliferation rate normalized on vehicle treatment group (NC). All the error bars represent the SEM of the mean. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . Two-tailed unpaired Student's t test was used to generate the p values.

Full unedited gel for Figure 1I

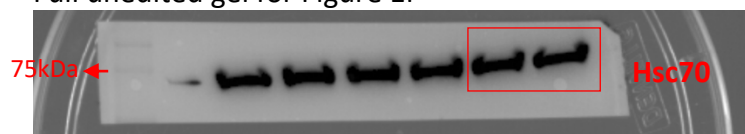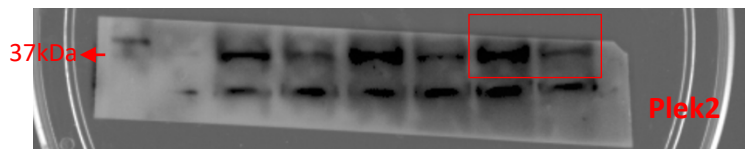

Full unedited gel for Figure 2B

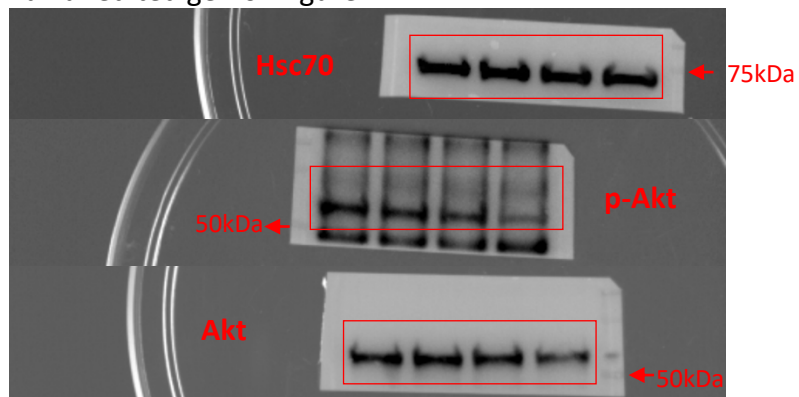

Full unedited gel for Figure 2C

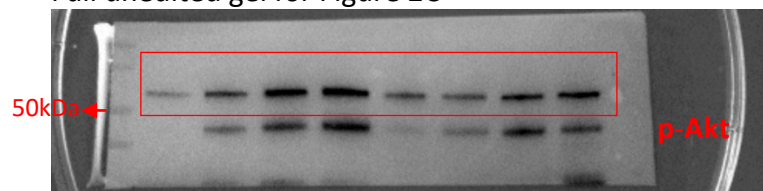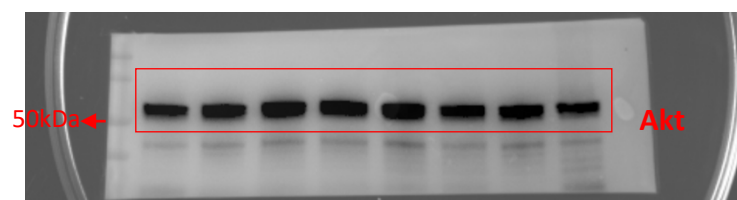

Full unedited gel for Figure 2D

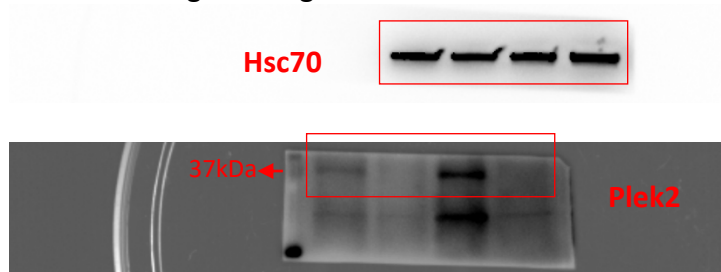

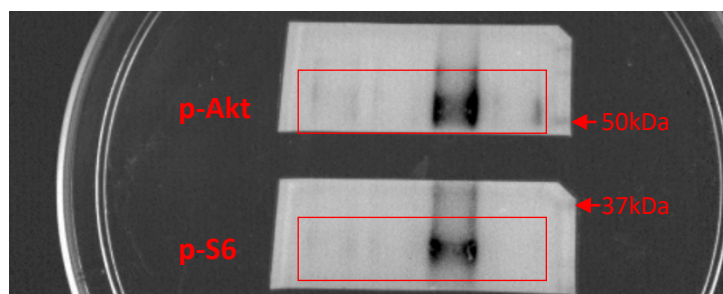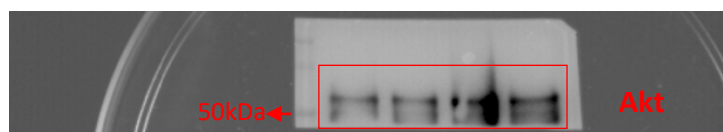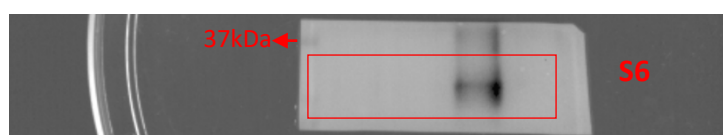

Full unedited gel for Figure 3A

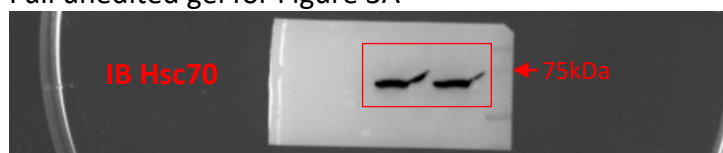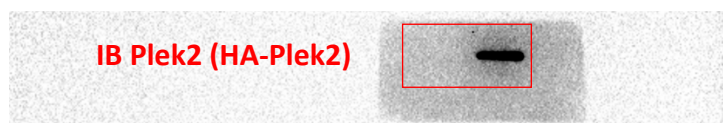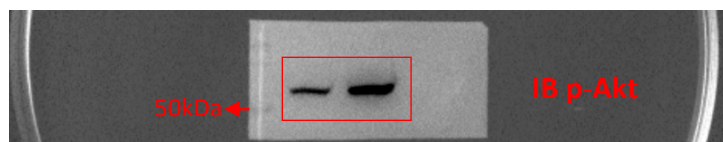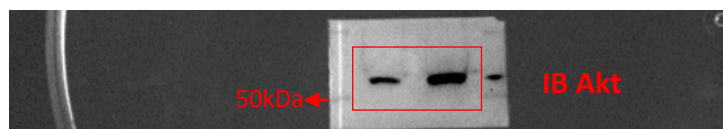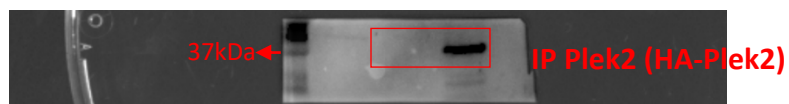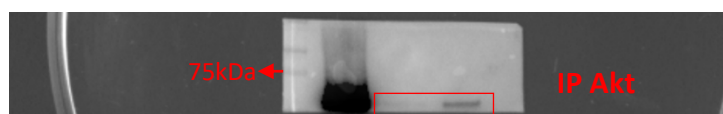

Full unedited gel for Figure 3B

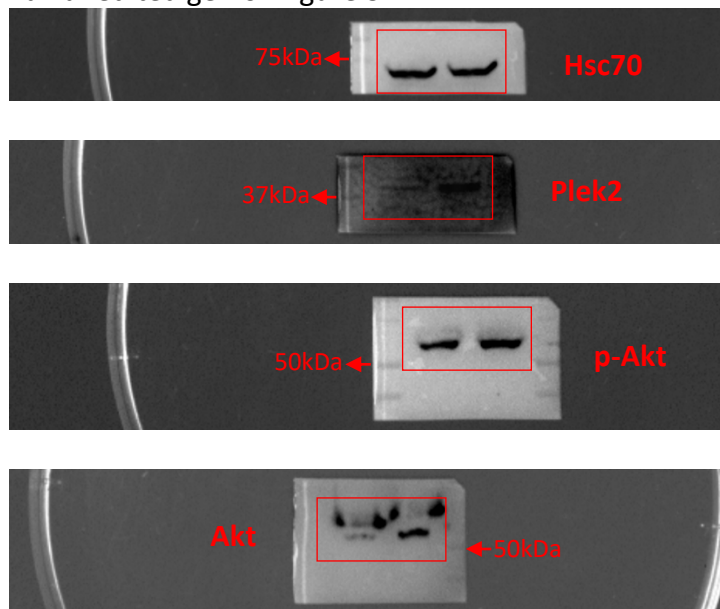

Full unedited gel for Figure 3D

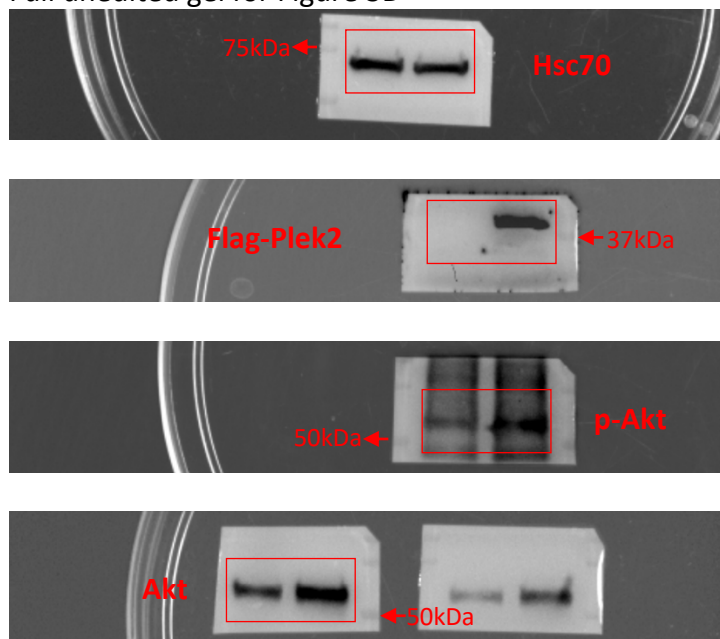

Full unedited gel for Figure 3E

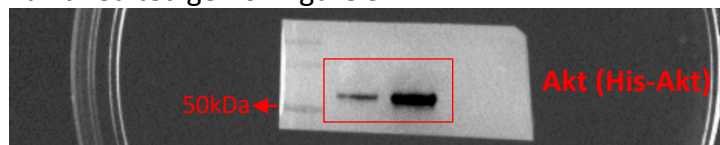

Full unedited gel for Figure 3F

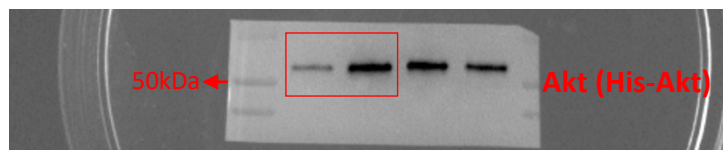

Full unedited gel for Figure 3G

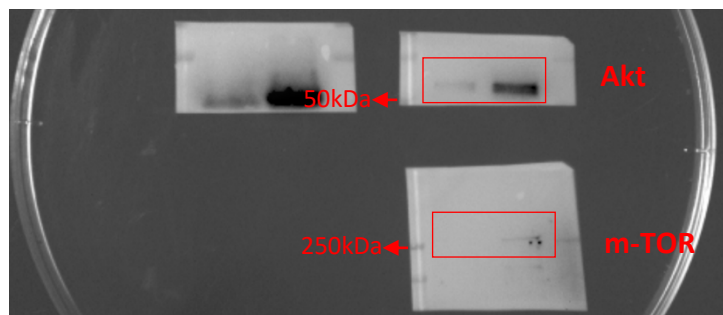Full unedited gel for Figure 3H

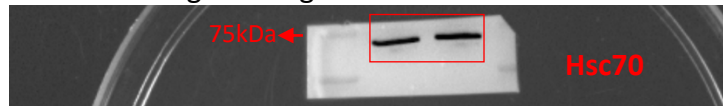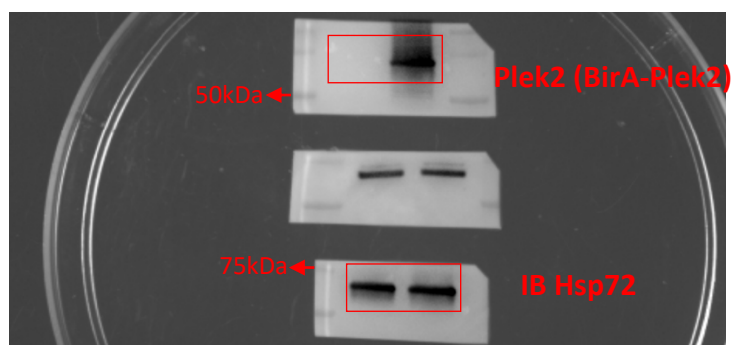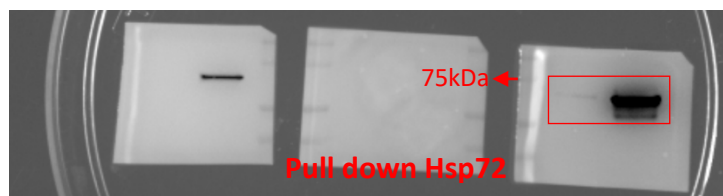

Full unedited gel for Figure 3I

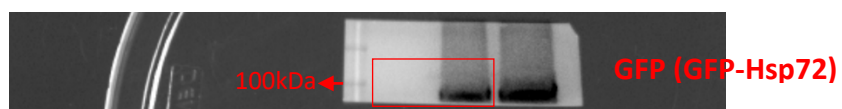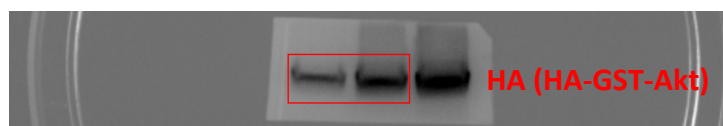

Full unedited gel for Figure 3J

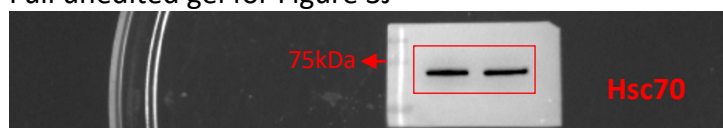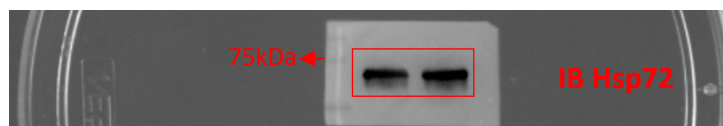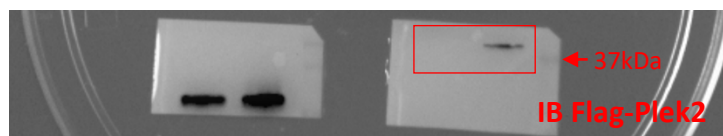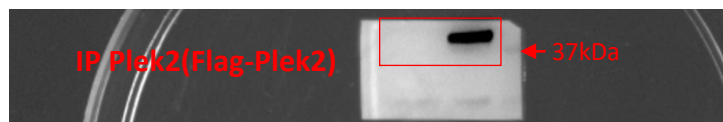

Full unedited gel for Figure 4A

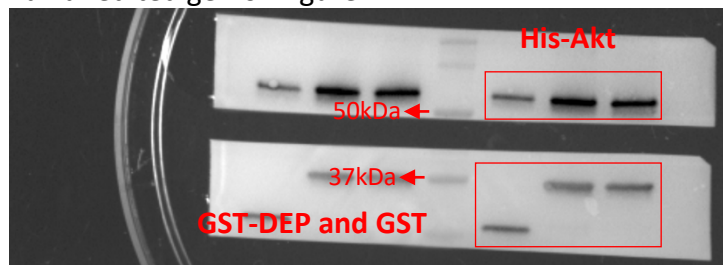

Full unedited gel for Figure 4B

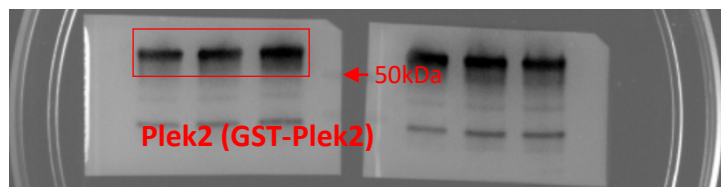

Full unedited gel for Figure 4C

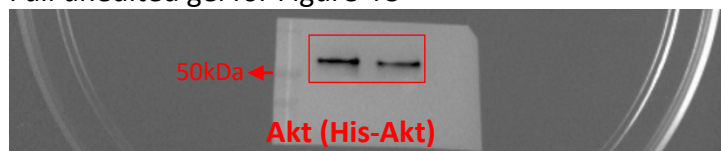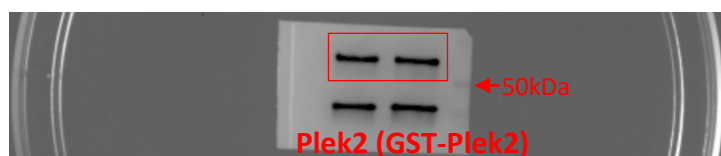

Full unedited gel for Figure 4E

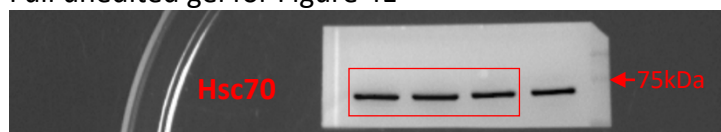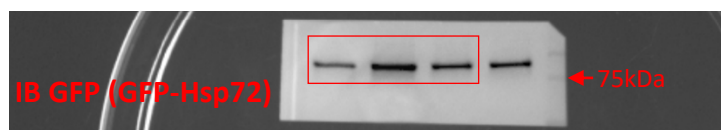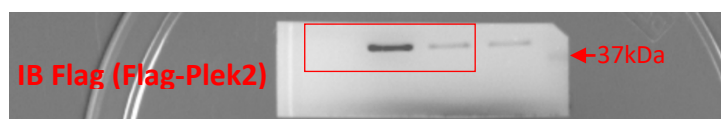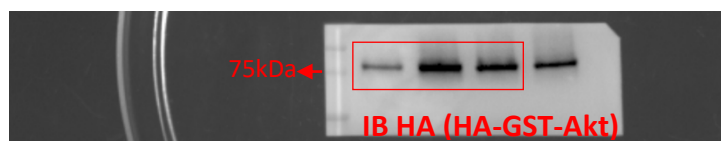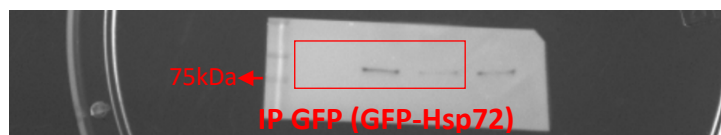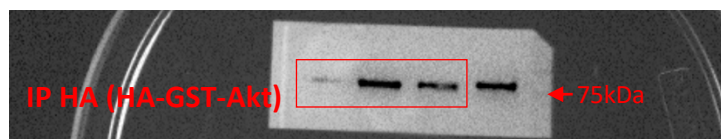

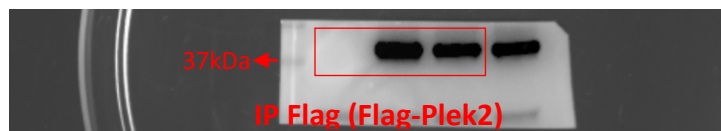

Full unedited gel for Figure 5J

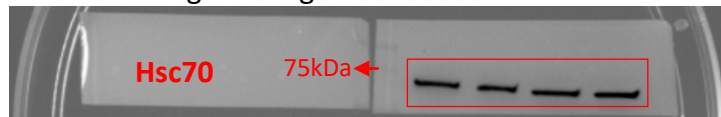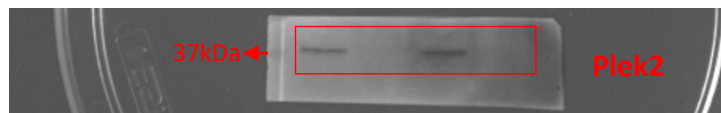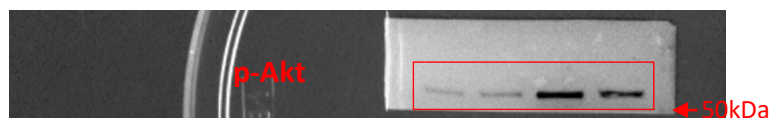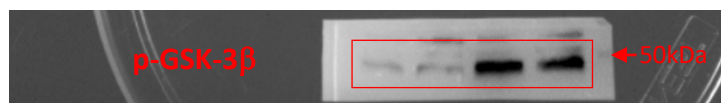

Full unedited gel for Figure 6E

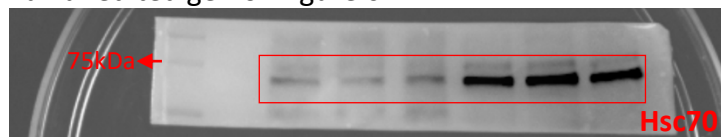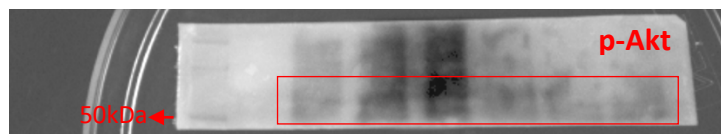

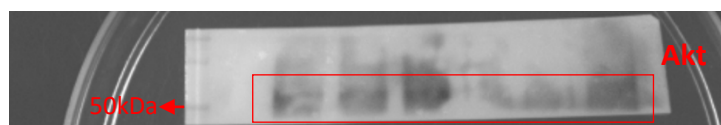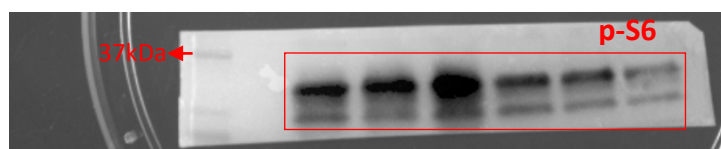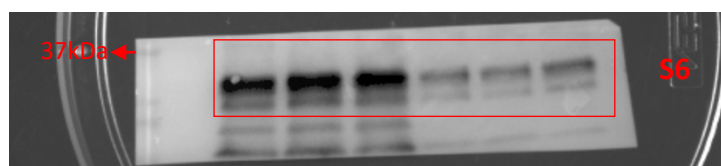

Full unedited gel for Supplemental Figure 1D

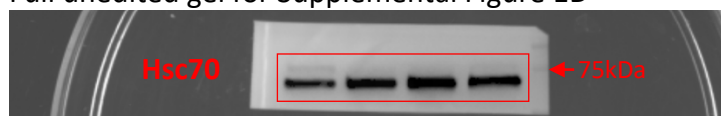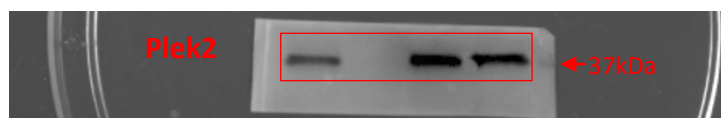

Full unedited gel for Supplemental Figure 3B

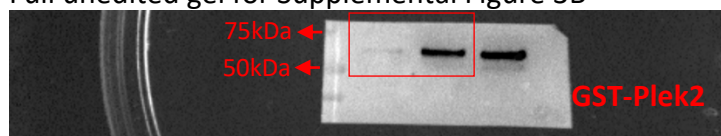

Full unedited gel for Supplemental Figure 3C

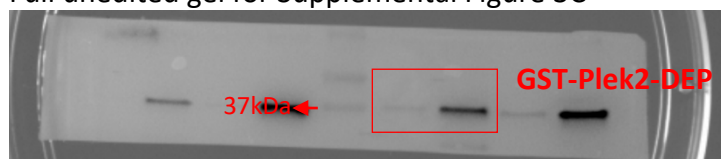

Full unedited gel for Supplemental Figure 3D

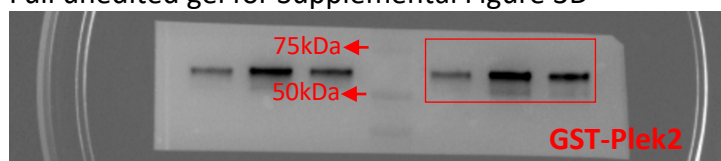

Full unedited gel for Supplemental Figure 3E

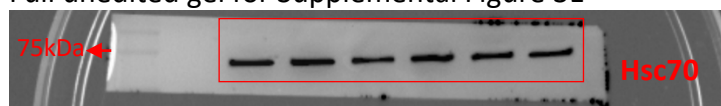

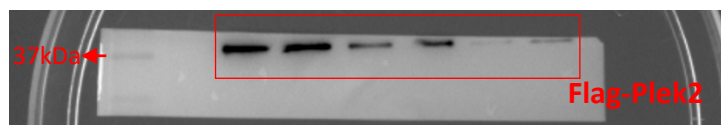

Full unedited gel for Supplemental Figure 5B

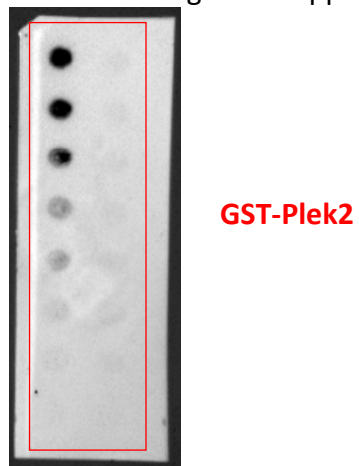

Full unedited gel for Supplemental Figure 5D

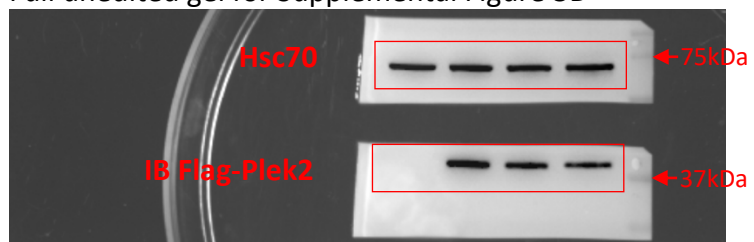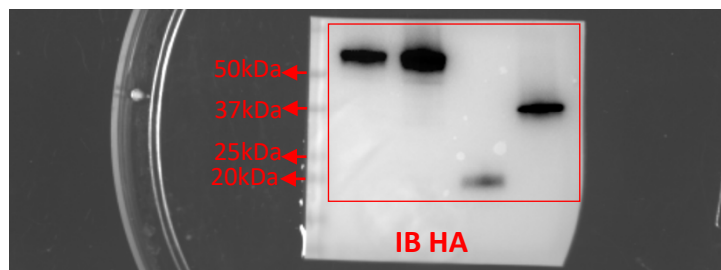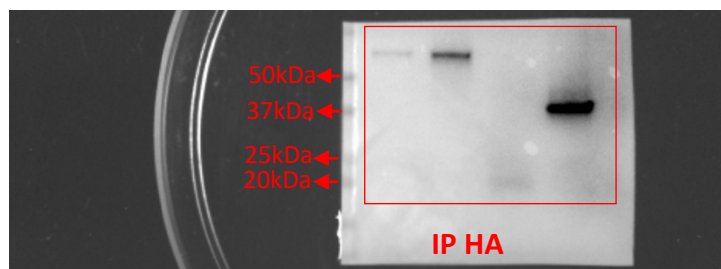

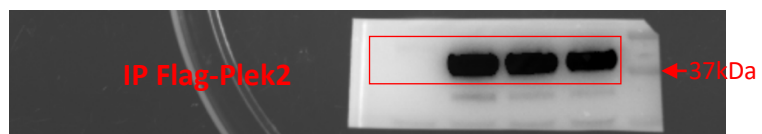

Full unedited gel for Supplemental Figure 5E

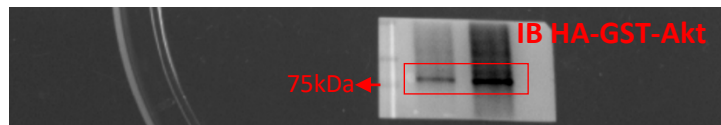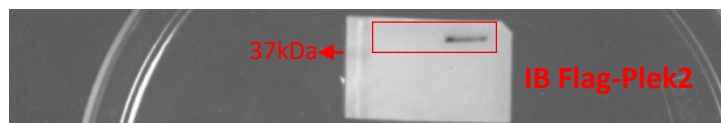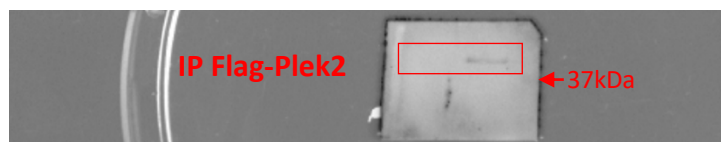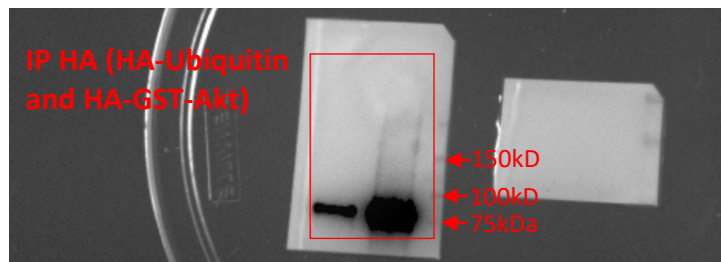

Full unedited gel for Supplemental Figure 5F

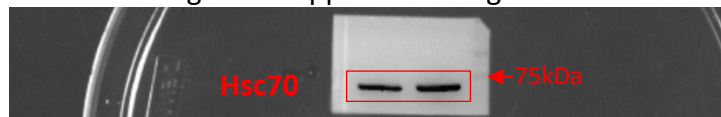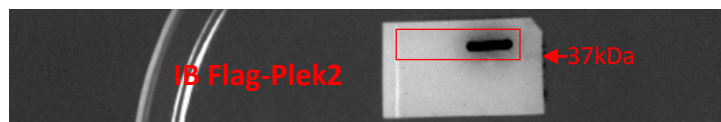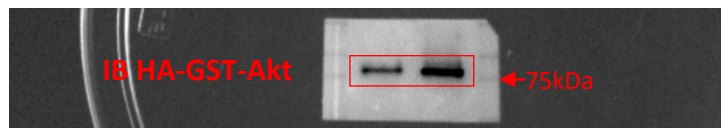

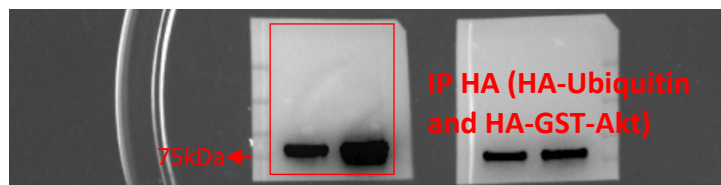

Full unedited gel for Supplemental Figure 5G

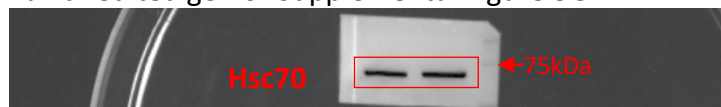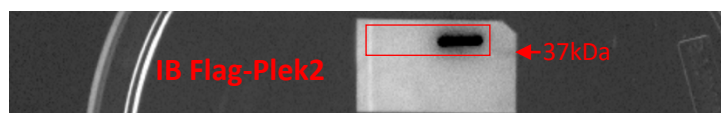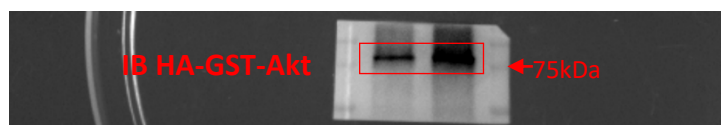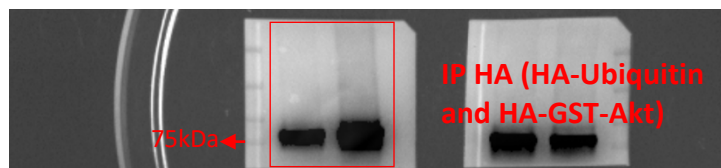

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

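RNA from mouse lineage-negative BM cells, cultured in EPO-containing medium with DMSO or with 10 μM NUP-17d for 48 hours, was compared in 3 cultures per condition. The condition and number of each culture come from the sample labels, and the dose comes from the legend of Figure 2A. The paper's other experiments have no data here and were not analysed here.

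The authors deposited one table per culture. Its expected count column holds the authors' estimated number of reads per gene, not normalized, and between 27.8% and 28.5% of its values are not whole. Its FPKM column holds the authors' counts scaled by transcript length and by the library total, with no correction for library composition. A gene without reads in a culture is left out of that culture's table and was taken as 0. The authors' aligner, counting program and genome build are not named in the paper's text, so no coordinates are given. Genes carry the Entrez identifiers and symbols of the deposited tables. The expected counts summed to 20278433 to 20419018 per DMSO culture and to 20076409 to 20170197 per NUP-17d culture, so the groups have nearly the same depth. Only relative abundances can be read from these tables, because no spike-in or cell number was used here.

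The main comparison used edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest) was applied with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets were scored with fgsea 1.28.0 on the signal-to-noise ratio of FPKM values, with SDs floored at 0.2 times the mean, over genes with a mean FPKM of at least 1. Enrichment weight was 1, and p-values came from 10000 permutations of genes with a fixed seed, taken among random sets with a score of the same sign. They treat genes, not cultures, as the units of sampling. The paper names GSEA software from the Broad Institute and shows the signal-to-noise ratio in Supplemental Figure 5A, and its other settings are not named in its text. The Hallmark collection was not used here. Lists for the PI3K/AKT/mTOR and mTORC1 Hallmark sets, and lists of erythroid, FoxO target, myeloid, heat shock, NRF2 target, ATF4 target, p53 target, STAT5 target, stem and progenitor, and AhR target genes, were written from recall before the data were examined. The other Hallmark sets of Figure 2A were not analysed here. Reactome pathways of 15 to 500 genes came from the collection installed with fgsea.

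Genes named in the text were chosen by a rule fixed before the data were examined. They are the genes of proteins the paper names in its PI3K/Akt and heat shock arms, the 5 genes with the largest rise and the 5 with the largest fall among differentially expressed genes with a mean count of at least 100 and no overlap between the groups, and up to 3 members of each gene list with the lowest p-values. Some genes chosen by this rule are not reported here. Any other gene is said to have been chosen after its values were seen.

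The alternatives were DESeq2 1.42.0, scaling by library totals only, no filter on low counts, removal of hemoglobin genes, a minimum log2 fold change of 1, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), other gene rankings and expression filters for the gene sets, limma's camera test, the culture number as a block, and leaving out each culture in turn. Their effects are given after this summary. The block uses the replicate numbers of the sample labels. The mean correlation of same-numbered cultures' deviations was -0.00662.

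The fits were tested on simulated counts drawn from the means of the real genes and the real library sizes, with 200 genes changed up or down by a known amount. The simulation held no difference in library composition, so it does not test which scaling is right. edgeR recovered 194 of the 200 (97.0%) with 10 false calls among 12294 genes, and DESeq2 recovered 186 of the 200 with 0 false calls. limma on log2(FPKM + 1) recovered 187 of the 192 changed genes among its 10549 genes, with 11 false calls. In the gene set step, run on 10549 simulated genes, a list of raised genes scored 2.89, a list of lowered genes scored -2.95, and 1 of 200 random lists had a p-value under 0.05. The simulated genes varied independently, and the random lists held no changed genes. This step therefore does not test the p-values of lists whose members vary together, or of a ranking with most genes on one side.

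With 3 cultures per condition, an exact permutation test of one value cannot go below p = 0.1. At about the same depth in all cultures, genes with few reads are measured least precisely. Reads shared between near-identical genes, such as the hemoglobin copies, Hspa1a and Hspa1b, and many histone genes, can have been divided between copies by the authors' counting, and values of these genes are uncertain.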

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

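The tests of erythroid maturation, the heat shock response, hemoglobin removal and library size were set before the data were examined, and the other tests in this part were chosen after the results were seen. The paper's RNA-Seq figures report Hallmark sets only. The heat shock, NRF2 and ATF4 lists share 4, 7 and 12 of their ranked members with the mTORC1 list written from recall, so they are not independent of it.

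Erythroid genes. All 48 genes of the erythroid list were lower with NUP-17d and differentially expressed (edgeR with TMM normalization), with a median log2 fold change of -0.64, and the list scored -6.08 (adjusted permutation p = 0.0179 against random lists of the same sign). The size of that score rests in part on the FPKM ranking, where few random lists score below 0. The score was -2.97 on FPKM values rescaled by the TMM factors. Trim10 (log2 fold change -0.95), Slc25a37 (-0.87) and Trim58 (-1.03) had the lowest p-values of the list. Scaling does not account for the fall, since 43 members were still called lower with library totals only. Nor do reads shared between hemoglobin copies, since the median was -0.61 over the 42 members that are not hemoglobin genes. Among the 4 splits of the 6 cultures that part all same-numbered pairs, 1, the real one, gave a score as large. Among all 10 splits, 2 did, the other with a score of 6.37 in size. Each of the other splits puts 2 cultures of one treatment with 1 of the other and so keeps part of the treatment difference. With the correlation among members estimated (0.734), limma's camera test, which compares the members with other genes, gave an adjusted p of 0.291. The score of -6.08 is consistent with NUP-17d holding back erythroid maturation, and the same values could come from a smaller share of erythroid cells in the treated cultures. These 2 explanations remain hypotheses and cannot be told apart here.

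Hemoglobin share. Hemoglobin genes took 12.23% of the counts with NUP-17d (11.8%, 11.9% and 13.1% in cultures 1, 2 and 3) against 20.3%, 18.3% and 18.8% with DMSO. The groups did not overlap (2-sided exact permutation test, p = 0.1, the smallest possible). Library totals differed little, with a ratio of DMSO to NUP-17d of 1.01, and removal of these genes before normalization left 4352 genes differentially expressed, 4331 of them shared with the fit that kept them. TMM trims genes with extreme changes, so this removal could hardly move the calls. A share is relative, and the number of transcripts per cell was not measured here.

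Heat shock genes. All 17 ranked genes of the heat shock list were lower with NUP-17d after TMM normalization, 13 of them differentially expressed, and the list scored -2.39 (adjusted permutation p = 0.00758). Across the other rankings and filters its adjusted p ranged from 0.000708 to 0.947. A heat shock response to the compound would have given a positive score, and the score of -2.39 goes against it. Of random lists matched on expression, 4.42% had a median as low. The sign of the median depends on the scaling, which shifts all genes alike. It was 0.12 with library totals only, 0.17 below the median of all genes under that scaling. Only 1 of the 4 splits that part all same-numbered pairs gave a score as large, and the design allows no smaller share. Because the scaling shifts all genes alike, the list's place below other genes under the second scaling adds no support, and a fall in absolute level cannot be read from these values. limma's camera test did not call the list (adjusted p = 0.161).

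NRF2 targets. The NRF2 target list, with 23 genes ranked, scored 1.99 (adjusted permutation p = 0.00300), with 14 genes higher, 13 of them differentially expressed, and 9 genes lower, 6 of them differentially expressed. Its adjusted p across the other rankings ranged from 0.00149 to 0.0678, and was 0.381 with limma's camera test. Of random lists matched on expression, 0% had a median as high, so expression level alone does not account for the score. The median was 0.39 with library totals only, where nearly all genes shift upward, so this value does not test whether scaling accounts for the rise. Only 1 of the 4 splits that part all same-numbered pairs gave a score as large. Hmox1, a member of the list, rose by 1.08 on the log2 scale with TMM normalization and by 1.35 with library totals only. Other members fell with TMM normalization and were differentially expressed, among them Srxn1 (-0.36), Gclm (-0.31) and Nqo1 (-0.14), chosen after their values were seen. A response to oxidative stress or to free heme is a candidate explanation that no sample here tests, and the list did not rise as a whole.

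ATF4 targets. The list of ATF4 stress targets, with 23 genes ranked, scored -2.06 (adjusted permutation p = 0.0140), with 22 genes lower, 19 of them differentially expressed, and 1 higher. Its adjusted p ranged from 0.000708 to 0.558 across the other rankings and was 0.291 with limma's camera test. Of random lists matched on expression, 0.11% had a median as low. With library totals only the median was 0.012, against 0.28 for all genes, 0.27 below them. That scaling shifts all genes alike, so this distance adds no support to the fall. Of the 4 splits that part all same-numbered pairs, 2 gave a score as large. The mTORC1 pathway raises ATF4 in many cells, and lower mTORC1 activity could give this fall, but the members shared with the mTORC1 list and the scores of other splits leave it a hypothesis.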

How the results depend on the processing

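The number of differentially expressed genes, 4346, stayed within 1.5 times with DESeq2 (3153, of which 3148 were shared), no filter on low counts (4205), hemoglobin genes removed (4352) and the culture number as a block (4543), and from 3713 to 4008 genes passed across the 6 fits that each left out one culture. It moved to 9115 (8458 higher and 657 lower, against 2019 and 2327) with library totals only, and to 8494, 8480 and 8652 genes with limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 1) without a filter, of which 7895, 7880 and 7997 were higher. These settings share the lack of a correction for library composition, and the median log2 fold change of all genes was 0.28 with totals only against 0.014 with TMM. A minimum log2 fold change of 1 left 121 genes.

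The FPKM ranking was replaced in turn. The score of the PI3K/AKT/mTOR list changed from 0.900 to -0.744 on edgeR's signed statistic, -0.744 on that statistic with the culture number as a block and -1.70 with an unweighted running sum, and limma's camera test placed the list lower (adjusted p = 0.810). None of these values passed an adjusted p of 0.05. The list stayed above 0 on edgeR's log2 fold change (0.590) and, in a setting chosen after the data were seen, on FPKM values rescaled by the TMM factors (0.601), so the scaling of the libraries alone does not change its sign. The score of the mTORC1 list changed from 0.550 to -1.49 on edgeR's log2 fold change, -1.52 on its signed statistic, -1.47 with the block and -3.01 with an unweighted running sum, and passed with an adjusted p from 0.000708 to 0.0152 in these 4 settings. It was lower in the camera test (adjusted p = 0.291). On FPKM values rescaled by the TMM factors, a setting chosen after the data were seen, it was -1.49 (adjusted p = 0.0150), so for this list the scaling of the libraries alone changes the sign. The Reactome set for PI3K/AKT activation changed from 1.11 to -0.967, -0.918, -0.955 and -0.782 in the same 4 settings (log2 fold change, statistic, block and unweighted) and to -0.966 with the TMM factors, and was lower in the camera test (adjusted p = 0.985). The Reactome set for mTOR signaling changed from -0.915 to 0.820 with all genes above an FPKM of 0 and to 0.745 with a mean FPKM of at least 10. The cause of these last changes was not tested. With members taken from the deposited annotation, chosen after the data were seen, the PI3K and protein kinase B genes scored 1.29 and the TOR genes 1.04 on the FPKM ranking.

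The FoxO target list changed from 1.02 to -1.54 on edgeR's log2 fold change, -1.75 on its statistic, -1.73 with the block, -1.41 with hemoglobin genes removed, -1.48 with a mean FPKM of at least 10, -2.28 unweighted and -1.55 with the TMM factors, and was lower in the camera test (adjusted p = 0.291). Its adjusted p in the settings other than camera ranged from 0.00463 to 0.139 where the sign changed. The non-erythroid myeloid list changed from 1.31 to -1.74 and -1.59 on the signal-to-noise ratio of log2(FPKM + 1) and log2(FPKM + 0.1), and the first of these passed the threshold (adjusted p = 0.0251). It passed in the opposite direction at 1.52 on edgeR's statistic, 1.55 with the block and 1.71 with a mean FPKM of at least 10. The cause was not tested. The erythroid list no longer passed with only differentially expressed genes ranked (-3.95) and in the camera test (adjusted p = 0.291), and kept its direction in every setting run.

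The settings for the heat shock, NRF2 and ATF4 lists were applied after the data were seen. With all genes above an FPKM of 0, the heat shock list changed from -2.39 to 0.610 and the ATF4 list from -2.06 to 1.14, and the cause was not tested. With only differentially expressed genes ranked, the heat shock (-1.55), NRF2 (1.52) and ATF4 (-1.40) lists no longer passed. Neither did the NRF2 list unweighted (1.61), the ATF4 list on log2(FPKM + 0.1) (-1.54), or the heat shock, NRF2 and ATF4 lists in the camera test (adjusted p = 0.161, 0.381 and 0.291).

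The number of Reactome pathways past the threshold changed from 36 to 146 on edgeR's statistic (23 shared), 141 with the block (22 shared) and 153 with the TMM factors (26 shared), and was 47 with a mean FPKM of at least 10 (12 shared). Across the 6 rankings that each left out one culture, it ranged from 9 to 40. The scores ranged from 0.792 to 0.967 for the PI3K/AKT/mTOR list, 0.564 to 0.661 for the mTORC1 list, 0.854 to 1.24 for Reactome PI3K/AKT activation, -1.08 to 0.610 for Reactome mTOR signaling, -6.09 to -5.71 for the erythroid list, 0.954 to 1.07 for the FoxO list, 1.09 to 1.29 for the myeloid list, -2.55 to -2.12 for the heat shock list, 1.95 to 2.05 for the NRF2 list and -2.18 to -1.73 for the ATF4 list.

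For the 44 named genes, 456 of 483 comparisons kept the direction and the side of the threshold, 8 became stronger and 10 weaker. The 9 that changed direction did so with library totals only, at log2 fold changes of 0.13 for Akt2, 0.14 for Hspa8, 0.21 for Jak2 and 0.059 for Prkag1, and with limma on log2(FPKM + 1), at 0.13 for Akt2, 0.15 for Hspa8, 0.20 for Jak2, 0.061 for Prkag1 and 0.0072 for Hspa1b. With the culture number as a block, the 44 genes kept their direction and their side of the threshold. The mean correlation of same-numbered cultures' deviations was -0.00662, so no pairing by number was seen over all genes. That mean weights all tested genes alike, including those with few reads. The block raised the number of differentially expressed genes from 4346 to 4543, so pairing by number is not ruled out.

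Hspa1a and Hspa1b, at 3.07 ± 0.0549 and 4.16 ± 0.920 CPM with DMSO (SD, n = 3 cultures), had log2 fold changes of -0.44 (standard error 0.19, adjusted p = 0.0734 from edgeR) and -0.27 (standard error 0.16, adjusted p = 0.215 from edgeR), and neither was called with all cultures. Hspa1a passed in 1 of the 6 fits that each left out one culture (-0.67, adjusted p = 0.0127 from edgeR). These near-identical genes can share reads, and whether depth limits them was not tested.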

Differences from the paper's values

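Values are given with the orientation of the paper's plots, in which a positive score lies toward genes higher in the control. In Supplemental Figure 5A, the paper's normalized enrichment score is about -1.1 for the PI3K/AKT/mTOR set, read by eye, against -0.900 here for the list written from recall. The ranking of all genes with an FPKM above 0 gave -1.07 and the ranking of differentially expressed genes only gave -1.095. Their distance from the paper's value is under 0.0684, the SD of the scores that left out one culture, and the other alternatives set before the data were examined did not close the gap. Scores that left out one culture share most of their cultures, so their SD is smaller than the sampling error of a score. By a wider error more settings could count as close, such as a mean FPKM of at least 10 (-1.01). The same limit holds for the scores that follow. For the mTORC1 set, the paper's score is about -1.3 in Supplemental Figure 5A, read by eye, against -0.550 here, and none of the alternatives set before the data were examined closed the gap. On edgeR's statistic the score was 1.52 in this orientation.

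In Figure 2A, the paper's enrichment score is about -0.42 for the PI3K/AKT/mTOR set and about -0.27 for the mTORC1 set, read by eye, against -0.221 and -0.127 here. None of the alternatives set before the data were examined closed either gap. The nearest values were -0.380 for the PI3K/AKT/mTOR list, with only differentially expressed genes ranked, and -0.229 for the mTORC1 list, with all genes above an FPKM of 0.

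The paper's ranking in Supplemental Figure 5A extends over about 2600 genes, read by eye, against 10543 genes here. The alternative with the fewest genes, the ranking of differentially expressed genes only, held 4133, and none of the alternatives set before the data were examined closed the gap.

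The legend of Supplemental Figure 5A states that PI3K/AKT/mTOR and mTORC1 signaling were lower after NUP-17d, and the legend of Figure 2A states that the plotted pathways were enriched in NUP-17d-treated cells. On the FPKM ranking, the normalized scores toward NUP-17d were 0.900 and 0.550, and on edgeR's statistic they were -0.744 and -1.52. The mTORC1 list was called lower on edgeR's log2 fold change (-1.49), on its statistic with the culture number as a block (-1.47) and with an unweighted running sum (-3.01), and on FPKM values rescaled by the TMM factors (-1.49), a setting chosen after the values were seen. The PI3K/AKT/mTOR list was called in neither direction in any setting run.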

Other observations

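The tests of lineage genes, expression level, hemoglobin, gene length, library size and FoxO targets, and the splits for the number of differentially expressed genes and the 2 Hallmark lists, were set before the data were examined. The other tests in this part were chosen after the results were seen.

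Differential expression. Of the 4 splits of the 6 cultures that part all same-numbered pairs, 1, the real one, gave as many differentially expressed genes, and 1 of all 10 did. The other 9 splits gave 0 genes at an adjusted p under 0.05 and at most 279 genes at an unadjusted p under 0.05, against 5404 for the real split. Each of the other splits puts 2 cultures of one treatment with 1 of the other. The treatment difference then widens the spread within each group, so few calls were bound to follow there. The splits allow no share smaller than 1 in 4 or 1 in 10 and cannot decide on chance by themselves. The counts of cultures differed more between conditions (chi-square per degree of freedom 44.7 to 85.0) than within them (1.84 to 4.59). Gene length and library size did not account for the calls. The correlation across genes of log2 fold change with gene length was 0.0583 (Spearman's rho, genes not being independent replicates), and library totals differed by a ratio of 1.01. Hemoglobin removal left 4352 genes, 4331 of them shared, but TMM already trims such genes, so this does not rule out library composition, and without a correction for it 9115 genes were called.

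Scaling and the direction of most genes. On the authors' FPKM values 89.9% of ranked genes were higher with NUP-17d, against 51.4% after rescaling by the TMM factors. Erythroid list and hemoglobin genes together took 24.9% ± 1.12 of the counts with DMSO and 16.6% ± 0.771 with NUP-17d (SD, n = 3 cultures). A candidate explanation is that the reads given up by erythroid transcripts were spread over all other genes. With hemoglobin genes removed and the rest rescaled, 79.9% of genes were higher, and with the erythroid list removed too, 75.4%, so these genes account for part of the shift and the rest was left unexplained. A real rise in most transcripts relative to erythroid transcripts gives the same FPKM values, and the tables, which hold relative abundances, cannot tell the 2 apart.

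The PI3K/AKT/mTOR and mTORC1 lists. Of the 4 splits that part all same-numbered pairs, 3 gave a score as large as the real one for the PI3K/AKT/mTOR list and 4 for the mTORC1 list on the FPKM ranking. For Reactome PI3K/AKT activation, 2 of the 4 did, for Reactome mTOR signaling 1, and for the number of Reactome pathways past the threshold 1, where the other splits gave at most 22 pathways. With lineage genes left out, the lists scored -0.742 and -1.52 on edgeR's statistic. The lists hold 0 and 1 lineage genes, so this test could hardly move them, and a change in the mix of erythroid and other cells cannot be told apart from a change within cells. Of random lists matched on expression, 96.6% had a median as far from 0 as the PI3K/AKT/mTOR list. Those random lists centered at -0.035, so a list near 0 was bound to lie closer to 0 than most of them, and 8.25% had a median as high. For the mTORC1 list, 3.17% of random lists, which centered at -0.040, had a median as far from 0. The median of the mTORC1 list lay below that of all tested genes under both scalings. It was -0.066 against 0.014 with TMM, over 189 ranked members, and 0.20 against 0.28 with library totals only, over 194 tested members. The scaling shifts all genes alike, so the second comparison adds no support to the first. A modest fall of mTORC1 genes relative to other genes is a hypothesis.

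FoxO targets. Akt holds FoxO transcription factors out of the nucleus, so lower Akt activity could be expected to raise their targets. The FoxO target list scored 1.02 on the FPKM ranking (adjusted permutation p = 0.648) and -1.75 on edgeR's statistic (adjusted permutation p = 0.00463). After TMM normalization 18 of its 29 genes were lower, 16 of them differentially expressed, and 11 were higher, 7 of them differentially expressed. Of random lists matched on expression, 0.06% had a median as low. With library totals only, 22 of 32 tested members were higher, and 17 higher and 8 lower members were differentially expressed, with a median of 0.14 against 0.28 for all genes. The members with the lowest p-values were Gadd45a, Txnip and Cat, which fell by 1.07, 0.83 and 0.54 on the log2 scale after TMM normalization. Of the 4 splits that part all same-numbered pairs, 2 gave a score as large. The members moved both ways, and the list as a whole did not pass as higher in the rankings run. It passed as lower on edgeR's statistic, with the block (adjusted permutation p = 0.00623) and with an unweighted running sum (adjusted permutation p = 0.00564). It also passed as lower with the TMM factors, a ranking chosen after the data were seen (adjusted permutation p = 0.0480). It did not pass on edgeR's log2 fold change (adjusted permutation p = 0.0590) or in the camera test (adjusted p = 0.291). Several of these targets are also raised in maturing erythroblasts, and that was not tested here.

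Myeloid genes. The non-erythroid myeloid list scored 1.31 (adjusted permutation p = 0.189), and 2 of the 4 splits that part all same-numbered pairs gave a score as large. Of its 40 genes, 16 were differentially expressed and higher and 7 were lower after TMM normalization. Ms4a3 fell by 0.47, and Csf2rb and Csf3r rose by 0.26 and 0.28 on the log2 scale.

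Lysosome genes. Of 316 tested genes that the deposited tables annotate to the lysosome, 220 were higher with NUP-17d after TMM normalization, 130 of them differentially expressed, against 38 differentially expressed and lower. Their median log2 fold change was 0.11, and 0.38 with library totals only, against medians of 0.014 and 0.28 for all genes. The genes that follow were chosen after their values were seen. Mcoln1 rose by 0.61, Flcn by 0.53, Fnip1 by 0.40, Gpnmb by 0.38, Rragd by 0.34 and Fnip2 by 0.28 on the log2 scale after TMM normalization (edgeR, adjusted p from 7.68e-12 for Flcn to 0.000187 for Rragd), and with library totals only they also rose, by 0.55 to 0.87. Several are targets of the transcription factors TFEB and TFE3, which mTORC1 holds in the cytoplasm. Of random lists matched on expression, 0% had a median as high, so expression level alone does not explain the rise. A list of macrophage genes, written after the result was seen, did not rise as a whole, with a median of 0.011. Its members moved both ways, 12 higher and 9 lower, with 7 and 4 of these differentially expressed. A larger share of macrophages is therefore not shown, and this mixed list cannot rule it out. Lower mTORC1 signaling is a candidate explanation. It would also be expected to lower the cholesterol synthesis genes, but the Reactome set for cholesterol biosynthesis had a median of 0.21, with 18 of 22 genes higher and 15 of them differentially expressed. A compound that gathers in lysosomes and blocks cholesterol leaving them could raise both groups of genes. That was not tested, and these values cannot tell the 2 explanations apart.

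Cell cycle and histone genes. Of 377 tested genes of the Reactome set for the mitotic cell cycle, 306 were lower after TMM normalization, 192 of them differentially expressed. Their median log2 fold change was -0.12, but 0.15 with library totals only, where all genes had a median of 0.28, so the fall is relative to other genes. Of 22 tested histone genes of the clusters, 21 were lower and 15 of them were differentially expressed, with a median of -0.93, and -0.66 with library totals only. Transcripts of many cluster histone genes lack a poly(A) tail outside of maturing cells and can share reads between copies, so the values are uncertain.

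The transcripts of Plek2 and Akt. The paper reports from other assays that Akt protein fell at a higher dose of NUP-17d. In these cultures the Akt1 transcript did not change past the threshold after TMM normalization (log2 fold change 0.083, adjusted p = 0.0901 from edgeR) and Akt2 fell by 0.14, and with library totals only Akt1 and Akt2 were higher (0.35 and 0.13). Plek2 itself fell by 0.40 after TMM normalization and by 0.13 with library totals only. Among other transcripts of erythroid cells, chosen after their values were seen, Alas2 fell by 0.76, Hba-a1 by 0.87 and Hbb-bs by 0.88 on the log2 scale, and with library totals only by 0.49, 0.60 and 0.61. The paper reports that NUP-17d held back enucleation and, at a higher dose, differentiation of cultured erythroid cells, measured by other assays in Figure 1D.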
